# Telomerase is required for glomerular renewal in kidneys of adult mice

**DOI:** 10.1038/s41536-022-00212-z

**Published:** 2022-02-11

**Authors:** Margo Montandon, Tynhinane Hamidouche, Lucile Yart, Lou C. Duret, Catherine Pons, Nicolas Soubeiran, Mélanie Pousse, Ludovic Cervera, Valérie Vial, Julien Fassy, Olivier Croce, Eric Gilson, Marina Shkreli

**Keywords:** Regeneration, Adult stem cells, Podocytes, Toxin-induced nephropathy

## Abstract

Homeostatic renal filtration relies on the integrity of podocytes, which function in glomerular filtration. These highly specialized cells are damaged in 90% of chronic kidney disease, representing the leading cause of end-stage renal failure. Although modest podocyte renewal has been documented in adult mice, the mechanisms regulating this process remain largely unknown and controversial. Using a mouse model of Adriamycin-induced nephropathy, we find that the recovery of filtration function requires up-regulation of the endogenous telomerase component TERT. Previous work has shown that transient overexpression of catalytically inactive TERT (i-TERT^ci^ mouse model) has an unexpected role in triggering dramatic podocyte proliferation and renewal. We therefore used this model to conduct specific and stochastic lineage-tracing strategies in combination with high throughput sequencing methods. These experiments provide evidence that TERT drives the activation and clonal expansion of podocyte progenitor cells. Our findings demonstrate that the adult kidney bears intrinsic regenerative capabilities involving the protein component of telomerase, paving the way for innovative research toward the development of chronic kidney disease therapeutics.

## Introduction

Chronic kidney disease (CKD) is a global pandemic characterized by progressive renal function decline ultimately leading to end-stage renal disease, and represents an important risk factor for cardiovascular diseases and premature death^1^. The majority of kidney diseases that progress to CKD result from the depletion of glomerular visceral cells called podocytes. Historically, these highly specialized and quiescent epithelial cells have been thought to have a severely limited capacity for renewal^2,3^. However, several recent lines of evidence support the idea that podocytes can be at least partially renewed in the adult kidney following injury^4^.

Several lineage tracing studies have shed light on the source of renal progenitor cells, capable of supporting limited podocytes renewal in the postnatal kidney. These include the parietal epithelial cells (PECs) derived from the Bowman’s capsule^5,6^, and cells of renin lineage (CoRL) located in the juxtaglomerular apparatus^7–9^. Although these lineage tracing studies demonstrate the kidney’s modest capacity for intrinsic podocyte renewal, the filtration function of the kidney fails to fully recover in adult mice^10,11^. Additionally, the effectiveness of the documented potential progenitors to reconstitute podocytes as well as the molecular signals driving podocyte renewal remain unclear. One pathway that regulates podocytes in adults implicates non-canonical activity of telomerase^12^. Telomerase is a ribonucleoprotein complex that consists of TERT (the telomerase reverse transcriptase catalytic subunit) and TERC (the telomerase RNA subunit encoding the template sequence that is reverse transcribed by the telomerase enzyme to telomeres). Beside its well-established role in telomere synthesis, several studies demonstrated that TERT possesses non-canonical activities that foster cancer cell proliferation and adult stem/progenitor cells activation^13–17^. In the adult kidney, podocytes bear a high sensitivity to TERT non-canonical activity, an insight that comes from experimental models in which the catalytically inactive form of TERT (TERT^ci^)—which is unable to elongate telomeres—is conditionally overexpressed^12,18^. This study revealed that overexpression of TERT^ci^ in double transgenic mice (i-TERT^ci^ mice) induces reprogramming of podocyte into de-differentiated and proliferating cells. Intriguingly, after the transgenic TERT^ci^ is switch-off, there is a resurgence of quiescent and fully functional podocytes^12^.

To establish the role of TERT in kidney physiological regeneration, we used the Adriamycin-induced nephropathy model to cause a podocyte-specific insult and investigated the role of endogenous TERT in this context. We demonstrate that functional recovery of the kidney filtration barrier requires the upregulation of endogenous TERT expression, and identify signaling pathways involved in physiological regeneration. To assess the cascade of cellular events involved in podocyte renewal in the transgenic i-TERT^ci^ model, we carried out lineage tracing approaches using EdU-labeling strategies and an unbiased stochastic multicolor system for clonal analysis. We demonstrate that clonal expansion of progenitor cells gives rise to monoclonal glomeruli and repopulate the podocyte layer. In addition, we document the requirement of bi-allelic endogenous TERT to achieve successful recovery of the filtration function. Bulk RNA sequencing profiling further shed light on key molecular signals deployed in response to TERT, including the remodeling of the extracellular matrix, the Epithelial-to-Mesenchymal transition, and the activation of KRAS signaling. Altogether, our results reveal a central role for telomerase in modulating regenerative capabilities of the adult mammalian kidney.

## Results

### Renal filtration recovery in Adriamycin-induced nephropathy involves glomerular repair

Adriamycin (ADR) nephropathy has been classically described as a rodent model of chronic kidney disease^19–21^. Nonetheless, spontaneous partial proteinuria remission following ADR injection in adult mice has been reported^6,22^. We hypothesized that renal filtration recovery following ADR-induced nephropathy can be explained by two distinct mechanisms; i) the filtration function is ensured by the remaining healthy podocytes that compensate for the impaired sclerotic glomeruli, ii) a sufficient proportion of damaged glomeruli are repaired upon a physiological process involving podocyte renewal. To test our hypothesis, we assessed the kinetic of disease progression following ADR-induced podocyte injury (Fig. 1a). We injected 10 male and 10 female BALB/c mice with a single dose of 12 mg/kg of ADR, and we subsequently monitored proteinuria as well as urinary albumin to creatinine ratio (ACR), a parameter that takes into account animal hydration. Both proteinuria and ACR monitoring revealed that ADR induced a kidney filtration dysfunction characterized by a severe protein leakage in the urine peaking at 11 days post-ADR injection (Fig. 1b, Supplementary Fig. 1). Filtration function improved over time and regressed almost completely 32 days after ADR injection in both male and female mice (Supplementary Fig. 1). Thus, only 5 to 25% of individuals retain a kidney filtration dysfunction 32 days after ADR injection characterized by either a proteinuria or an ACR level that exceed that observed 11 days after ADR injection (Fig. 1b, red curves, Supplementary Fig. 1). These data show that injection of a single dose of ADR in both male and female BALB/c mice induces massive leak of proteins into the urine that is followed by physiological recovery of filtration function in at least 70% of treated mice. To further examine the histological characteristics associated with kidney filtration function recovery in this model, we injected BALB/c female mice with a single dose of 12 mg/kg of ADR or with saline. The kidney histology was examined at 7, 14. and 32 days post-injection (Fig. 1c). Kidneys collected 14 days after ADR injection, corresponding to 3 days after the peak of proteinuria, displayed the characteristic abnormalities of human FSGS including cellular vacuolization, and interstitial fibrosis (Fig. 1c, arrows)^20^. Indeed, analysis of collagen deposits using Masson’s Trichrome and Sirius Red staining showed accumulation of extracellular matrix (ECM) components in the tubulointerstitial compartment and in glomeruli 14 days after ADR injection (Fig. 1c, arrows). While kidney filtration function started to improve at 14 days after injury, the prominent fibrosis observed at that time point remained associated with abnormally high levels of proteinuria (Supplementary Fig. 1). Examination of kidneys from mice sacrificed 32 days after ADR injection revealed that tubulointerstitial fibrosis and glomerular sclerosis strikingly regressed at that time point (Fig. 1c). In addition, further quantification of glomeruli with abnormal morphology associated with sclerosis and accumulation of ECM components showed a marked normalization at 32 days after ADR injection (Figs. 1d, e). Further examination of podocytes status revealed effacement of podocyte differentiation markers WT1 and synaptopodin starting from 7 days post-ADR treatment (Fig. 1f, g). Remission of proteinuria observed 32 days after ADR injection was associated with the normalization of podocytes (Fig. 1f, g). These processes were accompanied by a moderate but significant increase in cell proliferation, a hallmark of physiological regeneration in mammalian organs^23^, from day 7 after ADR injection that reached a peak 14 days after ADR injection (Supplementary Fig. 2). Noteworthy, cellular proliferation observed following ADR-induced injury does not appear to occur within the glomerular compartment (Supplementary Fig. 2). Collectively, these results suggest that kidney filtration function recovery is associated with glomerular repair and podocyte renewal. Therefore, we sought out to employ the ADR model to explore telomerase functions in the spontaneous regeneration of podocytes.

**Fig. 1:**
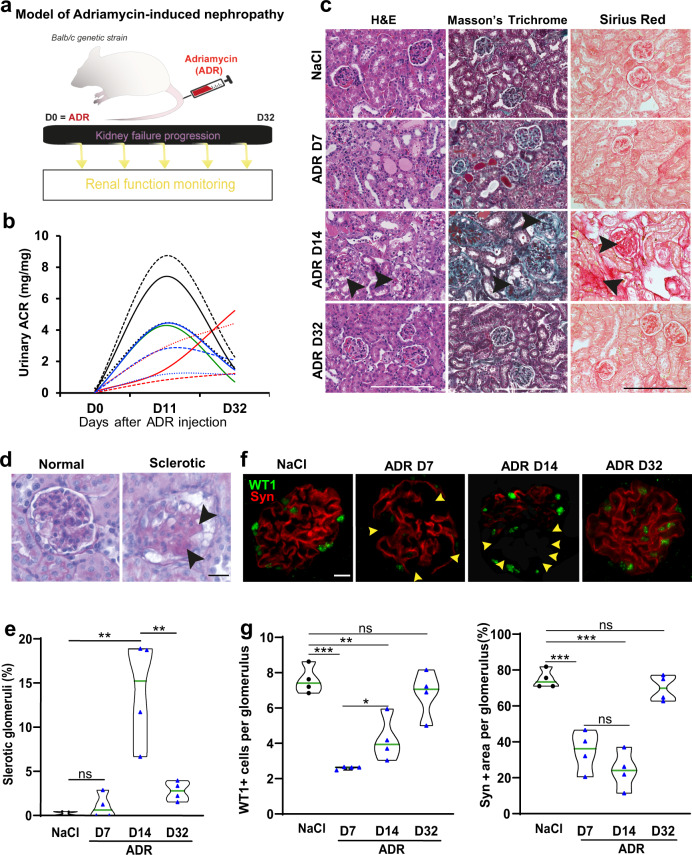
Renal filtration recovery in Adriamycin-induced nephropathy involves glomerular repair. **a** Schematic representation of the Adriamycin-induced nephropathy model. BALB/c mice were injected with a single dose of 12 mg/kg of Adriamycin (ADR) or saline (NaCl 0.9%) (day 0, D0), then euthanized 7 (D7), 14 (D14), or 32 days (D32) after injection. Proteinuria was monitored in the time course of the experiment for each individual mouse. **b** Kinetic analysis of kidney filtration function assessed by [albumin/creatinine ratio (ACR)] measurement in urine samples of ADR-injected female BALB/c mice (*n* = *10*), before injection (D0), 11 (D11), and 32 (D32) days after injection. Data are represented for each animal in (mg/mg). **c** H&E (left panels), Masson Trichrome (middle panels), and Sirius Red (right panels) stained kidney sections of BALB/c mice injected with saline (NaCl) or collected 7 (D7), 14 (D14), and 32 (D32) days after ADR injection. Scale bar = 200 µm. **d** Glomerular histology by PAS (Periodic Acid Schiff) from saline (Normal) or ADR-injected (Sclerotic) BALB/c mice. Scale bar = 30 µm. Arrowheads: sclerotic area. **e** Quantification of glomeruli with abnormal morphology (such as displayed in (**d**)) in kidney sections of BALB/c mice injected with saline (NaCl) or collected 7 (D7), 14 (D14), and 32 (D32) days after ADR injection (*n* = 4 for each group). For each animal, all glomeruli (about 150) on the whole kidney section were analyzed. Data are shown for each animal and the mean value for each group is shown as a green line. **p = 0.0035, and **p = 0.0098 by t-test for ADR-D14 versus saline and for ADR-D32 versus ADR-D14, respectively. **f** Double immunostaining for the podocyte-restricted markers Synaptopodin (Syn, red) and Wilms tumor protein 1 (WT1, green), in kidney section from saline or ADR-injected mice, 7 (D7), 14 (D14), and 32 days (D32) after ADR injection showing effacement of podocytes starting from 7 days post-ADR treatment (arrowheads) followed by marked normalization of podocytes at day 32. Scale bar = 15 µm. **g** Left panel: Quantification of the mean number of WT1 positive cells per glomerular cross section. ***p = 0.0001, and **p = 0.0037 by t-test for ADR-D7 and ADR-D14 versus saline respectively. *p = 0.0415 by *t*-test for ADR-D14 versus ADR-D7. Right panel: Quantification of the percentage of Synaptopodin positive area per glomerulus. ***p = 0.0006, and ***p = 0.0001 by *t*-test for ADR-D7 and ADR-D14 versus saline respectively. For each animal (*n* = 4 for each group), all glomeruli (about 150) on the whole kidney section were analyzed.

### Endogenous TERT is required for glomerular repair following ADR-induced nephropathy

To determine whether the repair process triggered by ADR-induced podocyte injury was associated with endogenous reactivation of TERT expression, we performed RT-qPCR on whole kidneys. This analysis revealed significant upregulation of *TERT* mRNA expression 7 days after ADR injection that was maintained in the time course of the experiment (Fig. 2a). Interestingly, the mice with persistent kidney filtration dysfunction at 32 days after ADR injection, as assessed by proteinuria and ACR analysis, displayed significantly lower levels of *TERT* mRNA when compared to the mice that recovered properly (Supplementary Fig. 3). Further in situ analysis using the highly sensitive RNA detection technique RNAscope revealed that TERT upregulation was confined to glomeruli and clusters of cells located within tubular segments of the nephron at 7 days post-ADR treatment (Fig. 2b). Noteworthy, podocytes did not appear to be the source for increased *TERT* mRNA level in glomeruli (Supplementary Fig. 4). These results reveal a specific upregulation of TERT in nephron compartments at an early time point following ADR-induced nephropathy.

**Fig. 2:**
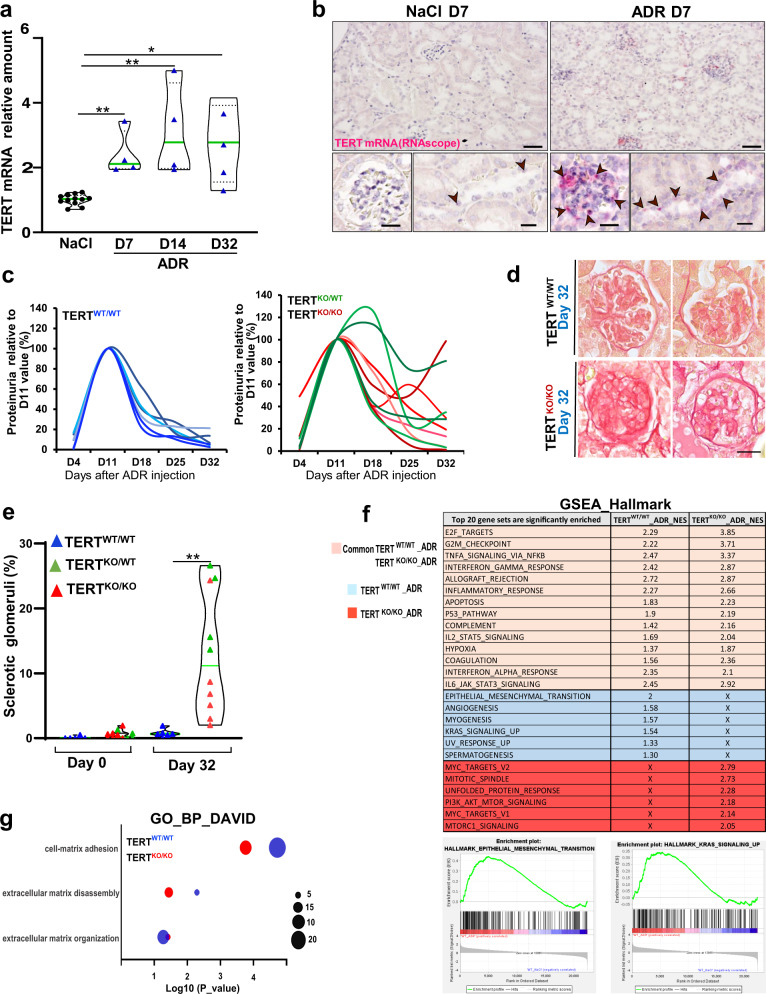
Endogenous TERT is required for glomerular repair following ADR-induced nephropathy. **a** *TERT* mRNA levels by RT-qPCR in whole kidneys from saline (NaCl, *n* = 12) and ADR-injected mice (ADR, *n* = 4 for each group) collected 7 (D7), 14 (D14), and 32 (D32) days after injection. Data are shown for each animal and the mean value for each group is shown as a green line. **p = 0.006 by t-test for ADR-D7 versus saline. **p = 0.005 by t-test for ADR-D14 versus saline. *p = 0.014 by t-test for ADR-D32 versus saline. **b** In situ hybridization for *TERT* mRNA using RNAscope on kidney sections from saline and ADR-injected mice sacrificed 7 days after injection. Upper panels, scale bar = 50 µm. Lower panels, scale bar = 20 µm. Arrowheads: cells expressing detectable amounts of TERT mRNA. **c** Kinetic analysis by Bradford assay of proteinuria after ADR injection of female BALB/c N10 control mice (TERT^WT/WT^, blue) (left panel) and female BALB/c N10 mice carrying a full invalidation (TERT^KO/KO^, red) or heterozygous invalidation (TERT^KO/WT^, green) (right panel) of *TERT*. **d** Glomerular histology by Sirius Red from ADR-injected TERT^WT/WT^ and TERT^KO/KO^ mice 32 days after ADR injection. Scale bar = 20 µm. **e** Quantification of glomeruli with abnormal morphology (such as displayed for TERT^KO/KO^ mice in (**d**)), in kidney sections from TERT^WT/WT^ (*n* = 6, blue triangles), TERT^KO/WT^ (*n* = 4, green triangles) and TERT^KO/KO^ (*n* = 6, red triangles) mice collected before ADR injection (Day 0), and 32 days after ADR injection (Day 32). For each animal, all glomeruli (about 150) on the whole kidney section were analyzed. Data are shown for each animal and mean value for each group is shown as a green line. **p = 0.0071 by *t*-test for *TERT* knockout versus control mice at day 32. **f** Comparison of the top 20 enriched gene signatures found by Gene Set Enrichment Analysis (GSEA) Hallmark in TERT^WT/WT^ and TERT^KO/KO^ mice 18 days after ADR injection. Common gene signatures between TERT^WT/WT^ and TERT^KO/KO^ mice are highlighted in tan, gene signatures only enriched in TERT^WT/WT^ mice are highlighted in blue, and gene signatures only enriched in TERT^KO/KO^ mice are highlighted in red. NES stands for normalized enrichment score. Enrichment profiles of Epithelial-to-Mesenchymal transition and KRAS signaling UP are shown. **g** Database for Annotation, Visualization and Integrated Discovery (DAVID) analysis showing the status of GO-term (Biological Process) related to the extracellular matrix (ECM) in TERT^WT/WT^ (blue) and TERT^KO/KO^ (red) mice 18 days after ADR injury. The size of the circles is proportional to the number of genes attributed to each GO-term.

To test the requirement of endogenous TERT in the kidney recovery response, we used TERT constitutive knockout (KO) mice in the ADR model of physiological kidney repair. Telomeres of laboratory mouse strains are longer than their human counterparts, and although telomere synthesis is abrogated in TERT KO mice, phenotypes associated with telomere attrition are not detectable in first generations TERT KO mice^24,25^. Thus, both heterozygous (TERT^KO/WT^) and first-generation (G1) homozygote TERT KO (TERT^KO/KO^) mice do not harbor any defect in proliferating tissues and are fertile. To test the ability of TERT KO mice to recover following ADR-induced kidney injury, we injected females G1 TERT^KO/KO^ and TERT^KO/WT^ mice, and females TERT^WT/WT^ littermates, all obtained from interbreeding of TERT^KO/WT^ BALB/c N10 mice, with a single dose of 12 mg/kg of ADR, as performed on BALB/c mice. Monitoring of proteinuria following ADR injection revealed a similar peak of proteinuria 11 days after ADR injection in TERT^KO/KO^, in TERT^KO/WT^, and in their TERT^WT/WT^ littermates (Fig. 2c). However, in contrast to control TERT^WT/WT^ mice, both TERT^KO/KO^ and TERT^KO/WT^ mice showed a more heterogeneous recovery of kidney filtration function, with latent proteinuria levels significantly higher 18 days post-ADR treatment (Fig. 2c, Supplementary Fig. 5).

To determine if the perturbed kinetic of recovery observed in TERT^KO/KO^ and TERT^KO/WT^ mice was associated with changes in the balance between regeneration and scarring following injury, we examined ECM deposition 32 days after ADR injection (Fig. 2d). Such analysis showed that TERT^KO/KO^ and TERT^KO/WT^ mice display an increased prevalence of sclerotic glomeruli when compared to TERT^WT/WT^ mice (Fig. 2e). Those results show that invalidation of endogenous *TERT* results in an increased number of sclerotic glomeruli following podocyte injury, suggesting a role for endogenous TERT in kidney homeostatic repair. Importantly, the increased incidence of glomerular scarring in TERT^KO/KO^ mice was not associated with the shortening of mean telomere DNA length (Supplementary Fig. 6). Overall, these results suggest that endogenous TERT expression is required for kidney filtration recovery and ECM remodeling, independently of its catalytic activity in telomere elongation, to achieve glomerular repair following ADR-induced nephropathy.

To gain insight into the molecular processes targeted by TERT non-canonical functions upon glomerular repair, we performed high-throughput sequencing (bulk RNA-seq) on kidneys collected from TERT^KO/KO^ mice upon the recovery period, i.e. 18 days after ADR-injection. 

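Tert, the gene deleted in the TERT KO/KO mice, had 122 to 187 counts in the 4 TERT WT/WT saline libraries, 164 to 379 in the 3 TERT WT/WT ADR libraries and 51 to 132 in the 3 TERT KO/KO saline libraries. In the TERT KO/KO ADR libraries Tert had 210, 0 and 105 counts in replicates 1, 2 and 3. These are counts over the whole gene, on chromosome 13 of mm10 from 73626911 to 73649843, and the paper's text does not name the part deleted, so they do not separate a truncated transcript from an intact one. The library labelled TERT KO/KO ADR replicate 2 stood apart from the other 12. Alb, which encodes serum albumin, took 26.1% of its counts (12488842 counts, 261230 CPM). In any other library it had at most 82.9 CPM. The podocyte gene Nphs1 had 2 counts in it, against at least 167 elsewhere. Its 44 genes of hepatocytes and Kupffer cells, listed after the data were seen, had a median 10.96 log2 units above the other 12 libraries, and 112 of 125 tubule and podocyte markers were below all of these. Several counts from this experiment are therefore also given without this library. Fits that leave out another library keep this one, and none left out both. In comparisons that it is not part of, leaving it out was chosen after seeing the data.
Whole kidneys were taken 18 days after 1 intravenous injection of ADR (doxorubicin, which injures podocytes) at 12 mg/kg or of saline, and each of the 13 mice gave 1 library. The deposited file holds unnormalized counts per gene from reads aligned with STAR, with totals of 39323498 to 48222237 per library. Differences were tested with edgeR's quasi-likelihood F test on all 13 libraries, with TMM factors, a filter on low counts and Benjamini-Hochberg adjustment at 0.05. A gene is said to rise or fall where it passed this test. Lists of genes, fixed before the data were examined, were compared with the other genes by camera with a preset inter-gene correlation of 0.01, adjusted over 59 lists. None of the lists that passed in any comparison also passed with an estimated correlation.

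**Figure D1:**
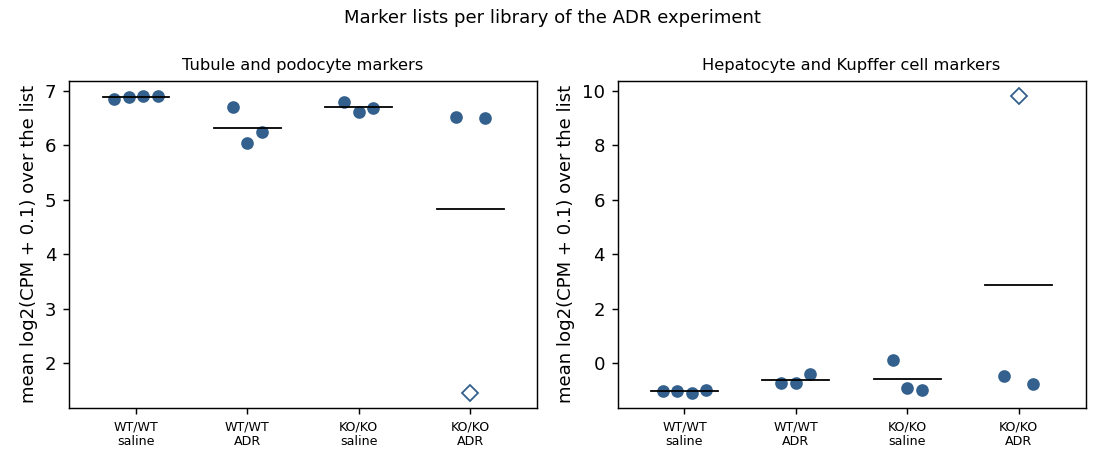
Mean log2 of CPM (plus 0.1) over the tubule and podocyte markers (left) and over the hepatocyte and Kupffer cell genes (right), with 1 point per library of the ADR experiment and a bar at each group's mean. The open diamond is the library labelled TERT KO/KO ADR replicate 2, which lies below all other libraries on the left and above them on the right.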

Comparison of TERT^KO/KO^ and TERT^WT/WT^ transcriptomes in saline-treated mice showed minimal changes, but suggested that TERT deficiency perturbed basal activation of several pathways including mTORC1, Wnt, and Notch signaling (Supplementary Figure 7). 

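In saline-treated mice no gene passed edgeR's test between TERT KO/KO and TERT WT/WT kidneys, with 558 at an unadjusted p under 0.05. DESeq2 called 2 genes and limma voom with sample quality weights called 1874. Tert had 2.16 ± 0.769 CPM (SD, n = 3) in TERT KO/KO and 3.32 ± 0.403 CPM (SD, n = 4) in TERT WT/WT mice, a log2 fold change of -0.62 with a standard error of 0.79. The mTORC1-induced metabolic genes, which serve glycolysis and sterol synthesis among others, had a median log2 fold change of -0.11 over 43 genes (adjusted p = 0.182 from camera). For 35 genes of the Notch pathway and its targets the median was -0.07 (adjusted p = 0.284), and for 55 genes of the Wnt pathway and its targets it was -0.01 (adjusted p = 0.654), although their mean was 0.03. None of these 3 lists passed the test, and none of their genes did, over all genes or when adjusted over the list alone. The genes with the smallest p in each list were Pgam1, an enzyme of glycolysis (-0.36), Maml1, a Notch coactivator (-0.51), and Axin1, a part of the complex that degrades beta-catenin (-0.27). The library labelled TERT KO/KO ADR replicate 2 is in neither group, and enters here through the filter, the set of genes adjusted over and the shared spread. With it left out 1 gene passed, as 1 did without TERT WT/WT saline replicate 4, and the mTORC1 list passed (adjusted p = 0.0452), while the Notch and Wnt lists did not (0.178 and 0.498). In simulated counts of the same size the test recovered 12.0% of 2-fold and 84.0% of 4-fold changes.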

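In TERT WT/WT mice, 9 of 49 mesenchymal and EMT genes rose after ADR and none fell (20 higher when adjusted over the list alone). Timp1, which encodes an inhibitor of metalloproteinases, was at 22.2 ± 9.11 CPM (SD, n = 3) after ADR and at 0.250 ± 0.0809 CPM (SD, n = 4) after saline, a log2 fold change of 6.45 (standard error 0.82, adjusted p = 0.00522 from edgeR). Cd44, a hyaluronan receptor, rose by 4.78 on the log2 scale. Over both genotypes, fibroblast markers had a median ADR minus saline difference of 0.82 without the library labelled TERT KO/KO ADR replicate 2. DESeq2 called 8 of them higher and 0 lower after ADR in TERT WT/WT mice. In TERT KO/KO mice they did not pass camera's test (adjusted p = 0.315, and 0.00128 without that library). Whether EMT genes, or the matrix genes below, changed within cells or with the share of fibroblasts was not tested.
In TERT KO/KO mice, 3 of the 49 EMT genes rose after ADR (15 when adjusted over the list alone), and they were Timp1 at 4.66, Cd44 at 3.65 and Tgfbi at 2.98. None of the genes named here for TERT KO/KO mice passed without any 1 of the 3 TERT KO/KO saline libraries, with adjusted p of 0.146, 0.149 and 0.149 for Timp1 without replicates 1, 2 and 3. With the library labelled TERT KO/KO ADR replicate 2 left out, 19 of the EMT genes rose in TERT KO/KO mice and 30 in TERT WT/WT mice.
By camera, the EMT list passed in TERT WT/WT mice with a median log2 fold change of 0.95 (adjusted p = 8.26e-08, and adjusted p = 0.442 with an estimated correlation). It passed in TERT KO/KO mice with a median of 0.60 (adjusted p = 0.00406, and adjusted p = 0.715 with an estimated correlation). There it was not called without TERT KO/KO ADR replicate 3 (0.344), a fit that keeps the library labelled TERT KO/KO ADR replicate 2. Without the library labelled TERT KO/KO ADR replicate 2 it had an adjusted p of 5.97e-12.
The difference between the ADR effects of the 2 genotypes was tested directly. Its median over the EMT genes was -0.40 (adjusted p = 0.124, and 0.619 without the library labelled TERT KO/KO ADR replicate 2). This difference passed without TERT KO/KO ADR replicate 3 (0.00494) or TERT WT/WT ADR replicate 1 (0.00632). Both fits keep the library labelled TERT KO/KO ADR replicate 2, whose median fibroblast marker differed from the other 12 by -2.82 log2 units. They therefore do not separate a weaker EMT response from the effect of that library.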

Further GSEA analysis of ADR-treated mice interestingly revealed that TERT deficiency precludes proper activation of signaling pathways, including Epithelial-to-Mesenchymal transition (EMT) and KRAS signaling, upon glomerular repair (Fig. 2f). In addition, assessment of Gene Ontology term (GO term) using Database for Annotation, Visualization and Integrated Discovery (DAVID) analysis highlighted impairment of extracellular matrix (ECM) remodeling upon deletion of *TERT* (Fig. 2g). 

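Of 223 genes of extracellular matrix organization in Reactome, 27 rose and 3 fell after ADR in TERT WT/WT mice (43 and 3 when adjusted over the list alone), and 3 rose and 1 fell in TERT KO/KO mice (43 and 7 when adjusted over the list alone). Of 26 collagen genes, 5 rose in TERT WT/WT mice (9 when adjusted over the list alone). Col1a1, a chain of type I collagen, was at 385 ± 186 CPM (SD, n = 3) after ADR and at 39.0 ± 6.51 CPM (SD, n = 4) after saline, a log2 fold change of 3.31 (standard error 0.68, adjusted p = 0.0239 from edgeR), and Col3a1, the chain of type III collagen, rose by 2.33. In TERT KO/KO mice no collagen gene passed the test (5 higher when adjusted over the list alone), with Col3a1 at 1.98 (adjusted p = 0.0699, and 0.0345 and 0.00601 without TERT KO/KO ADR replicates 1 and 2). In TERT WT/WT mice Col1a1 did not pass without ADR replicate 2 or 3 (0.122 and 0.094) or without saline replicate 1, 2, 3 or 4 (0.0584, 0.0782, 0.0868 and 0.0916), and neither did Col3a1 (0.0569 to 0.112). When the library labelled TERT KO/KO ADR replicate 2 was left out, 30 matrix organization genes rose and 3 fell in TERT KO/KO mice, against 87 and 15 in TERT WT/WT mice, and 8 and 16 collagen genes rose. In this library the median fibroblast marker differed from the other 12 by -2.82 log2 units.
By camera the matrix organization list passed in TERT WT/WT mice (median log2 fold change 0.35, adjusted p = 1.54e-04, and adjusted p = 0.455 with an estimated correlation) and not in TERT KO/KO mice (0.22, adjusted p = 0.255, and 4.81e-04 without the library labelled TERT KO/KO ADR replicate 2). The collagen genes gave 0.84 (adjusted p = 1.10e-04, and adjusted p = 0.455 with an estimated correlation) and 0.38 (adjusted p = 0.315, and 1.76e-05 without that library). The difference between the genotypes' ADR effects had a median of -0.32 over matrix organization (adjusted p = 0.0691, and 0.216 without that library), although the mean of these genes was 0.09, and of -0.52 over the collagens (adjusted p = 0.0468, adjusted p = 0.902 with an estimated correlation, and 0.787 without that library). The former passed without TERT KO/KO ADR replicate 3 (0.00679) or TERT WT/WT ADR replicate 1 (0.00356), but with TERT KO/KO ADR replicate 2 kept. The latter was lost without TERT KO/KO ADR replicate 1 (0.0502), TERT KO/KO saline replicate 1, 2 or 3 (0.0758, 0.0508 and 0.0671), TERT WT/WT ADR replicate 2 or 3 (0.0683 and 0.171) or TERT WT/WT saline replicate 1 or 2 (0.1 and 0.065).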

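In TERT WT/WT mice, 5 of 19 metalloproteinase genes rose after ADR and 1 fell (8 and 1 when adjusted over the list alone). Mmp3, a stromelysin on chromosome 9 of mm10 from 7445822 to 7455975, was at 1.34 ± 0.853 CPM (SD, n = 3) after ADR and at 0.131 ± 0.0838 CPM (SD, n = 4) after saline, a log2 fold change of 3.35 (standard error 0.75, adjusted p = 0.0307 from edgeR). Mmp10, its neighbour on chromosome 9 from 7502352 to 7510240 and a paralog that may share reads with it, had 21, 26 and 33 counts after ADR and 0 in all 4 saline libraries, which is at least 7.89-fold higher against a floor of 3 counts per library (adjusted p = 0.0254). Mmp7 (6.01), Mmp27 (at least 4.92-fold) and Mmp14 (1.87) also rose, and the collagenase Mmp13 fell (-0.99). Mmp12, the macrophage elastase, had a log2 fold change of 2.42 (standard error 0.72, adjusted p = 0.078) and Mmp24, a membrane-type metalloproteinase, one of 3.25 (standard error 0.92, adjusted p = 0.0663). DESeq2 gave these an adjusted p of 0.0104 and 0.0144.
In TERT KO/KO mice, Mmp27 rose (at least 5.70-fold) and Mmp13 fell (-1.63), and 17 of the 19 genes did not pass the test (9 higher and 1 lower when adjusted over the list alone). Mmp3 had a log2 fold change of 0.53 (standard error 0.83, adjusted p = 0.713), Mmp10 of 5.42 (1.32, 0.0763) and Mmp12 of 2.55 (0.81, 0.0989), in the same order. Mmp24 was at 0.303 ± 0.386 CPM (SD, n = 3) after ADR and at 0.0621 ± 0.0413 CPM (SD, n = 3) after saline (adjusted p = 0.221). DESeq2 called Mmp10 and Mmp12 there (adjusted p = 0.01 and 0.0133). Without the library labelled TERT KO/KO ADR replicate 2 (0 counts of both Mmp3 and Mmp10), Mmp10 rose by 5.92 (adjusted p = 0.00601). There Mmp3 (0.96, 0.399), Mmp12 (2.87, 0.0599) and Mmp24 (2.62, 0.162) did not pass. In TERT WT/WT mice Mmp12 and Mmp24 rose without it (adjusted p = 0.023 and 0.0158) or without TERT WT/WT ADR replicate 1 (0.0258 and 0.019). Mmp3 did not pass there without ADR replicate 2 or 3 (0.128 and 0.148) or saline replicate 1, 2, 3 or 4 (0.0734, 0.0941, 0.111 and 0.0742), and Mmp10 did not either (0.0556 to 0.112). Nor did Mmp14 (0.193 and 0.197 without those ADR replicates, 0.0874, 0.123, 0.125 and 0.13 without those saline replicates) or Mmp13 (0.163 and 0.129, then 0.0675, 0.0876, 0.118 and 0.0991), and Mmp27 did not without ADR replicate 2 or 3 (0.0736 and 0.0651). In TERT KO/KO mice Mmp9 (0.0187), Mmp12 (0.0273), Mmp14 (0.0185) and Mmp19 (0.0137) rose without TERT KO/KO ADR replicate 1. That fit keeps the library labelled TERT KO/KO ADR replicate 2. With all libraries Mmp14 had a log2 fold change of 2.03 in TERT KO/KO mice and did not pass. Mmp27 and Mmp13 did not pass there without any 1 of the 3 saline libraries (0.101 to 0.118).
The ADR effect of TERT KO/KO minus that of TERT WT/WT was -2.82 for Mmp3 (standard error 1.13, adjusted p = 0.38), 0.13 for Mmp12 (1.05, 0.961) and -0.95 for Mmp24 (1.51, 0.789), and none of the 19 genes passed this test. For Mmp3 it was -2.39 (adjusted p = 0.354) without the library labelled TERT KO/KO ADR replicate 2.

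**Figure D2:**
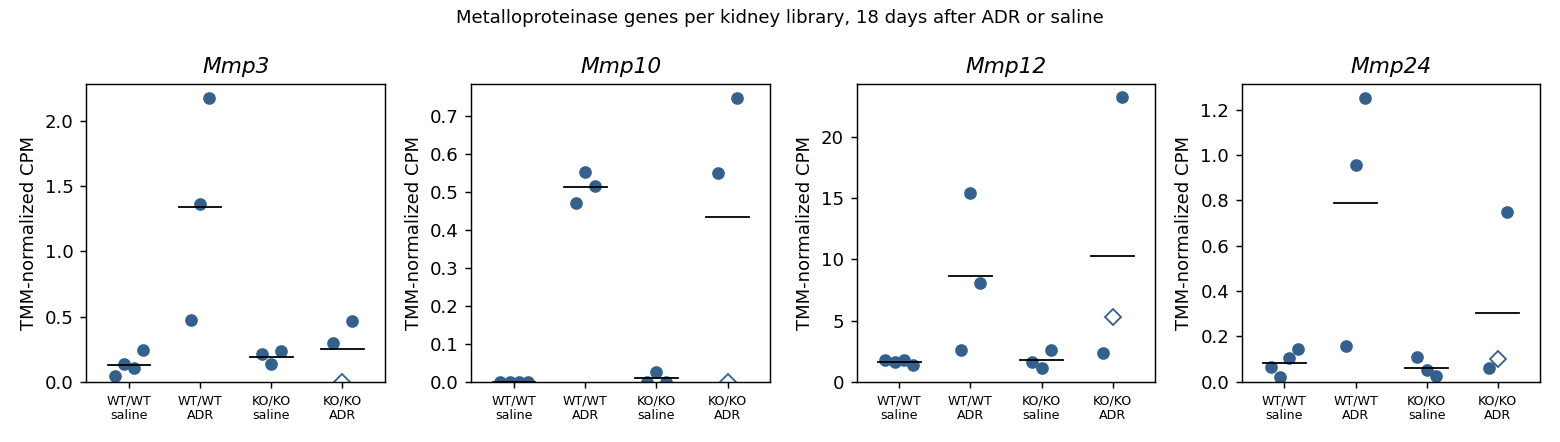
TMM-normalized CPM of Mmp3, Mmp10, Mmp12 and Mmp24 on linear axes, with 1 point per library and a bar at each group's mean. The open diamond is the library labelled TERT KO/KO ADR replicate 2, and the highest Mmp3 value among TERT KO/KO libraries is 0.463 CPM against 0.472 to 2.18 CPM in TERT WT/WT mice after ADR.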

Examination of the status of metalloproteinases (MMPs) revealed that *TERT* deletion prevented the upregulation of MMP-24, MMP-12, MMP-10, and MMP-3 that is normally observed in TERT^WT/WT^ mice upon glomerular repair following ADR injury (Supplementary Fig. 8). 

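Most cell cycle genes rose after ADR in both genotypes. Of 50, 39 rose in TERT WT/WT and 38 in TERT KO/KO mice (46 and 47 when adjusted over the list alone), with Birc5, which encodes survivin, at 3.57 and 3.09. Inflammatory genes under NF-kB rose as well, 28 of 44 in TERT WT/WT and 8 of 44 in TERT KO/KO mice (36 and 33 when adjusted over the list alone), among them Lcn2, a tubular injury marker, at 6.66 and 4.81 and the chemokine Cxcl1 at 5.71 and 5.91. Of 28 macrophage and monocyte markers, 16 and 1 rose (21 and 19 when adjusted over the list alone). Without the library labelled TERT KO/KO ADR replicate 2, 37 and 28 of the NF-kB genes and 23 and 5 of the macrophage markers rose. By camera the 3 lists passed in both genotypes, with adjusted p between 0.392 and 0.607 with an estimated correlation. The difference of the ADR effects had an adjusted p of 0.267 for cell cycle genes (the test pointed up and the median was -0.05), 0.217 for NF-kB and 0.122 for macrophage markers. Macrophage markers were lower in TERT KO/KO mice without the library labelled TERT KO/KO ADR replicate 2 (0.00121), TERT KO/KO ADR replicate 3 (0.0275) or TERT WT/WT ADR replicate 1 (0.0019). NF-kB genes were lower without either of the last 2 (0.0297 and 4.99e-05), and cell cycle genes higher without TERT KO/KO ADR replicate 1 (0.0143) or TERT WT/WT ADR replicate 2 (0.006). In TERT KO/KO mice Birc5, Lcn2 and Cxcl1 did not pass without any 1 of the 3 saline libraries, with 0.102, 0.101 and 0.0605 for Birc5 without replicates 1, 2 and 3. Over all genes 0, 1 and 3 were called there without these replicates, so the counts of 38 and 8 do not hold without them.
Podocyte markers were lower as a list after ADR, with a median of -0.74 in TERT WT/WT (adjusted p = 3.79e-04, and adjusted p = 0.455 with an estimated correlation) and -0.90 in TERT KO/KO mice (adjusted p = 1.35e-04, and adjusted p = 0.709 with an estimated correlation), where 1 gene (Mgat5) and no gene fell. The value in TERT KO/KO mice includes the library labelled TERT KO/KO ADR replicate 2, without which the median was -0.45 (adjusted p = 1.60e-04), 5 genes fell there, and 18 fell and 1 rose in TERT WT/WT mice. The difference of the ADR effects in this list had an adjusted p of 0.574, and without that library the list was higher in TERT KO/KO mice (adjusted p = 0.024). In TERT WT/WT ADR replicate 1 Nphs1 had 1283 counts, within the 1224 to 1680 after saline, against 167 and 168 in replicates 2 and 3. It had 1233 in TERT KO/KO ADR replicate 1, within the 1120 to 1379 after saline, against 776 in replicate 3. Mgat5 did not pass without TERT WT/WT ADR replicate 2 or 3 (0.0706 and 0.0797) or TERT WT/WT saline replicate 3 or 4 (0.0559 and 0.0517).
In all, 894 genes changed after ADR in TERT WT/WT mice (759 higher, 135 lower) and 295 in TERT KO/KO mice (244 higher, 51 lower), of which 159 were higher in both (9.99 by chance) and 12 lower in both (0.371 by chance). After leaving out the library labelled TERT KO/KO ADR replicate 2, the counts were 5164 and 1001, with 565 higher in both (110 by chance) and 163 lower in both (32.6 by chance). The test of the difference between the 2 ADR effects called 0 genes by edgeR, with 2388 at an unadjusted p under 0.05, and 71 by DESeq2 and 0 by limma voom with sample quality weights. In simulated counts it recovered 46.0% of 4-fold differences, and 92.0% without the library labelled TERT KO/KO ADR replicate 2, where 0 genes passed as well. These shares need not hold where mice of a group differ as the ADR libraries do, so 0 genes does not show that such differences are absent.
Each other library left out in turn also moved these counts by over 1.5 times. Those fits keep the library labelled TERT KO/KO ADR replicate 2. No other library was left out together with it, so they do not show how far the counts without it rest on single mice. The count in TERT WT/WT mice was 2464, 82 and 129 without ADR replicates 1, 2 and 3, and 298, 178, 135 and 166 without saline replicates 1, 2, 3 and 4, and that in TERT KO/KO mice was 2499 and 1205 without ADR replicates 1 and 3, and 0, 1 and 3 without saline replicates 1, 2 and 3. From GSEA of the ADR-treated mice, the paper reasons that TERT deficiency keeps signaling pathways from being properly activated during glomerular repair.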

Altogether, these results highlight key signaling pathways involved in a TERT-dependent regenerative program following ADR-induced injury.

### Catalytically-inactive TERT overexpression triggers podocyte renewal from a non-podocyte source

We next aimed to better dissect the cellular mechanisms that contribute to TERT-dependent podocyte renewal using a mouse model of catalytically inactive TERT (TERT^ci^) (Fig. 3a). We previously showed in i-TERT^ci^ mice that conditional and ubiquitous overexpression of TERT^ci^ impaired in its telomere elongation function, causes a dramatic effect on kidney podocytes proliferation that ultimately leads to a collapsing glomerulopathy reminiscent of human collapsing FSGS features^12^. The subsequent podocyte effacement results in severe proteinuria, a robust phenotype observed specifically in i-TERT^ci^ mice independently of their background (Supplementary Fig. 9)^12^. Importantly, this phenomenon is reversible following the switch-off of transgenic TERT^ci^ expression, and this reversibility is characterized by a marked improvement of kidney filtration function and re-expression of podocytes differentiation markers (Fig. 3b)^12^. However, the cellular mechanisms deployed to repair the glomerular compartment following a pulse of TERT^ci^ expression remain cryptic.

**Fig. 3:**
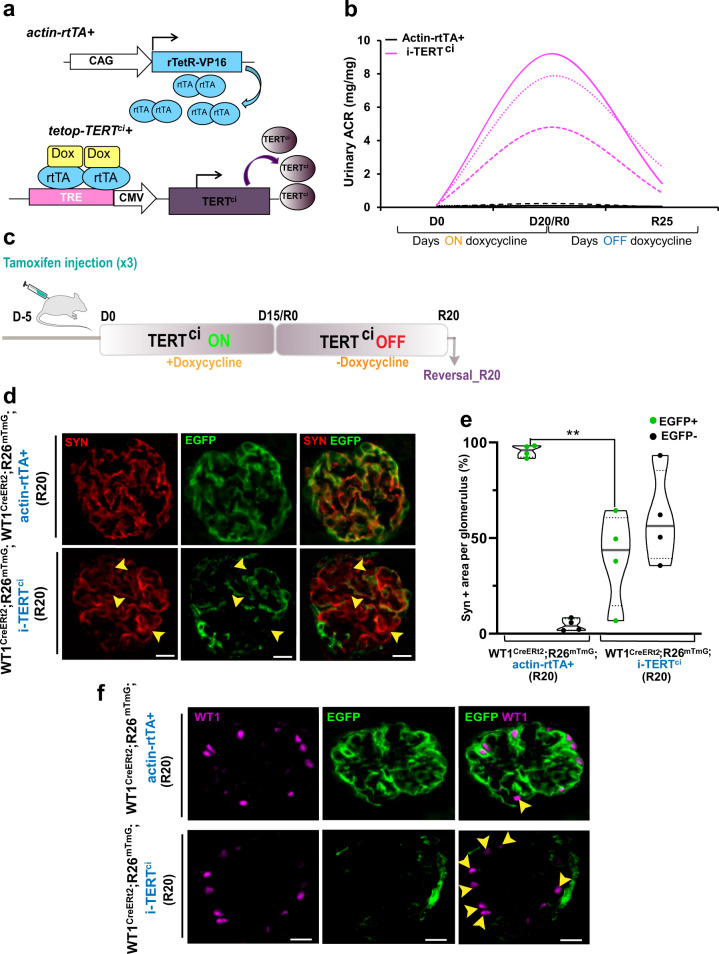
Catalytically-inactive TERT overexpression triggers podocyte renewal from a non-podocyte source. **a** Schematic of the inducible-TERT^ci^ (i-TERT^ci^) bi-transgenic system. The actin-rtTA+ transgene encodes the reverse tetracycline repressor (rTetR) fused to the transcription activation C-terminal domain of virion protein 16 (VP16) of herpes simplex virus (HSV). The resulting hybrid transactivator, called reverse tetracycline-controlled transactivator (rtTA), stimulates promoters fused to tetracycline operator (tetO) sequences in the presence of the inducer doxycycline (Dox). A CAG (cytomegalovirus (CMV) early enhancer/chicken beta-actin) promoter drives widespread expression of rtTA in the mouse. On the second tetop-TERT^ci^ + transgene, the sequence encoding TERT^ci^ is under the control of a tetracycline-responsive promoter element (TRE), composed of seven tetO sequences, that is linked to the CMV early enhancer element. In the presence of the tetracycline analog doxycycline, provided into the drinking water of the animals, high expression of TERT^ci^ is induced in i-TERT^ci^ mice. **b** Kinetic analysis of kidney filtration function assessed by [albumin/creatinine ratio (ACR)] measurement from single transgenic actin-rtTA + (*n* = 3, black) and i-TERT^ci^ (*n* = 3, pink) mice. Data are shown for each animal. **c** Schematic representation of the experimental design. Tamoxifen was injected 5 days prior to doxycycline treatment to induce permanent EGFP tagging of mature podocytes. Transient TERT^ci^ overexpression (TERT^ci^ ON) in i-TERT^ci^ mice was then induced for 15 days (D15) by the mean of doxycycline treatment, then the mice were subsequently submitted to a reversal period (TERT^ci^ OFF) for 20 days (R20) during which proteinuria gradually regressed. **d** Double immunostaining for Synaptopodin (SYN, red) and EGFP (green) in kidney sections from WT1^CreERt2^;R26^mTmG^;actin-rtTA+ control (Upper panels) and WT1^CreERt2^;R26^mTmG^;i-TERT^ci^ experimental mice (lower panels) euthanized 20 days after the reversal period. Scale bars = 20 µm. Arrow heads show differentiated podocytes (SYN + ) devoid of EGFP signal. **e** Quantification of data in (d). Percentage of SYN + area that do (EGFP + ) and do not (EGFP-) overlap with EGFP signal in glomeruli of WT1^CreERt2^;R26^mTmG^;actin-rtTA+ control mice (*n* = 4) and WT1^CreERt2^;R26^mTmG^;i-TERT^ci^ experimental mice (*n* = 4) sacrificed 20 days after the stop of doxycycline treatment (R20). Data are shown for each animal and the mean value for each group is shown as a grey line. For each animal, all glomeruli (about 150) on the whole kidney section were analyzed. **p = 0.0019 by t-test for WT1^CreERt2^;R26^mTmG^;i-TERT^ci^ vs. WT1^CreERt2^;R26^mTmG^;actin-rtTA+ mice. **f** Double immunostaining for EGFP (green) and the nuclear podocyte-restricted marker Wilms’ Tumor Protein 1 (WT1, magenta), in kidney sections from WT1^CreERt2^;R26^mTmG^;actin-rtTA+ control (Upper panels), and WT1^CreERt2^;R26^mTmG^;i-TERT^ci^ experimental mice (Lower panels) sacrificed 20 days after the stop of doxycycline treatment. Scale bar = 20 µm. Arrowheads show differentiated podocytes (WT1 + ) devoid of EGFP signal.

We first sought to determine whether renewed podocytes were emerging from simple podocyte duplication or from an external source of progenitor cell using a podocyte lineage tracing model (Fig. 3c, Supplementary Fig. 10). We first assessed the efficiency of EGFP-podocyte labeling following tamoxifen injection of WT1^CreERt2^;R26^mTmG^ control mice. Toward that goal, we performed double-immunostaining for EGFP and Synaptopodin that correspond to differentiated podocytes, in whole kidney paraffin sections and established the overlap between both signals. This analysis revealed the EGFP labeling of 95.7% (± 0.94%) of the Synaptopodin positive (Syn + ) area, defined as a threshold of EGFP expression for the downstream experiments (Supplementary Fig. 10).

We next performed podocyte lineage tracing following TERT^ci^ pulse and reversal, in WT1^CreERt2^;R26^mTmG^;i-TERT^ci^ compound mice (Fig. 3c, Supplementary Fig. 10). In this experiment, the EGFP permanent labeling of mature podocytes was induced with tamoxifen treatment prior TERT^ci^ induction (TERT^ci^ ON) (Fig. 3c, Supplementary Fig. 10). Therefore, we assessed the prevalence of EGFP + area within Syn+ area at the end of the reversal period. This analysis revealed a high proportion of differentiated podocytes (Syn+ positive cells) devoid of EGFP + signal in kidneys of WT1^CreERt2^;R26^mTmG^;i-TERT^ci^ mice reversed (Fig. 3d, arrows). Thus, while EGFP tagging of podocytes remained stable over the time of the experiment in control mice with 95.5% (± 0.82%) of Syn+ area overlapping with EGFP signal, 59.7% (± 14.3%) of differentiated podocytes observed after TERT^ci^-enforced renewal were devoid of EGFP signal (Fig. 3e). Those results show that about half of differentiated podocytes observed after a TERT^ci^ pulse in the adult kidney, ensue from cells that do not derive from initially EGFP-labeled podocytes. Double staining of kidney sections for EGFP and the transcription factor Wilms tumor protein 1 (WT1), expressed in mature podocytes, confirmed this observation (Fig. 3f, arrows). These data indicate that renewed podocyte do not emerge from podocyte duplication, suggesting that they come from an external source of progenitor cells.

### Tubular epithelial cells proliferate following a TERT^ci^ pulse

A common feature of regeneration in adult tissue or organ is the activation of quiescent adult stem cells, or differentiated cells, to govern the generation of progenitor cells that rapidly divide and give rise to terminally differentiated cells^26^. Hence, we sought to use the i-TERT^ci^ mouse model to chase the origin of podocyte progenitors. Toward that goal, we first characterized the kinetic of cell proliferation upon TERT^ci^-induced podocyte renewal. Dividing cells were labeled using the administration of the thymidine analogue EdU in the drinking water of mice along the time course of the reversal period (Fig. 4a). Kidneys were then collected upon the early reversal period, i.e. 8 days after switching-off TERT^ci^ expression (R8), a time point that corresponds to the early phase of proteinuria remission (Supplementary Fig. 11). Examination of EdU distribution within whole kidney sections of control mice revealed a basal level of cell proliferation within the kidney tubules (Fig. 4b, c). This result suggests that tubular epithelia undergo homeostatic turnover in steady-state conditions. Assessment of EdU distribution in the whole kidney section following a TERT^ci^ pulse revealed the specific appearance of arrays of proliferative cells within cortical tubular segments in i-TERT^ci^ mice (Fig. 4c, arrows). While those arrays of EdU+ cells represented a limited fraction of all EdU+ cells observed in whole kidney sections of i-TERT^ci^ mice (Fig. 4b, Supplementary Fig. 11), they were never observed in cortical tubular segments of control mice. To further determine the location of EdU+ cells within the nephron, we performed co-immunostaining for EdU and markers of the different sections of the nephron (Fig. 4d). Such analysis revealed that the arrays of EdU+ cells specifically observed in kidneys of i-TERT^ci^ mice were mainly located within AQP2 + collecting tubules and spread toward the NCC + distal convoluted tubules (Figs. 4e, f). Noteworthy, the number of EdU+ cells in glomeruli of i-TERT^ci^ mice remained low and similar to that observed in control actin-rtTA+ animals (Fig. 4e). Those results show that induction of cell proliferation right after silencing TERT^ci^ overexpression is mainly observed in the distal convoluted and collecting tubules, but remains low in glomeruli.

**Fig. 4:**
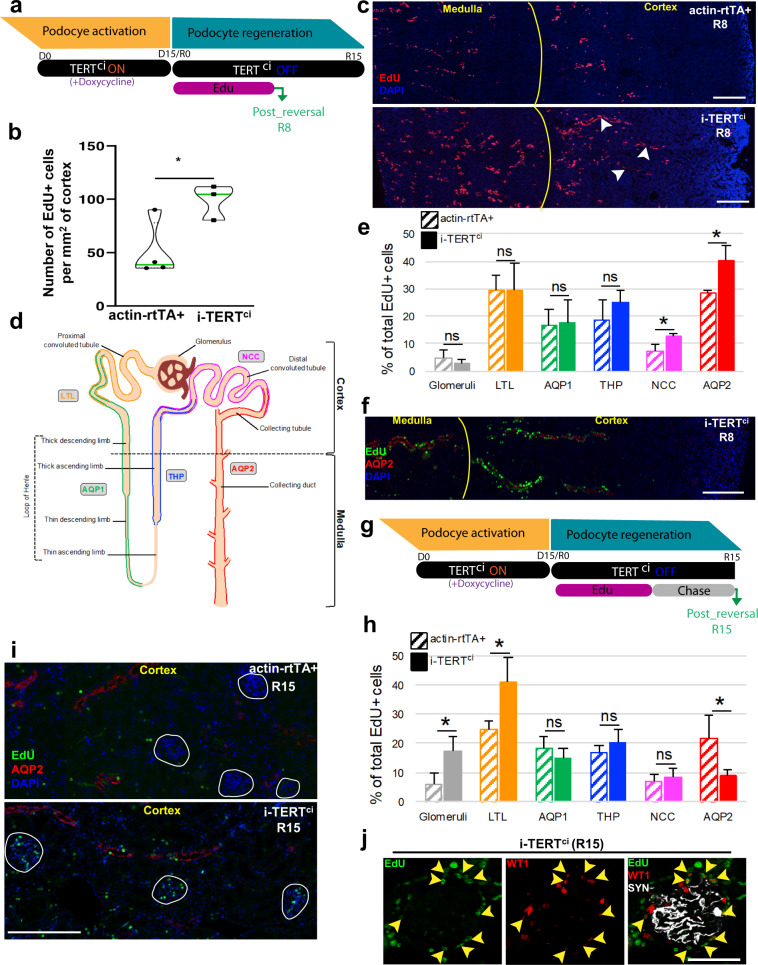
Tubular epithelial cells proliferate following a TERT^ci^ pulse. **a** Schematic representation of TERT^ci^-induced podocyte renewal experiment with EdU treatment upon the early phase of reversal (R0-R8). i-TERT^ci^ and actin-rtTA+ control mice were treated for 15 days (D15) with doxycycline to induce transient TERT^ci^ overexpression (TERT^ci^ ON) in i-TERT^ci^ mice. The thymidine analogue EdU was administrated in the drinking water of the animals from R0 to R8, and kidneys were collected at R8. **b** Number of EdU positive cells per millimeter square of cortical area in actin-rtTA+ control (*n* = 4) and i-TERT^ci^ mice (*n* = 3), in kidneys collected 8 days after stopping doxycycline treatment. Data are shown for each animal and mean value for each group is shown as a green line. *p = 0.020 by t-test for i-TERT^ci^ vs. actin-rtTA+ control mice. **c** Immunostaining for the thymidine analogue EdU (red) in kidney sections from actin-rtTA+ control (upper panel), and i-TERT^ci^ (lower panel) mice showing the emergence of arrays of EdU+ cells within the kidney inner cortex of i-TERT^ci^ mice (arrowheads). Scale bar = 300 µm. **d** Schematic representation of the adult mammalian nephron showing markers of its different sections that were used to locate EdU+ cells. **e** Quantification of EdU+ cells distribution within the different sections of the nephron in kidneys collected at the end of the EdU treatment (R8). Percentage of EdU+ cells located within the glomeruli or within the sections of the nephron expressing the Lotus Tetragonolobus Lectin (LTL), the water channel aquaporin 1 (AQP1), the Tamm-Horsfall glycoprotein (THP), the sodium-chloride symporter (NCC) or the water channel aquaporin 2 (AQP2) in actin-rtTA+ control (*n* = 4) and i-TERT^ci^ (*n* = 3) mice. Data are represented as mean ± SEM. *p = 0.015, and *p = 0.026 by t-test for i-TERT^ci^ versus control mice in NCC and AQP2 sections respectively. **f** Double immunostaining for EdU (green), and the water channel aquaporin 2 (AQP2, red), in a kidney section from an i-TERT^ci^ mouse euthanized 8 days after switching-off transgenic TERT^ci^ expression and treated with EdU drinking water for 8 days preceding euthanasia. Scale bar = 250 µm. **g** Schematic representation of EdU chase experiment upon TERT^ci^-induced regeneration. i-TERT^ci^ and actin-rtTA+ control mice were treated for 15 days (D15) with doxycycline to induce transient TERT^ci^ overexpression (TERT^ci^ ON) in i-TERT^ci^ mice. EdU was administrated in mice drinking water upon the first 8 days of reversal, and the mice were then switched to normal drinking water for 7 days until kidney collection (R15). **h** Quantification of EdU+ cells distribution within the different sections of the nephron after 7 days of EdU chase. Percentage of EdU+ cells located within the glomeruli or within LTL, AQP1, THP, NCC or AQP2 sections of the nephron in actin-rtTA+ control (*n* = 4) and i-TERT^ci^ (*n* = 3) mice. Data are represented as mean ± SEM. *p = 0.034, *p = 0.041, and *p = 0.050 by t-test for i-TERT^ci^ vs. actin-rtTA+ control mice in glomeruli, and in LTL and AQP2 sections respectively. **i** Double immunostaining for EdU (green), and the water channel aquaporin 2 (AQP2, red), in kidney sections from actin-rtTA+ control and i-TERT^ci^ mice sacrificed 15 days after switching-off transgenic TERT^ci^ expression and treated with EdU drinking water during the early phase of reversal (R0-R8). Glomeruli are lined by white circles. Scale bar = 200 µm. **j** Triple immunostaining for EdU (green), the nuclear podocyte-restricted marker Wilms’ Tumor Protein 1 (WT1, red) and the podocyte-restricted actin-associated protein synaptopodin (SYN, white) in a kidney section from an i-TERT^ci^ mouse euthanized after 7 days of EdU chase (R15) showing differentiated podocytes that incorporated EdU (arrowheads).

To further characterize the fate of EdU-labeled cells after the early phase of reversal, we performed a pulse-chase experiment. EdU was administrated in mice drinking water upon the first 8 days of reversal, and the mice were then switched to normal drinking water for 7 days until kidney collection (R15) (Fig. 4g). Analysis of EdU+ cells in this setting revealed an important depletion of those cells within the AQP2-expressing section of the nephron in i-TERT^ci^ mice at R15 when compared to R8 (Fig. 4h, Supplementary Fig. 11). This 77% drop in the number of EdU+ cells within the AQP2 + segment suggests that proliferation of tubular AQP2 + cells observed after TERT^ci^ switch-off is followed by an extensive renewal of this portion of the nephron. Nonetheless, specific loss of these arrays of EdU+ cells in AQP2 + segment did not involve apoptosis as assessed by TUNEL assay (Supplementary Fig. 12).

We next analyzed the distribution of EdU+ cells after the chase period and we observed a specific and significant enrichment of proliferative cells in glomeruli and proximal convoluted tubules of i-TERT^ci^ mice (Fig. 4h, i, Supplementary Fig. 11). Part of those glomerular EdU+ cells, specifically observed in glomeruli of i-TERT^ci^ mice after the chase period, expressed the podocyte differentiation marker WT1 (Fig. 4j). These tracing methods indicate that cell proliferation is initiated in the inner cortex at the early stages of the TERT^ci^ reversal period, corresponding to the distal convoluted and collecting tubules of the nephron and is further observed in the glomeruli and proximal tubules located within the outer cortex after the chase period. These results demonstrate the dynamic epithelial cell proliferation within the different segments of the nephron throughout the TERT^ci^ reversal period, suggesting the activation of transit-amplifying cells in response to TERT^ci^ expression.

### Monoclonal glomeruli emerge following a telomerase pulse in the adult kidney

To further dissect the mechanisms that conduct to podocyte renewal in the transient system of TERT^ci^ overexpression, we used an unbiased approach based on the ubiquitous and stochastic multi-color labeling of the mouse body cells. The R26^confetti^ mouse system enables the stochastic expression of membrane-targeted CFP (Cyan Fluorescent Protein), nuclear GFP (Green Fluorescent Protein), cytosolic YFP (Yellow Fluorescent Protein) or cytosolic RFP (Red Fluorescent Protein) upon Cre recombinase activation (Fig. 5a)^27^. This reporter mouse strain was crossed with the UBC^CreERt2^ mouse strain that drives ubiquitous recombination within the adult kidney upon tamoxifen treatment^28^. UBC^CreERt2^;R26^confetti^ mice were subsequently crossed with i-TERT^ci^ mice to perform an unbiased multi-lineage tracing study upon TERT^ci^-induced podocyte renewal (Fig. 5a). We reasoned that using sub-optimal recombination of this stochastic multicolor reporter would allow us to target a fraction of podocyte progenitor cells, and to subsequently trace them upon TERT^ci^-induced podocyte renewal (Fig. 5a). Using spectral confocal microscopy techniques, we assessed the recombination efficiency in the kidney of control mice and observed 30.9% (± 4.7%) of recombined cells in the medulla and 47% (± 8.6%) in the cortex (Supplementary Fig. 13). We then examined glomeruli once podocyte renewal was complete and normal kidney function resumed (R30) in i-TERT^ci^ mice. While the expression pattern of the four fluorescent proteins remained stochastic in glomeruli of UBC^CreERt2^;R26^Confetti^;actin-rtTA+ control mice (Fig. 5b), the appearance of clonal cell expansions were specifically observed in glomeruli of UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mice (Fig. 5c, d, e). Surprisingly, these glomerular clones appeared to emerge from the proximal convoluted tubular cells that shape the urinary pole of glomeruli (Fig. 5c, arrows). Interestingly, these clones were not observed beyond the proximal tubule, as these arrays of clonal cells were frequently interrupted in the proximal region by unlabeled or differently labeled cells (Fig. 5d, arrow). Such clonal expansions within the proximal convoluted tubules reaching the urinary pole of glomeruli were sparsely observed in UBC^CreERt2^;R26^Confetti^;actin-rtTA+ control mice, but rarely yield emergence of clonal glomeruli such as those observed in UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mice (Fig. 5f). Immunostaining for the nuclear podocyte differentiation marker WT1 on semi-thick kidney sections from a UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mouse with GFP + clonal glomeruli revealed that 29.4% (± 3.9%) of the GFP + cells displayed podocyte differentiation marker (Fig. 5g). This result suggests that a considerable proportion of the newly generated clonal cells are directed toward a podocyte fate. We next examined the color repartition of clonal glomeruli within each kidney section and observed an intriguing clustering of single-colored glomeruli in different territories of the cortex, suggesting the location of podocyte progenitors to be further than the proximal tubule (Supplementary Fig. 14). Altogether, our unbiased lineage-tracing methods concurred in supporting the existence of podocyte progenitor cells that get activated following TERT^ci^ expression pulse and that invade the proximal convoluted tubule up to the podocyte compartment in a clonal manner.

**Fig. 5:**
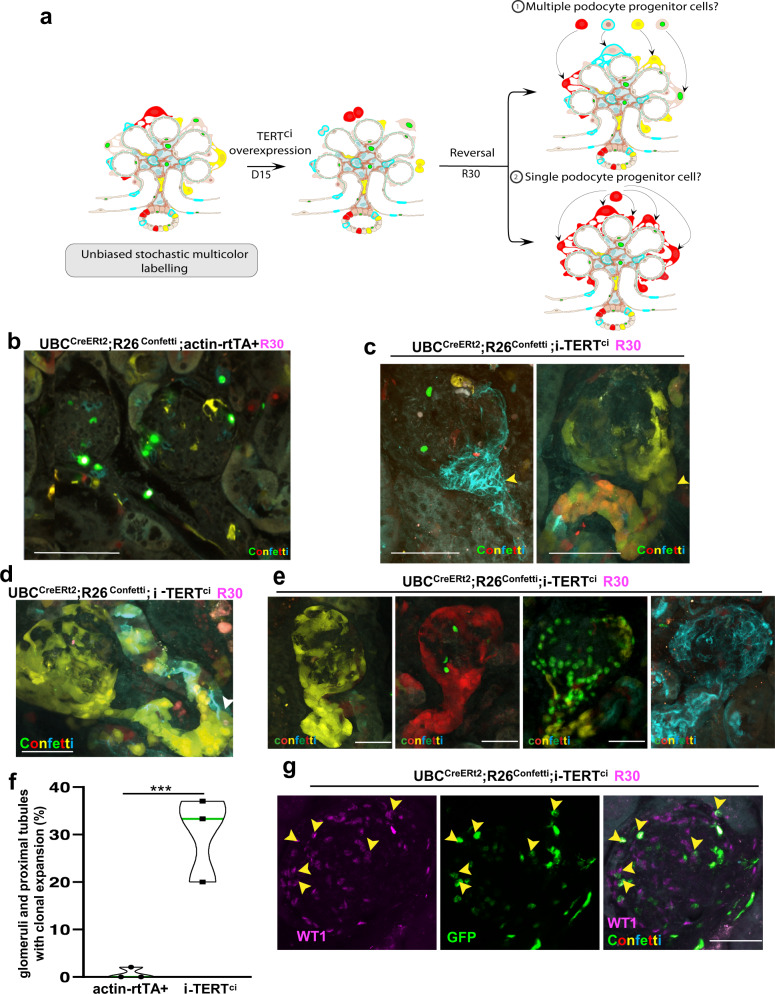
Clonal expansion of mono-colored cells invade the glomerulus compartment following a TERT^ci^ pulse in the adult kidney. In this figure, spectral confocal microscopy images depicting the overlay of the 4 Fluorescent Proteins (FP) are indicated by “Confetti”. **a** Schematic of unbiased approach used to track progenitor cells in i-TERT^ci^ mice. Adult UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mice were treated with sub-optimal doses of tamoxifen to tag part of the cells within the kidney with a fluorescent protein in a random manner. Podocyte renewal was then induced by the mean of transient TERT^ci^ overexpression. Examination of glomeruli at the end of the experiment allows to discriminate two potential cellular mechanisms supporting podocyte renewal: 1) activation of multiple podocyte progenitor cells, or 2) clonal expansion of a single progenitor cell. **b** Semi-thick (150–200 µm) kidney sections from UBC^CreERt2^;R26^Confetti^;actin-rtTA+ control mice collected 30 days (R30) after removing doxycycline. Scale bar = 100 µm. **c** Semi-thick kidney sections from UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mice collected 30 days (R30) after removing doxycycline, showing the invasion of single-colored clones (Cyan, left panel and Yellow, right panel), from the urinary pole (arrowheads) up to the glomerulus. Scale bars = 100 µm. **d** Semi-thick kidney section from an UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mouse collected 30 days (R30) after removing doxycycline, showing a clonal cell expansion that spreads from the proximal convoluted tubule (arrowhead) to the glomeruli. Scale bar = 50 µm. **e** Imaging of semi-thick kidney sections from UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mice collected 30 days (R30) after removing doxycycline, showing the emergence of single-colored glomeruli (from left to right, Yellow, Red, Green and Cyan). Scale bars = 50 µm. **f** Quantification of glomeruli and proximal tubules showing clonal expansions similar to panel (c), (d) and (e), in kidneys from UBC^CreERt2^;R26^Confetti^;actin-rtTA+ control (actin-rtTA + , *n* = 3), and UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mice (i-TERT^ci^, *n* = 3), 30 days after removing doxycycline. Data are shown for each animal and the mean value for each group is represented as a green line. For each animal, the total number of glomeruli (about 60) per kidney mosaic tiles were quantified. ***p = 0.0005 by t-test for i-TERT^ci^ versus control mice. **g** Whole-mount immunostaining for the nuclear marker of terminally differentiated podocyte WT1 (magenta) on semi-thick kidney sections from a UBC^CreERt2^;R26^Confetti^;i-TERT^ci^ mouse with nuclear GFP clonal glomeruli showing co-localization of the GFP + cells with WT1 (arrowheads).

### Endogenous TERT is required for glomerular renewal following a TERT^ci^ pulse

Our results show that endogenous TERT is required for glomerular repair following injury, and that a TERT^ci^ pulse is sufficient to trigger monoclonal expansion of progenitor cells in the adult kidney. Nonetheless, glomerular renewal observed in the i-TERT^ci^ mice only starts once TERT^ci^ overexpression is silenced. To determine whether endogenous TERT is involved in podocyte renewal observed in the i-TERT^ci^ mouse model, we generated i-TERT^ci^;TERT^KO/WT^ compound mice. We carried out transient TERT^ci^ overexpression in these mice and monitored proteinuria. The analysis of proteinuria in individual animals throughout the time course of the experiment strikingly revealed that 7 out of 8 i-TERT^ci^;TERT^KO/WT^ mice displayed perturbed proteinuria remission, and significantly higher proteinuria levels at reversal day 13 and at the end of the experiment at reversal day 18 when compared to i-TERT^ci^ mice (Fig. 6a, b). Further examination of kidney histology revealed massive sclerosis in glomeruli of i-TERT^ci^;TERT^KO/WT^ mice (Fig. 6c, d). We next carried out podocyte count in glomeruli by quantifying WT1 + nuclei per glomerular cross-section. Such analysis showed that while mean podocyte number per glomeruli remains preserved in i-TERT^ci^ after reversal, endogenous TERT invalidation in i-TERT^ci^;TERT^KO/WT^ mice results in 35% of podocyte loss (Fig. 6e). These results demonstrate the intriguing role of endogenous TERT in the remission of proteinuria and resolution of glomerular scarring in the i-TERT^ci^ model and prompted further molecular studies.

**Fig. 6:**
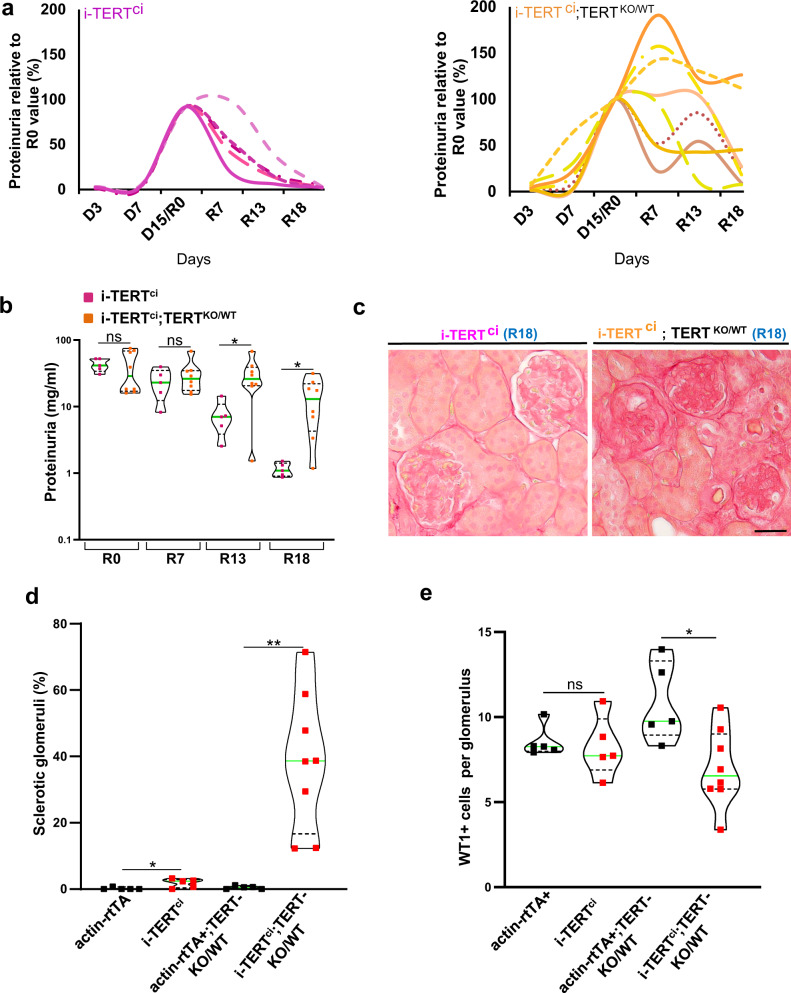
Endogenous TERT is required for glomerular renewal following a TERT^ci^ pulse. **a** Kinetic analysis by Bradford assay of proteinuria in urine samples of i-TERT^ci^ (pink, *n* = 5) and i-TERT^ci^;TERT^KO/WT^ (orange, *n* = 8) mice in the time course of transient TERT^ci^ overexpression experiment. Data are represented for each individual mouse as proteinuria level relative to R0 value in the time course of the experiment. **b** Proteinuria values (mg/ml) in i-TERT^ci^ (pink, *n* = 5) and i-TERT^ci^;TERT^KO/WT^ (orange, *n* = 8) mice during the reversal period. Data are shown for each animal and mean value for each group is shown as a green line. *p = 0.028 and *p = 0.023 by t-test for i-TERT^ci^;TERT^KO/WT^ versus i-TERT^ci^ at R13 and R18, respectively. **c** Sirius Red staining on kidney sections from i-TERT^ci^ and i-TERT^ci^;TERT^KO/WT^ mice collected 18 days after doxycycline withdrawal (R18). Scale bar = 50 µm. **d** Quantification of glomeruli with abnormal morphology (such as displayed for i-TERT^ci^;TERT^KO/WT^ mice in (c)), in kidney sections from actin-rtTA+ (*n* = 5), i-TERT^ci^ (*n* = 5), actin-rtTA+;TERT^KO/WT^ (*n* = 5) and i-TERT^ci^;TERT^KO/WT^ (*n* = 8) mice at 18 days of reversal (R18). Data are shown for each animal and the mean value for each group is shown as a green line. For each animal, all glomeruli (about 150) on the whole kidney section were analyzed. *p = 0.0306 and **p = 0.002 by *t-*test for i-TERT^ci^ versus actin-rtTA+ and for i-TERT^ci^;TERT^KO/WT^ versus actin-rtTA+;TERT^KO/WT^ respectively. **e** Quantification of the mean number of Wilms tumor protein (WT1) positive cells per glomerulus. Data are shown for each animal and the mean value for each group is shown as a green line. For each animal, all glomeruli (about 150) on the whole kidney section were analyzed. *p = 0.0136 by t-test for i-TERT^ci^;TERT^KO/WT^ versus actin-rtTA+;TERT^KO/WT^.

### TERT-induced podocyte renewal triggers modulation of genes involved in EMT, ECM remodeling, and KRAS signaling

Our results highlight the involvement of TERT non-canonical functions in glomerular renewal. To gain insight into the specific molecular targets and pathways activated in response to TERT^ci^ stimulation we performed high-throughput sequencing (bulk RNA-seq) analysis of total kidneys from i-TERT^ci^ mice. 

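Tert, whose catalytically inactive form is expressed from the transgene, had 1070, 1086 and 230 counts in i-TERTci replicates 1, 2 and 3 and 87 to 164 counts in the 4 actin-rtTA+ controls at R8. Its level was 16.8 ± 11.9 CPM (SD, n = 3) in i-TERTci and 3.04 ± 0.583 CPM (SD, n = 4) in control kidneys. The log2 fold change was 2.46 (standard error 0.52, adjusted p = 0.0758 from edgeR, and 7.49e-05 from DESeq2). Tert passed with edgeR without i-TERTci replicate 2 or 3 (0.0215 and 0.0384). Counts over the whole gene do not tell the transgene from endogenous Tert. The 3 i-TERTci libraries were spread out. Col1a1, a chain of type I collagen, had 68521 and 33944 counts in replicates 1 and 3 but 4078 in replicate 2, against 2161 to 4419 in the controls, and the podocyte gene Nphs1 had 461, 3218 and 1741 counts in replicates 1, 2 and 3, against 1471 to 2627. On the first principal component, with 66.1% of the variance, replicate 2 lay at -12.2, replicates 1 and 3 at 86.8 and 49.8 and the controls at -38.3 to -22.4.
Whole kidneys were taken at R8, that is 8 days after the end of 15 days of doxycycline at 2 mg/ml in the drinking water, from 3 i-TERTci mice and 4 actin-rtTA+ mice, which carry the transactivator but no TERTci transgene. Each mouse gave 1 library, with 43812263 to 48399322 counts. The 7 libraries were fitted alone with the edgeR test used for the ADR experiment, over 17745 genes. The comparison of i-TERTci with ADR was fitted on all 20 libraries as a difference between the i-TERTci effect and the ADR effect in TERT WT/WT mice. The 2 experiments have separate controls, so this contrast compares effects and not levels. The mice are labelled as mixed background in the i-TERTci experiment and as Balb/c background in the ADR experiment. The contrast does not separate the treatments from the backgrounds.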

Kidneys were collected during the recovery period at reversal day 8 (R8), an early time point that corresponds to inflexion toward functional recovery of filtration function (Supplementary Fig. 15). 

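Hmox1, which encodes the heme-degrading enzyme heme oxygenase 1, was the only gene that passed the test between i-TERTci and actin-rtTA+ kidneys. It lies on chromosome 8 of mm10 from 75093621 to 75100589, and its level was 65.2 ± 6.46 CPM (SD, n = 3) in i-TERTci and 20.8 ± 3.36 CPM (SD, n = 4) in control mice, a log2 fold change of 1.65 (standard error 0.15, adjusted p = 0.0468 from edgeR). It is 1 of 36 tubule injury genes, of which 30 were higher when adjusted over the list alone, with the adhesion molecule Vcam1 at 3.64 (standard error 0.68, adjusted p = 0.0758). Of 50 cell cycle genes none passed the test over all genes, and 47 were higher when adjusted over the list alone, with the proliferation marker Mki67 at 35.0 ± 23.7 CPM (SD, n = 3) in i-TERTci and 5.42 ± 0.744 CPM (SD, n = 4) in control mice, a log2 fold change of 2.69 (standard error 0.52, adjusted p = 0.0758).
Over all 17745 genes, 3972 had an unadjusted p under 0.05, DESeq2 called 1995 genes (1602 higher, 393 lower) and limma voom with sample quality weights called 6048. Without i-TERTci replicate 2, edgeR called 4325 genes (2777 higher, 1548 lower). Hmox1 did not pass without actin-rtTA+ replicate 1, 2 or 3 (0.201, 0.162 and 0.217) or i-TERTci replicate 1 or 3 (0.0642 and 0.0566). The count was 0 without actin-rtTA+ replicate 1, 2 or 3, 2 without actin-rtTA+ replicate 4 and 3 without i-TERTci replicate 3. In simulated counts of this size, with the same number of mice, the test recovered 88.0% of 4-fold and 98.0% of 8-fold changes. Yet Vcam1 and Mki67, both more than 4-fold higher in the real counts, did not pass. The simulated shares therefore need not hold for libraries as spread out as these.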

Comparison of transcriptomes from i-TERT^ci^ vs. control actin-rtTA+ mice identified 1877 Differentially Expressed Genes (DEG) at R8 (Supplementary Fig. 15). GSEA analysis revealed enrichment of gene signatures including that of Epithelial-to-Mesenchymal Transition (EMT), extracellular matrix (ECM) remodeling, KRAS signaling, and several signatures related to inflammation (Fig. 7a). 

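Of 49 mesenchymal and EMT genes, none passed the test over all genes in i-TERTci kidneys and 42 were higher when adjusted over the list alone. Mgp, a matrix protein that inhibits calcification, was at 482 ± 254 CPM (SD, n = 3) in i-TERTci and at 100.2 ± 22.0 CPM (SD, n = 4) in control mice, a log2 fold change of 2.27 (standard error 0.38, adjusted p = 0.0758 from edgeR). Lumican (Lum), a collagen-binding proteoglycan, had a log2 fold change of 1.53, and Inhba, which encodes a subunit of activin, one of 2.10. Of 25 collagen genes 16 were higher when adjusted over the list alone, with Col1a2 at 2.04, and of 216 genes of extracellular matrix organization 94 were. Each gene named here had an adjusted p of 0.0758 over all genes, and passed without i-TERTci replicate 2.
By camera the median log2 fold change was 1.42 for EMT (adjusted p = 2.13e-17), 1.21 for collagens (1.04e-06) and 0.51 for matrix organization (1.52e-12). All 3 lists had an adjusted p = 0.311 with an estimated correlation. Every i-TERTci library lay above every control for EMT, with means over the list of 1.94, 0.51 and 1.67 log2 units from the control mean in replicates 1, 2 and 3. The fibroblast markers lay 1.41, 0.51 and 1.47 log2 units above the control mean in the same replicates. DESeq2 called 12 of them higher and 0 lower. Whether EMT and matrix genes changed within cells or with the share of fibroblasts was not tested.

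**Figure D3:**
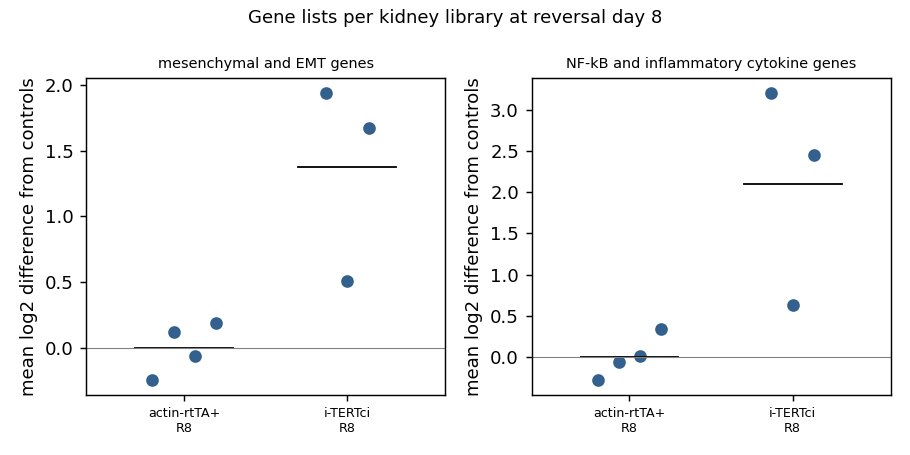
Mean log2 difference from the mean of the controls over the mesenchymal and EMT genes and the inflammatory genes under NF-kB, with 1 point per library at R8 and a bar at each group's mean. i-TERTci replicate 2 is the lowest i-TERTci point in each panel, at 0.51 and 0.63.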

We next compared these gene signatures observed following a TERT^ci^ pulse to the gene signatures observed in a physiological regeneration context following ADR-induced injury (Fig. 7b). Such comparison highlighted six gene signatures specifically enriched in the TERT^ci^ regenerative context including Hedgehog, Wnt and Notch signaling (Fig. 7b, Supplementary Fig. 15). 

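Gli2, a transcription factor of Hedgehog signaling on chromosome 1 of mm10 from 118834132 to 119053619, was at 5.52 ± 1.00 CPM (SD, n = 3) in i-TERTci and at 0.613 ± 0.252 CPM (SD, n = 4) in control kidneys, a log2 fold change of 3.17 (standard error 0.34, adjusted p = 0.0758 from edgeR, and 3.47e-16 from DESeq2). It had 395, 204 and 249 counts in i-TERTci replicates 1, 2 and 3 and 17 to 41 in the controls. Of 18 Hedgehog genes, 4 were higher when adjusted over the list alone, with Gli1 at 1.09 and Gli3 at 1.38, and none passed over all genes. After ADR in TERT WT/WT mice none of these 18 genes passed, over all genes or when adjusted over the list alone, with Gli2 at -0.48 and Gli1 at 0.98, although Gli1 rose without the library labelled TERT KO/KO ADR replicate 2 (adjusted p = 0.0408). Of 54 genes of the Wnt pathway and its targets, 3 were higher and 1 lower in i-TERTci when adjusted over the list alone, with the ligand Wnt10a at 2.12 and the ligand Wnt7b at -0.48. After ADR in TERT WT/WT mice 2 Wnt genes rose (6 when adjusted over the list alone), with 8 higher and 8 lower without the library labelled TERT KO/KO ADR replicate 2. With all libraries Wnt10a was at 2.40 after ADR (adjusted p = 0.068) and Wnt7b at -0.01, and Wnt10a rose without that library (0.00308) or TERT WT/WT ADR replicate 1 (0.0228). Of 35 Notch genes, 1 was higher when adjusted over the list alone, with the target gene Heyl at 1.19 and the ubiquitin ligase Dtx4 at 1.63. Without i-TERTci replicate 2 each of these 7 genes named for i-TERTci passed over all genes (adjusted p = 1.81e-04 to 0.0373). The study labelled Gli1, Gli2, Wnt10a and Wnt7b on these samples, so their direction is not independent evidence.
By camera the Hedgehog list passed in i-TERTci (median log2 fold change 0.27, adjusted p = 0.0405, and adjusted p = 0.311 with an estimated correlation), and not without i-TERTci replicate 2 (0.188) or actin-rtTA+ replicate 2 (0.118). The Notch list did not pass (0.25, adjusted p = 0.0568), nor did the Wnt list (0.05, adjusted p = 0.725, with the test pointing down). The test and the mean of 0.09 differ in sign for the Wnt list. After ADR in TERT WT/WT mice the adjusted p were 0.246 for Hedgehog, 0.248 for Notch and 0.383 for Wnt. The difference of the 2 effects had a median of 0.34 for Hedgehog (adjusted p = 0.00309, and adjusted p = 0.608 with an estimated correlation), 0.22 for Notch (adjusted p = 0.0025, and adjusted p = 0.249 with an estimated correlation) and 0.14 for Wnt (adjusted p = 0.382). Leaving out i-TERTci replicate 2 gave 0.00783, 3.86e-04 and 0.403. The Reactome sets Signaling by Hedgehog, Signaling by NOTCH and Signaling by Wnt, also among the 59 lists, did not pass in i-TERTci (adjusted p = 0.833, 0.272 and 0.825) or for the difference (0.688, 0.0876 and 0.255). The NOTCH set passed for the difference without the library labelled TERT KO/KO ADR replicate 2 (0.0298) or TERT WT/WT ADR replicate 3 (0.0321).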

Interestingly, gene signatures related to inflammation were similarly enriched in both TERT^ci^ regeneration and ADR-induced physiological regeneration (Fig. 7b, c). 

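Of 41 inflammatory genes under NF-kB measured in i-TERTci kidneys, none passed over all genes and 35 were higher when adjusted over the list alone. The chemokine Ccl5 was at 77.8 ± 63.1 CPM (SD, n = 3) in i-TERTci and at 4.66 ± 1.66 CPM (SD, n = 4) in control mice, a log2 fold change of 4.06 (standard error 0.73, adjusted p = 0.0758 from edgeR). Socs3, a feedback inhibitor of cytokine signaling, was at 28.7 ± 20.6 CPM (SD, n = 3) in i-TERTci and at 3.13 ± 0.685 CPM (SD, n = 4) in control mice, and rose by 3.47 after ADR in TERT WT/WT mice. Of 28 macrophage and monocyte markers 25 were higher in i-TERTci when adjusted over the list alone, with Cd68 at 2.91, and Itgam and Trem2 rose by 4.11 and 3.91 after ADR. Of 40 interferon-stimulated genes, 15 were higher in i-TERTci when adjusted over the list alone, and 3 rose after ADR (19 when adjusted over the list alone).
By camera the NF-kB list had a median log2 fold change of 2.12 in i-TERTci (adjusted p = 9.54e-15, and adjusted p = 0.311 with an estimated correlation) and of 2.20 after ADR (adjusted p = 1.19e-19, and adjusted p = 0.392 with an estimated correlation). Macrophage markers had 2.49 (adjusted p = 1.45e-11, and adjusted p = 0.311 with an estimated correlation) and 2.26 (adjusted p = 2.41e-12, and adjusted p = 0.41 with an estimated correlation). The difference of the 2 effects on the NF-kB list did not pass (adjusted p = 0.35), which does not show that they were equal. It passed as higher in i-TERTci without i-TERTci replicate 2 (8.75e-04), as did that on the macrophage markers (9.25e-05, against 0.789 with it). It passed as lower in i-TERTci without i-TERTci replicate 1 (7.10e-05) or TERT WT/WT ADR replicate 1 (1.60e-04). Across 17409 genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of 0.782 and a Spearman rho of 0.692.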

Reactome pathway analysis confirmed similar strength of activation of the immune system in both regenerative contexts (Fig. 7d) and further revealed an increased induction of pathway related to ECM remodeling in TERT^ci^-enforced regeneration when compared to ADR-induced physiological regeneration (Fig. 7d). 

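Of 774 genes of the Immune System in Reactome, 91 rose after ADR in TERT WT/WT mice (164 when adjusted over the list alone), an over-representation among the 759 genes that rose (one-sided Fisher's exact test, p = 1.02e-11). For Innate Immune System 48 of 468 genes rose (exact p = 8.68e-05), for Extracellular matrix organization 27 of 223 (p = 2.65e-04) and for Integrin cell surface interactions, which holds collagens, laminins and their receptors, 11 of 74 (p = 0.00387). In i-TERTci kidneys only Hmox1 rose over all genes, it is in none of the 4 sets, and each p was 1. Adjusted over the list alone, 167 of 760 Immune System genes, 89 of 458 Innate Immune System genes, 94 of 216 matrix organization genes and 42 of 73 integrin interaction genes were higher in i-TERTci.
With the genes that DESeq2 called higher in i-TERTci, p was 1.13e-26 for Immune System, 1.14e-11 for Innate Immune System, 1.14e-20 for Extracellular matrix organization and 5.10e-15 for Integrin cell surface interactions. Without i-TERTci replicate 2 the edgeR calls gave 1.42e-40, 1.53e-13, 2.22e-24 and 4.86e-13. The difference between the i-TERTci effect and the ADR effect did not pass camera's test for Immune System (adjusted p = 0.358), Extracellular matrix organization (0.0876) or Integrin cell surface interactions (0.286), and passed for all 3 without i-TERTci replicate 2 (6.80e-04, 9.09e-05 and 8.75e-04). For matrix organization it also passed without the library labelled TERT KO/KO ADR replicate 2 (0.0201), actin-rtTA+ replicate 2 (0.0291), or TERT WT/WT ADR replicate 2 or 3 (0.0362 and 0.00828).
The p after ADR in TERT WT/WT mice were above 0.05 without ADR replicate 2 for all 4 sets (0.299, 0.544, 0.108 and 0.122 in the order above) and without saline replicate 3 (0.0728, 0.583, 0.335 and 0.253). Without ADR replicate 3 or saline replicate 1, 2 or 4, Immune System stayed below 0.05, and Innate Immune System (0.707, 0.258, 0.217 and 0.485) and matrix organization (0.146, 0.132, 0.149 and 0.288) did not. Integrin interactions had 0.0642 without ADR replicate 3 and 0.116 without saline replicate 4.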

The high upregulation of ECM remodeling genes in i-TERT^ci^ mice was associated with specific upregulation of three metalloproteinases, namely MMP-23, MMP-9, and MMP-2 (Supplementary Fig. 15). 

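Mmp2, the gelatinase A gene, on chromosome 8 of mm10 from 92827291 to 92853420, was at 43.4 ± 21.6 CPM (SD, n = 3) in i-TERTci and at 11.2 ± 2.76 CPM (SD, n = 4) in control kidneys, a log2 fold change of 1.95 (standard error 0.37, adjusted p = 0.0758 from edgeR). Mmp9, the gelatinase B gene, was at 2.69 ± 1.88 and 0.731 ± 0.352 CPM (SD, n = 3 and 4), a log2 fold change of 1.89 (standard error 0.62, adjusted p = 0.132). Mmp23 was at 12.0 ± 3.35 and 6.65 ± 1.21 CPM (SD, n = 3 and 4), a log2 fold change of 0.85 (standard error 0.22, adjusted p = 0.0896). DESeq2 called all 3, with adjusted p of 4.54e-05, 0.027 and 0.0153, and so did edgeR without i-TERTci replicate 2 (1.76e-04, 0.00315 and 0.00983). In that library Mmp9 had 23 counts, within the range of 18 to 48 in the controls. Of 15 metalloproteinase genes tested, none passed over all genes and 9 were higher when adjusted over the list alone, with Mmp14 at 1.99 and Mmp12 at 5.11. Mmp7 had no count in any control library and was at least 8.32-fold higher in i-TERTci against a floor of 3 counts per library.
By camera the list had a median log2 fold change of 1.52 (adjusted p = 6.40e-06, and adjusted p = 0.311 with an estimated correlation). After ADR in TERT WT/WT mice, Mmp2 had a log2 fold change of 0.98 (standard error 0.46, adjusted p = 0.241), Mmp9 of 0.27 (0.41, 0.756) and Mmp23 of 0.66 (0.35, 0.304). Both Mmp2 and Mmp23 rose there without the library labelled TERT KO/KO ADR replicate 2 (adjusted p = 0.00739 and 0.0203). The difference of the 2 effects over the metalloproteinase list did not pass (adjusted p = 0.499, and 0.0132 without i-TERTci replicate 2).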

Altogether, the molecular profiling of the signals triggered by TERT highlight the core pathways activated upon deployment of TERT pro-regenerative functions in the adult kidney (EMT, ECM remodeling, KRAS) and further suggest the involvement of specific pathways such as Hedgehog, Wnt and Notch in a context of enforced regeneration.

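The test of a difference between the i-TERTci effect and the ADR effect in TERT WT/WT mice called 0 genes by edgeR, with 569 at an unadjusted p under 0.05. DESeq2 called 7 and limma voom with sample quality weights 2077, and edgeR called 4 without i-TERTci replicate 2 and 1 without either TERT WT/WT ADR replicate 1 or the library labelled TERT KO/KO ADR replicate 2. Of 59 lists, 5 were higher and 3 lower in i-TERTci relative to ADR. Podocyte markers had a median difference of 0.79 (adjusted p = 5.96e-04, adjusted p = 0.971 with an estimated correlation, and 0.0975 without i-TERTci replicate 2), tubule injury genes one of -0.44 (adjusted p = 0.013, adjusted p = 0.971 with an estimated correlation, and 0.901 without that replicate). Without actin-rtTA+ replicate 4 or TERT WT/WT ADR replicate 2 or 3 the latter had 0.056, 0.183 and 0.258. Cell cycle genes were lower, with a median of -0.17 (adjusted p = 0.0148, and adjusted p = 0.971 with an estimated correlation), but higher without i-TERTci replicate 2 (3.86e-04). They did not pass without actin-rtTA+ replicate 4 (0.0844), the library labelled TERT KO/KO ADR replicate 2 (0.0507), TERT WT/WT ADR replicate 2 or 3 (0.418 and 0.0734) or TERT WT/WT saline replicate 1 or 2 (0.0505 and 0.0737). EMT genes did not pass (adjusted p = 0.0524, but 4.92e-06 without i-TERTci replicate 2 and 0.00984 without the library labelled TERT KO/KO ADR replicate 2). They also passed without actin-rtTA+ replicate 2 or 4 (0.0115 and 0.0368), TERT WT/WT ADR replicate 2 or 3 (0.00769 and 0.00432) or TERT WT/WT saline replicate 2 or 3 (0.0469 and 0.0399). In i-TERTci kidneys themselves podocyte markers had a median log2 fold change of 0.08 while camera's test pointed down (adjusted p = 0.767), with an adjusted p of 0.00903 for a lower list without i-TERTci replicate 2 and of 0.00254 for a higher list without i-TERTci replicate 1. From its molecular profiling the paper states that EMT and ECM remodeling are among the core pathways of TERT's pro-regenerative function, and proposes that Hedgehog, Wnt and Notch take part when regeneration is enforced.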

**Fig. 7:**
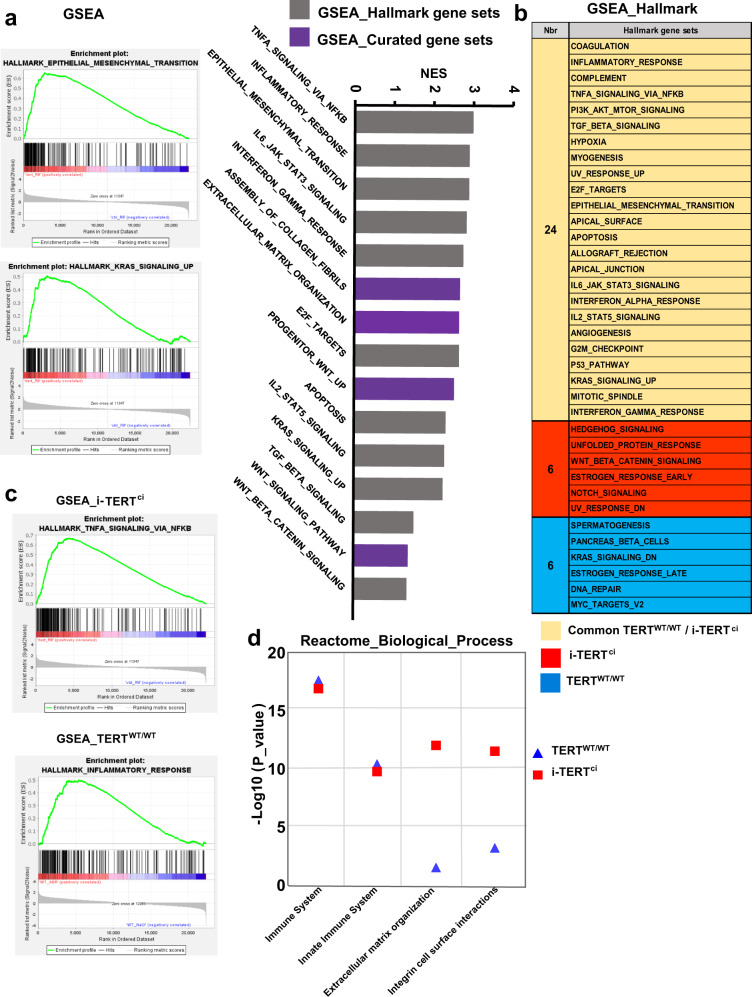
TERT-induced podocyte renewal triggers modulation of genes involved in EMT, ECM remodeling and KRAS signaling. **a** Top enriched gene signatures found by Gene Set Enrichment Analysis (GSEA) using Hallmark (grey histograms) and Curated (purple histograms) gene sets in kidneys of i-TERT^ci^ mice upon the recovery period (reversal day 8, R8). Enrichment profiles of Epithelial-to-Mesenchymal transition (EMT) and KRAS_UP signaling are shown on the left. **b** Comparison of the top 30 enriched gene signatures found by GSEA Hallmark upon podocyte renewal in TERT^WT/WT^ mice following ADR-induced injury (D18) and in i-TERT^ci^ mice (reversal day 8, R8). Common gene signatures between TERT^WT/WT^ and i-TERT^ci^ mice are highlighted in Yellow, gene signatures only enriched in i-TERT^ci^ mice are highlighted in red, and gene signatures only enriched in TERT^WT/WT^ mice are highlighted in blue. **c** GSEA enrichment profiles related to immune response in i-TERT^ci^ mice upon the recovery period (reversal day 8, R8) and in TERT^WT/WT^ following ADR-induced injury (D18). **d** Analysis of GO terms biological process using Reactome. The top 4 processes upregulated in i-TERT^ci^ mice upon the recovery period are shown (red squares), and further compared to the same processes in TERT^WT/WT^ mice (blue triangles).

## Discussion

The main finding of this study is the uncovering of a key role of telomerase component TERT in glomerular repair following acute podocyte insult that conducts to normalization of proteinuria in the adult mammalian kidney. We first found that endogenous TERT is upregulated upon glomerular repair in a model of ADR-induced nephropathy, a process that involves the resolution of glomerular scarring and fibrosis that precludes regeneration (Fig. 8). The comparison of the deregulated genes identified in a bulk RNA sequencing of TERT^WT/WT^ and TERT^KO/KO^ total kidneys collected upon the physiological repair process further revealed that endogenous TERT regulates signals involved in Epithelial-to-Mesenchymal Transition (EMT), KRAS signaling, and remodeling of ECM components. Interestingly, the failure to repair glomeruli in the mouse model of *TERT* gene deficiency is observed in the first generation of TERT knock-out mice that do not show significant telomere DNA length shortening. More strikingly, heterozygous invalidation of the *TERT* gene also induced a dramatic failure of glomerular scarring remission, suggesting that non-canonical functions of telomerase are at play during kidney regeneration and that deployment of these functions rely on a fine dosage of TERT. We then used our previously published catalytic-dead telomerase (TERT^ci^) mouse model to explore the non-canonical roles of telomerase in podocyte renewal^12^. We found that a pulse of TERT^ci^ expression is sufficient to activate a progenitor cell population that clonally expend and repopulate the podocyte compartment. We demonstrated that such activation of progenitors required endogenous *TERT* expression, and was associated with the activation of signaling pathways similar to those identified in a physiological regeneration context. Additionally, TERT^ci^ overexpression triggered the expression of molecular signals reminiscent of the stem/progenitor gene signature, including Hedgehog, Wnt, and Notch signaling pathways. Our approaches thus identify TERT-dependent regenerative molecular actors in the adult mammalian kidney.

**Fig. 8:**
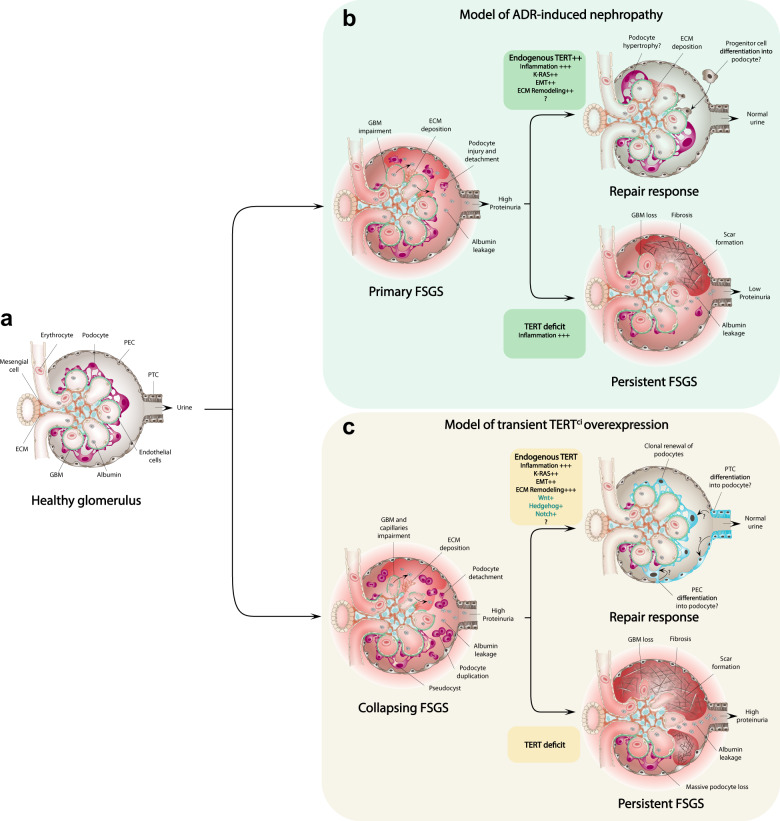
TERT exhibits non-canonical functions in glomerular repair and podocyte renewal in the adult mouse kidney. Model to illustrate the non-canonical functions of endogenous TERT and TERT^ci^ pulse in glomerular regeneration. **a** Healthy glomerulus showing terminally differentiated podocytes and intact glomerular basement membrane (GBM). **b** Following ADR-induced injury, podocytes insult conducts to their detachment from the glomerular capillaries and destabilization of the GBM. Albumin leakage in the urine leads to an increase of proteinuria. Two physiological responses can occur, a repair response that may involve putative podocyte hypertrophy and/or progenitor cell differentiation, or a scar formation that leads to persistent FSGS. Our results suggest that endogenous TERT could mediate the physiological repair via the activation of pro-EMT, ECM-remodeling and KRAS genes, while its deficit conducts to its failure. **c** In a model of ubiquitous and transient transgenic TERT^ci^ overexpression, the dramatic dedifferentiation and proliferation of podocytes conducts to a collapsing FSGS, characterized by the impairment of the GBM and capillary tuft collapse. Our results reveal two scenarios following TERT^ci^ reversal. The repair response is characterized by the expansion of podocyte progenitors that clonally invade the glomerulus to repopulate the PTC, PEC, and podocyte layers which is associated to the modulation of Wnt, Hedgehog, and Notch signaling. This functional repair that conducts to normalization of the proteinuria requires the bi-allelic expression of endogenous TERT. If endogenous TERT is deficient, the glomerular repair is not operating, leading to scar formation and persistent FSGS. Focal and segmental glomerulosclerosis (FSGS), Extracellular matrix (ECM), Parietal epithelial cells (PEC), Proximal tubule cell (PTC), Glomerular basement membrane (GBM), Epithelial-to-mesenchymal transition (EMT).

Homeostatic tissue repair following acute injury relies on a complex interplay between immune cells and ECM reorganization^29^. This phenomenon remains transient, and successful healing depends upon a step of efficient scar resolution that precedes cell replacement^30,31^. In certain chronic disease conditions, excess ECM deposition leads to fibrosis, a condition driving progressive loss of tissue function. In the adult kidney, podocyte effacement conducts to capillaries clogging by ECM proteins, an effective and immediate mechanism to limit massive leakage of the essential components of the bloodstream into the urine^32^ (Fig. 3b). However, unresolved accumulation of ECM components in glomeruli promotes glomerulosclerosis^33^, a condition that may be the consequence of inadequate regenerative response following successive injuries. Our results show that TERT plays critical functions in the regulation of genes involved in scar resolution upon kidney regeneration. Such functions of TERT on tissue ECM remodeling could be a pre-requisite for progenitor cells expansion to carry out tissue repair. The unbiased bulk RNA sequencing of total kidney cells approach uncovered the modulation of the three metalloproteinases MMP-24, MMP-12 and MMP-3. It is noteworthy that MMP-3 has been described as a target of hTERT non-canonical functions in vitro^34^. Further studies will be needed to decipher the molecular mechanism employed by TERT to modulate the expression of its target genes in a regenerative context.

While high levels of endogenous TERT have recently been shown to mark stem/progenitor cells in adult mice^35–37^, the pro-regenerative molecular signature of TERT in vivo remains elusive. Our data unveil the core pathways involved in TERT pro-regenerative functions in the adult kidney, and implicate a KRAS molecular signature. Interestingly, activating *KRAS* mutation was found to synergize with high levels of endogenous TERT to initiate pancreatic tumorigenesis^37^. Thus, we speculate that a fine interplay between TERT and KRAS signaling is critical to drive proper tissue renewal, and that balanced activation of those two is critical to avoid deleterious consequences such as cancer initiation. Additionally, we characterized the modulation of Hedgehog, Wnt, and Notch signaling pathways upon TERT^ci^-induced regeneration. These signaling pathways are established regulators of stem cell self-renewal, embryonic development, and differentiation, and their abnormal regulation can also conduct to tumorigenesis. While modulation of Wnt was previously shown to be involved in mediating TERT non-canonical functions^12,14,18^, the role of Hedgehog and Notch signaling in the deployment of TERT pro-regenerative functions remain to be explored.

A range of methods have been used in the adult mammals to identify potential podocyte progenitor cells. These strategies have led to the identification of several candidates for podocyte progenitor cells, which, depending on the study, are located within the glomerulus or within the juxtaglomerular apparatus^5–7,38,39^. The unbiased approach consisting in the stochastic multicolor tracing of random cells in the i-TERT^ci^ mice organism revealed that the adult kidney holds a population of cells capable of clonal expansion when submitted to the appropriate stimulus. The nature and localization of these cells remain enigmatic, however, we can speculate that the activation of these cells leads to the generation of podocyte progenitor cells that invade several glomeruli to restore the organ function. Interestingly, the co-localization of WT1 staining with the mono-colored glomerular cells indicates that the population of clonal cell progenitors can repopulate the podocyte layer but also potentially proximal tubular cells and other glomerular cell types such as the PEC. Several lines of evidences accumulated in this study suggest that the source of progenitor cell might represent adult stem cells, such as those described in other mammalian organs that reside within specialized microenvironments called niches^40^. However, it is noteworthy that recent studies conducted in organs with a well-defined stem cell niche, such as the skin and the intestine, demonstrated that the plasticity of differentiated cells significantly contribute to effective regeneration^41,42^. Thus, the podocyte progenitors might not emerge from a specific and dedicated cell type within its niche, but rather from cells that would display a striking and transient plasticity in response to transient TERT^ci^ expression. Further studies will be needed to unveil the origin of podocyte progenitor cells. Altogether, we consider that the i-TERT^ci^ mouse is a key model to further investigate the nature of podocyte progenitors.

Finally, a deficit of telomerase may prove to be involved in age-related renal dysfunctions, end-stage renal disease (ESRD) being an increasingly common organ failure in the aging population. Identification of pro-regenerative molecules targeted by telomerase in the adult kidney would offer new strategies that harness the organ’s intrinsic regenerative potential to delay or reverse renal disease progression.

## Methods

### Mice

Tetracycline-regulated i-TERT^ci^ transgenic mice, WT1^CreERt2^ mice (The Jackson Laboratory, stock# 010912), R26^mTmG^ mice (The Jackson Laboratory, stock# 007576), UBC^CreERt2^ mice (The Jackson Laboratory, stock# 008085), R26^confetti^ mice (The Jackson Laboratory, stock# 013731), and TERT^KO^ mice (The Jackson Laboratory, stock# 005423) were previously described^13,18,27,28,43–45^. Mice were PCR-genotyped using the following oligonucleotide pairs: 5’-CGCCCAGAAGCTTGGTGTAG−3’, 5’-GCTCCATGGCGATGACTTAG-3’ (actin-rtTA + ); 5’-GGATGTACTTTGTTAAGGCAGCA-3’, 5’-ACAACGGAGTTCCTCAGTGC-3’ (tetop-TERT^ci^ + ); 5’-ATCGCAGGAGCGGAGAAC-3’, 5’-GCAAACGGACAGAAGCATTT-3’ (WT1^CreERt2^); 5’-CTCTGCTGCCTCCTGGCTTCT-3’, 5’-CGAGGCGGATCACAAGCAATA-3’, 5’-TCAATGGGCGGGGGTCGTT-3’ (R26^mTmG^); 5’-GACGTCACCCGTTCTGTTG-3’, 5’-AGGCAAATTTTGGTGTACGG-3’ (UBC^CreERt2^); 5’-GAATTAATTCCGGTATAACTTCG-3’, 5’-AAAGTCGCTCTGAGTTGTTAT-3’, 5’-CCAGATGACTACCTATCCTC-3’ (R26^Confetti^); 5’-CCCCAGGCGCCGCACAAAGG-3’, 5’- GGTCCTGGCTGTTTTCTAAG-3’, 5’-CTGGATTCATCGACTGTGGC-3’ (TERT^KO^).

### Mice experiments

All mice were treated in accordance with the Institutional Animal Care and Use Committee approved guidelines at the Université Côte d’Azur (UCA, Nice, France) (CIEPAL-AZUR Agreements NCE/2012-32, NCE/2015-237#05225.03, APAFIS#2590-2015102215087555v3, APAFIS#16319-2018071917443610v2, and APAFIS#15232-2018051116515863-M20210803).

### Mouse model of ADR-induced podocyte injury

A single dose of 12 mg/kg of Adriamycin (ADR, Doxorubicin Hydrochloride, Sigma, Ref# D1515) or saline (NaCl 0.9%) was injected into the tail vein of 2-3 months old BALB/c mice or TERT knockout mice backcrossed for 10 generations with BALB/c mice (N10 BALB/c mice). For the TERT knockout experiment, TERT^WT/WT^ littermates were used as controls. For RNA-seq analysis, kidneys of TERT^KO/KO^ and TERT^WT/WT^ mice were collected 18 days after intravenous injection of ADR or saline (NaCl). All mice were weighed twice a week in the time course of the experiments, and urine was collected for each individual mouse twice a week. BALB/c mice were obtained from Janvier Lab (strain BALB/cJRj).

### Transient TERT^ci^ overexpression in i-TERT^ci^ mice

Double transgenic i-TERT^ci^ mice encompass both actin-rtTA+ and tetOp-TERT^ci^ + transgenes, allowing doxycycline-regulated and ubiquitous expression of TERT^ci^ in those mice. Those mice are maintained at a heterozygous status for each transgene. In order to induce TERT^ci^ overexpression in adult i-TERT^ci^ mice, doxycycline (2 mg/ml in 5% sucrose) (Doxycycline Hyclate, Sigma, Ref# D9891) was administered in drinking water in light-protected bottles and changed biweekly. The actin-rtTA+ control mice followed the same treatment than i-TERT^ci^ mice. High proteinuria levels (above 10 mg/mL) were observed in i-TERT^ci^ mice at about 15 days of doxycycline treatment (D15). At that time point, the doxycycline treatment was stopped (R0, mice switched to normal drinking water), and both i-TERT^ci^ and actin-rtTA+ control mice entered a reversal period during which proteinuria gradually regressed in i-TERT^ci^ mice. Only residual proteinuria persisted after 15 to 30 days of reversal (R15-30). For RNA-seq analysis, kidneys of i-TERT^ci^ and actin-rtTA+ control mice were collected 8 days after doxycycline withdrawal (reversal day 8, R8). All mice were weighed twice a week in the time course of the experiments, and urine was collected for each individual mouse twice a week.

### EdU pulse-chase experiment on i-TERT^ci^ mice

In this experiment, the actin-rtTA+ control mice followed the same treatments than i-TERT^ci^ mice. Doxycycline (2 mg/ml in 5% sucrose) was administered in drinking water in light-protected bottles and changed biweekly. High proteinuria levels (above 10 mg/mL) were observed in i-TERT^ci^ mice at about 15 days of doxycycline treatment (D15). At that time point, the doxycycline treatment was stopped (R0), and both i-TERT^ci^ and actin-rtTA+ control mice entered a reversal period during which proteinuria gradually regressed in i-TERT^ci^ mice. Once the doxycycline treatment was stopped (R0), EdU (0.4 mg/ml in 5% sucrose) (Life Technologies, Ref# E10415) was administered in drinking water in light-protected bottles and changed biweekly. The EdU treatment in drinking water was maintained for 8 days (R0-R8), and kidneys of the mice were either collected at the end of EdU treatment, 8 days after stopping doxycycline treatment (R8), or 15 days after stopping doxycycline treatment, which correspond to 7 days of EdU chase (R15). All mice were weighed twice a week in the time course of the experiments, and urine was collected for each individual mouse twice a week.

### Transient TERT^ci^ overexpression in WT1^CreERt2^;R26^mTmG^;i-TERT^ci^ mice and UBC^CreERt2^;R26^confetti^;i-TERT^ci^ mice

In these experiments, the WT1^CreERt2^;R26^mTmG^;actin-rtTA+ or UBC^CreERt2^;R26^confetti^;actin-rtTA+ control mice followed the same treatments than experimental mice. Intraperitoneal injection of (Z)−4-Hydroxytamoxifen (4OHT, Sigma, Ref# H7904; 1.5 mg in corn oil) was performed for 3 consecutive days. Doxycycline treatment was started 5 days after the last 4OHT injection. Doxycycline (2 mg/ml in 5% sucrose) was administered in drinking water in light-protected bottles and changed biweekly. High proteinuria levels (above 10 mg/mL) were observed in i-TERT^ci^ mice at about 15 days of doxycycline treatment (D15). At that time point, the doxycycline treatment was stopped (R0), and both i-TERT^ci^ and actin-rtTA+ control mice entered a reversal period during which proteinuria gradually regressed in i-TERT^ci^ mice. All mice were weighed twice a week in the time course of the experiments, and urine was collected for each individual mouse twice a week.

### Proteinuria analysis

Urine was collected from all individual mice before starting the experimental procedure, and twice a week in the time course of the experiment. Urine samples were assessed for protein content by the Bradford protein assay (BioRad, Ref# 5000002) and by the Albumin Creatinine Ratio Assay kit (Abcam, Ref# ab241018).

### Histology

Kidneys were fixed overnight in 10% buffered formalin and embedded in paraffin. Five μm tissue sections were stained with hematoxylin and eosin (H&E), or Masson Trichrome, or Sirius Red, or Periodic acid-Schiff for microscopic analysis.

### Immunohistochemistry

Antigen retrieval was performed on 5 μm paraffin sections using Vector unmasking reagent (Vector Laboratories, Ref# H3300). Mouse monoclonal primary antibodies were detected using a biotinylated anti-mouse IgG (MOM kit, Vector Laboratories, Ref# BMK-2202) followed by streptavidin-AlexaFluor647 (Jackson ImmunoResearch, Ref# 016–600). For immunostaining using rabbit, and chicken primary antibodies, kidney sections were blocked (PBS; 10 mg/ml BSA; 5% NGS; 0.01% Triton), then incubated with the primary antibody diluted in the blocking solution for overnight at 4 °C. For immunostaining using goat primary antibody, NGS was substituted by donkey serum in blocking solution. Detection was performed with a Cy3-conjugated goat anti-rabbit secondary antibody (Jackson Immunoresearch, Ref# 111–165), AlexaFluor488-conjugated goat anti-chicken secondary antibody (Jackson Immunoresearch, Ref# 103–545), and AlexaFluor594-conjugated donkey anti-goat secondary antibody (Thermo Fischer, Ref# A-11058). EdU was detected using Click-it Plus EdU AlexaFluor647 Imaging kit (Thermo Fisher, Ref# C10640).

The primary antibodies used were: Mouse Monoclonal Synaptopodin-specific (undiluted, Progen, Ref# 65194), Rabbit Monoclonal Ki67-specific (1:100, Spring Bioscience, Ref # M3062), Rabbit Monoclonal WT1-specific (1:100, AbCam, Ref# 89901), Chicken Polyclonal GFP-specific (1:300, Avès Labs, Ref# GFP-1020), Mouse Monoclonal AQP2-specific (1:100, Santa Cruz Biotechnology, Ref# sc-515770), Goat Polyclonal AQP2-specific (1:100, Santa Cruz Biotechnology, Ref# sc-9882), Mouse Monoclonal AQP1-specific (1:100, Santa Cruz Biotechnology, Ref# sc-25287), Mouse Monoclonal THP-specific (1:200, Santa Cruz Biotechnology, Ref# sc-271022), Rabbit polyclonal NCC-specific (1:100, Sigma, Ref# AB3553), biotinylated-LTL (1:200, Vector Laboratories, Ref# B1325).

### Quantitative RT-PCR

Snap-frozen tissues were ground with mortar and pestle. RNA was isolated from organs by homogenization in Trizol (Thermo Fischer, Ref# 15596018), and 1 µg of total RNA was reverse-transcribed (QuantiTect Reverse Transcription kit, Qiagen, Ref# 205311), then subjected to qPCR (FastStart Universal SYBR Green Master(Rox), Roche, Ref# 4913850001) using primer pairs specific for TERT, or HPRT (5’-GACTACTCAGGTTATGCCCAG-3’, 5’-TAGACCGTGACACTTCAACC-3’ for mouse TERT; 5’-TTGCTCGAGATGTCATGAAGGA-3’, 5’-CCAGCAGGTCAGCAAAGAACT-3’ for mouse HPRT). SYBR-green analysis was performed with the 7900HT Fast Real-Time PCR System machine (ABI). The expression level of TERT was normalized to the corresponding HPRT level.

### RNA in situ hybridization

Five μm thick paraffin kidney sections were processed for TERT mRNA in situ detection using the RNAscope 2.5 chromogenic Red detection kit (Advanced Cell Diagnostic), and counterstained with hematoxylin.

### Tissue preparation from Confetti mice

Semi-thick sections (200μm) from native kidneys were obtained using a vibrating microtome (Microm, Ref# HM650V). Freshly cut sections were fixed in 4% paraformaldehyde at room temperature for 10 min and washed in cold PBS. Sections were then mounted on slides in Mowiol, and imaged on a spectral confocal microscope (LSM880, Zeiss), calibrated beforehand.

### Whole-mount staining on semi-thick kidney sections

Semi-thick (200μm) fixed sections were blocked with TBS; 0.25% fish skin gelatin; 0.5% non-fat dry milk; 0.5% Triton, for overnight at room temperature under gentle shaking. The following day, the sections were incubated with primary antibody (rabbit monoclonal anti-WT1, AbCam, Ref# ab89901) diluted in blocking solution for overnight at room temperature under gentle shaking. The sections were then washed 3 times with PBS for 15 min, then five times with PBS; 0.5% Triton for 1 h each at room temperature under gentle shaking. Washed sections were incubated with the secondary antibody (AlexaFluor647-conjugated goat anti-rabbit, Jackson Immunoresearch, Ref# 111–605), diluted in the blocking solution for overnight at 4 °C under gentle shaking. Finally, the sections were washed 3 times with PBS for 15 min, then 5 times with PBS; 0.5% Triton for 1 h each at room temperature under gentle shaking, and mounted with Mowiol. Stained semi-thick kidney sections were imaged on a spectral confocal microscope (LSM880, Zeiss), calibrated beforehand. The percentage of glomerular GFP + cells that stain positive for WT1 was quantified on 10 independent glomeruli.

### Image analysis using ImageJ software

EGFP/Synaptopodin or EdU/nephron markers double-stained kidney sections were sequentially scanned for far-red and/or red and/or green signals allowing imaging of the entire section for each fluorophore. Sirius red-stained kidney sections were similarly scanned to acquire images of the entire section. For EGFP/Synaptopodin analysis, glomeruli areas were manually demarcated on entire kidney sections based on the synaptopodin positive structures. For Sirius red analysis, glomeruli areas were manually demarcated on entire sections based on histology. Demarcated glomeruli were defined as areas to be analyzed using ImageJ software. For EdU/nephron markers analysis, the total number of EdU positive nuclei on entire sections was determined by ImageJ. The signal inherent to nephron markers was then used to designate the areas to be subsequently analyzed. The number of EdU positive nuclei within these areas was then determined by ImageJ.

### RNA-seq

Total RNA was extracted from the whole kidney using the RNeasy Micro Kit with DNase treatment (Qiagen, Ref# 74004). RNA integrity was assessed using a Bioanalyzer 2100 (Agilent). Only samples with RNA Integrity Number (RIN) > 7 were further submitted to high throughput sequencing. Samples were subjected to high-output (2×100 bp) paired-end sequencing by BGI Global services (China). The quality of raw reads was assessed with FastQC. Clipping adaptor sequences were carried out using Trimmomatic and the trimmed reads were aligned to the mouse genome reference (mm10) downloaded from ENSEMBL using the STAR read aligner.

### Analysis of RNA-seq data

Differentially expressed genes (DEGs) were identified using the Bioconductor package DESeq2. DEGs were considered statistically significant at an adjusted p-value (*P*adj) < 0.05. DEGs were then sorted by log2 fold change (log2FC), and PCA and Heatmaps were plotted to check clustering and the homogeneity of the samples. Gene set enrichment analysis (GSEA) was performed using the hallmark C7 collections on GSEA software (version 3.0) and MsigDB database and C2 (curated gene sets) database. The reported GSEA output was selected based on a normalized enrichment score (NES) > 1.05. The Database for Annotation, Visualization, and Integrated Discovery (DAVID) was used to identify the enriched pathways using gene ontology (GO) terms. The g:Profiler tool set was used to identify the enriched pathways using the Reactome database.

### Statistical analysis

Data were analyzed and compared between groups using a two-tailed, unpaired Student’s *t*-test. A *p* < 0.05 was considered statistically significant and is presented as follow: * for *p* < 0.05, ** for *p* < 0.01, *** for *p* < 0.001.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Files

REPORTING SUMMARY

## Data Availability

The RNA-seq data generated and analyzed during the current study have been deposited in NCBI’s Gene Expression Omnibus (GEO) repository (Edgar et al., 2002) and are accessible through GEO Series accession number GSE190978. The other datasets generated and analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Telomerase is required for glomerular renewal in kidneys of adult mice
**Source:** NPJ Regen Med. 2022 Feb 11;7:15. doi: 10.1038/s41536-022-00212-z
**Supplement:** Supplementary file 1 — Supplementary Files

## SUPPLEMENTARY FIGURES

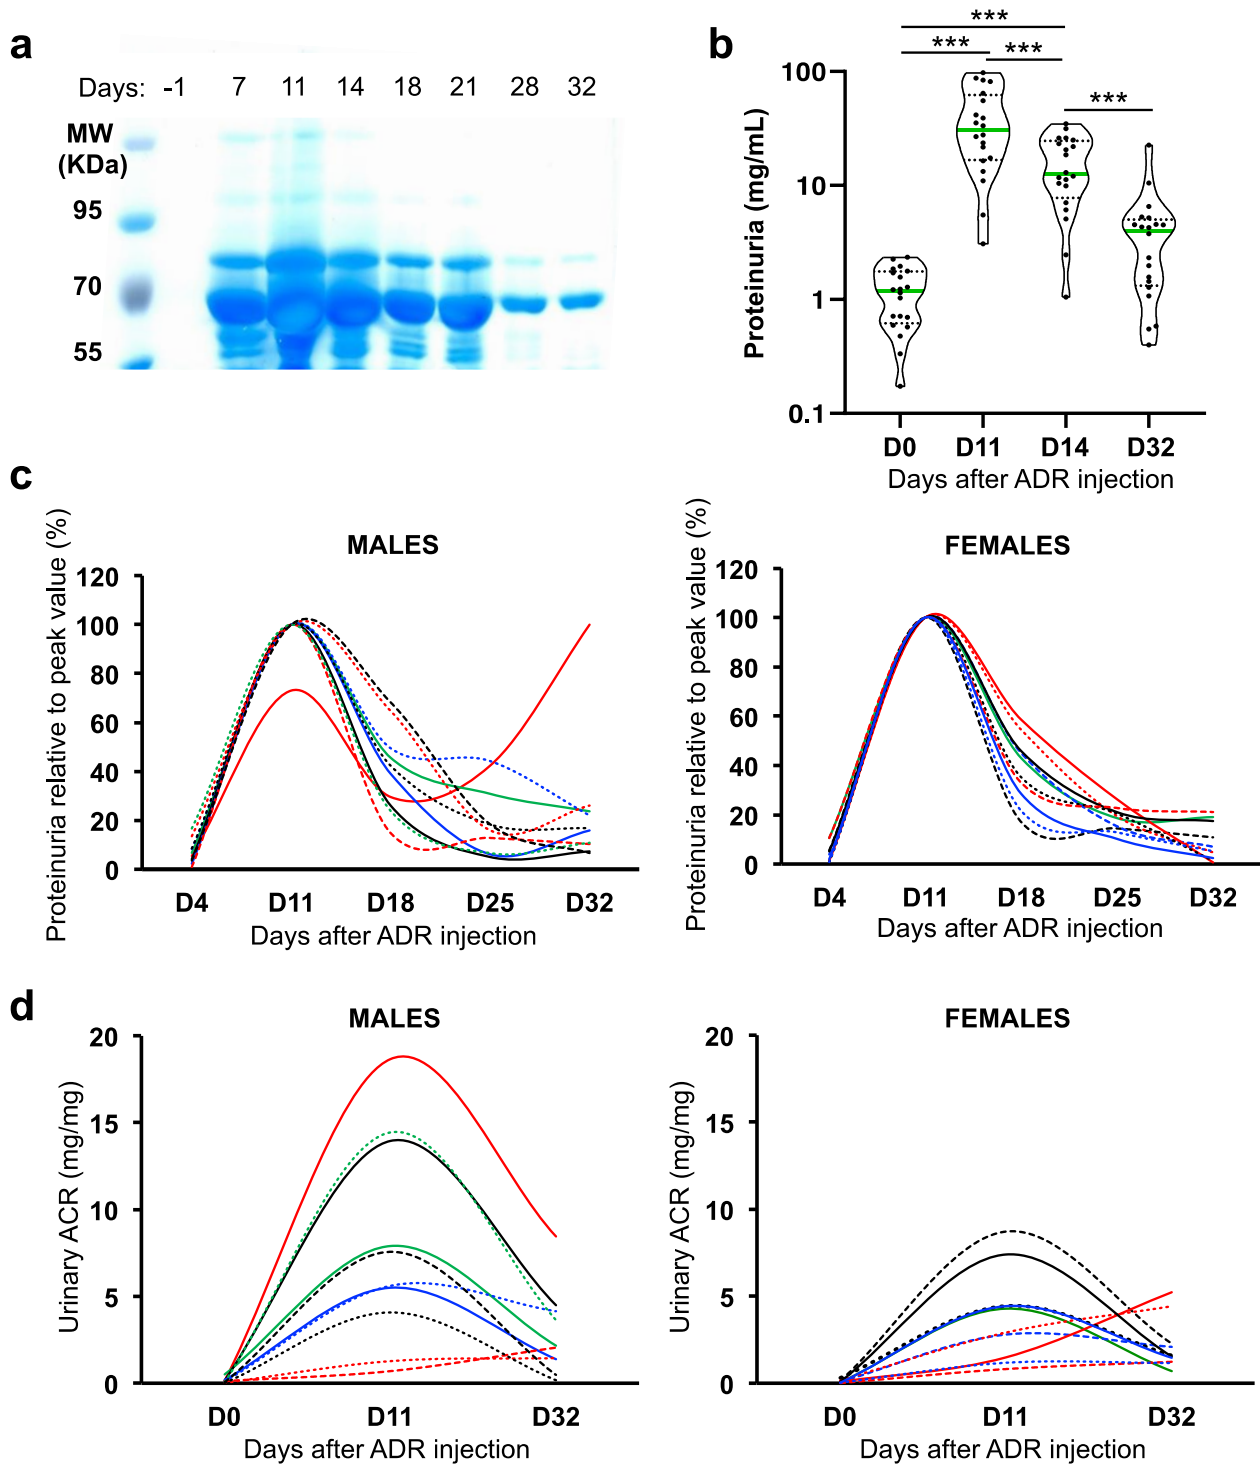

**Supplementary Figure 1: Adriamycin-injected BALB/c mice display transient increase of proteinuria.** **(a)** SDS-PAGE of urine samples collected from a BALB/c mouse 1 day before, and 7, 11, 14, 18, 21, 28 and 32 days after ADR injection. **(b)** Proteinuria monitoring of ADR-injected BALB/c mice ( $n=20$ ) before injection (D0), 11 (D11), 14 (D14) and 32 (D32) days after injection. Data are shown for each animal in (mg/ml). Mean value for each time point is shown as a green line.  $p=4.79 \times 10^{-7}$  by t-test for D11 versus D0.  $p=3.25 \times 10^{-8}$  by t-test for D14 versus D0.  $p=0.0008$  by t-test for D14 versus D11.  $p=1.74 \times 10^{-5}$  by t-test for D14 versus D32. **(c)** Kinetic analysis by Bradford assay of proteinuria in urine samples of 10 males and 10 female BALB/c mice. Data are represented for each individual mouse as proteinuria level relative to the peak value in the time course of the experiment. **(d)** Kinetic analysis of [albumin/creatinine ratio (ACR)] in urine samples of 10 males and 10 female BALB/c mice. Data are represented for each animal in (mg/mg) at day 0 (D0), day 11 (D11) and day 32 (D32).

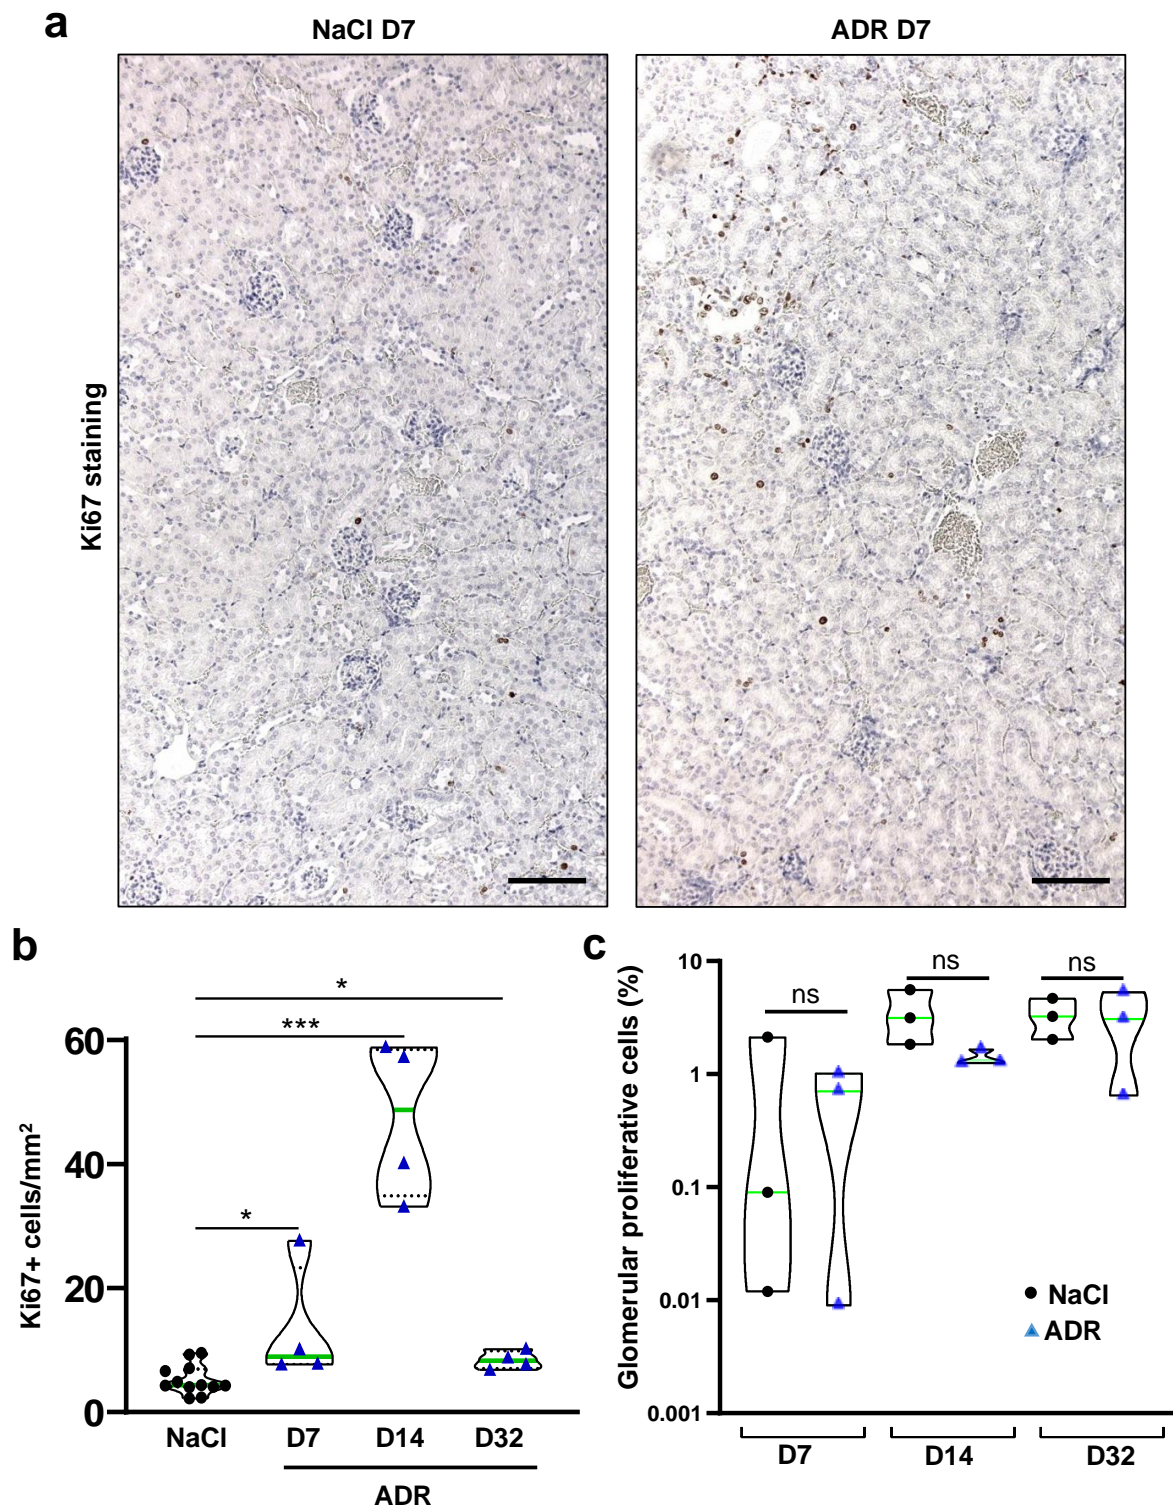

**Supplementary Figure 2: Adriamycin-induced kidney injury triggers an increase in cell proliferation.** **(a)** Immunostaining for the proliferation marker Ki67 in kidney sections from saline- (NaCl) and ADR-injected mice sacrificed 7 days after injection (D7). Scale bar=50µm. **(b)** Number of Ki67 positive cells per millimeter square in kidney sections from saline- (NaCl, n=12) and ADR-injected mice (ADR, n=4) collected 7 (D7), 14 (D14), and 32 (D32) days after injection. Data are shown for each animal. Mean value for each time point is shown as a green line. \* $p=0.017$  by t-test for NaCl versus ADR mice at D7. \*\*\* $p<0.001$  by t-test for NaCl versus ADR mice at D14. \* $p=0.028$  by t-test for NaCl versus ADR mice at D32. **(c)** Percentage of nuclei that stain positive for Ki67 within glomeruli of entire kidney sections 7 (D7), 14 (D14) and 32 days (D32) after ADR injection.

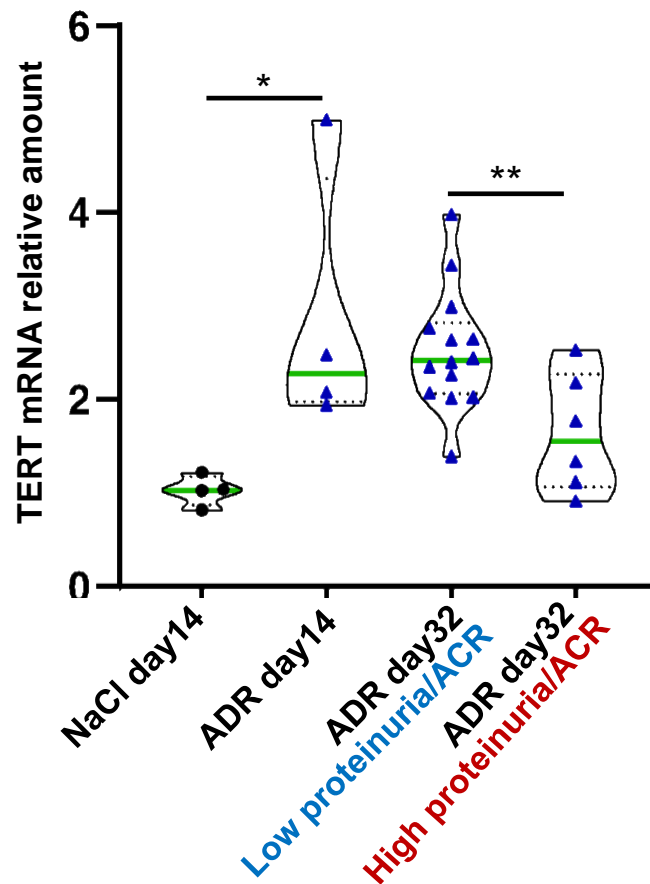

**Supplementary Figure 3: Mice with persistent high proteinuria/ACR levels display lower levels of TERT expression than mice that recovered properly.** TERT mRNA levels by qRT-PCR in whole kidneys from saline (NaCl,  $n=4$ ) and ADR-injected mice collected 14 ( $n=4$ ) or 32 days after injection. Mice at day 32 are clustered in two groups: (1) animals that display Low proteinuria/ACR at that time point ( $n=14$ ), and (2) animals that display High proteinuria/ACR level at day 32 when compared to day 11 ( $n=6$ ). Data are shown for each animal and mean value for each group is shown as a green line. The 6 animals with High proteinuria/ACR at day 32 show significantly lower levels of TERT mRNA when compared to the mice that display low proteinuria/ACR at day 32. \* $p=0.041$  by t-test for ADR at day 14 versus NaCl at day 14. \*\* $p=0.005$  by t-test for ADR at day 32 with High proteinuria/ACR versus ADR at day 32 with Low proteinuria/ACR.

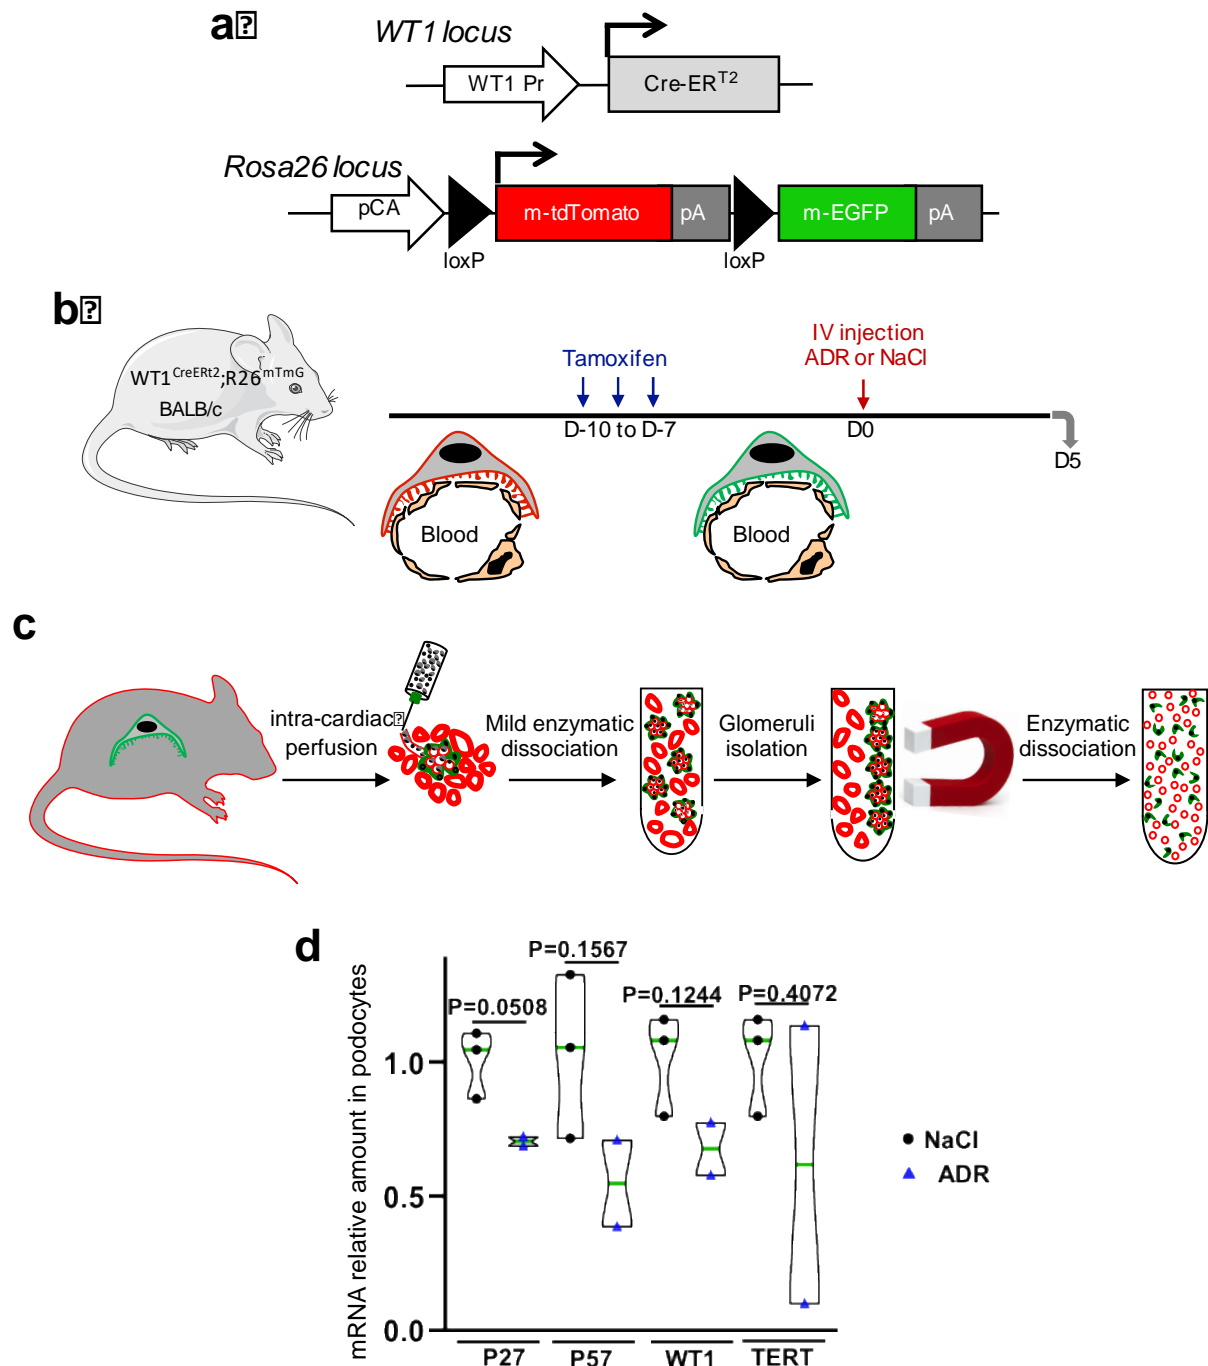

**Supplementary Figure 4: Podocytes do not show increased TERT expression 5 days after ADR injection.** (a-c) Experimental design to FACS sort podocytes from ADR- or saline-injected mice. (a) Schematic of the WT1<sup>CreERT2</sup>;R26<sup>mTmG</sup> system. A CMV enhancer/chicken beta-actin core promoter (pCA) drives expression of a loxP-flanked membrane-targeted tdTomato cassette. Tamoxifen injection in WT1<sup>CreERT2</sup>;R26<sup>mTmG</sup> mice leads to Cre-mediated DNA excision of the m-tdTomato coding sequence, and allows expression of the membrane-targeted EGFP in WT1 expressing cells, i.e. in mature podocytes in the adult kidney. (b) Schematic of the ADR-induced injury experiment in WT1<sup>CreERT2</sup>;R26<sup>mTmG</sup> mice. WT1<sup>CreERT2</sup>;R26<sup>mTmG</sup> BALB/c N10 mice were injected with tamoxifen during 3 consecutive days (D-10 to D-7) to permanently tag podocytes with EGFP, and the mice were injected 7 days later (D0) with ADR or saline (NaCl). Kidneys were then collected 5 days (D5) after ADR or saline injection. (c) Schematic of the method used to isolate podocytes. Glomeruli were first isolated by intra-cardiac perfusion of magnetic beads, followed by mild enzymatic dissociation of the tissue. Glomeruli filled with beads were then isolated using a magnet, and enzymatic dissociation allowed to obtain a single cell suspension of glomerular cells that was subjected to flow cytometry to sort podocytes. (d) Quantification of p27, p57, WT1 and TERT mRNA amounts in podocytes FACS-sorted 5 days after ADR or saline (NaCl) injection using the Biomark<sup>TM</sup> HD System Analysis.

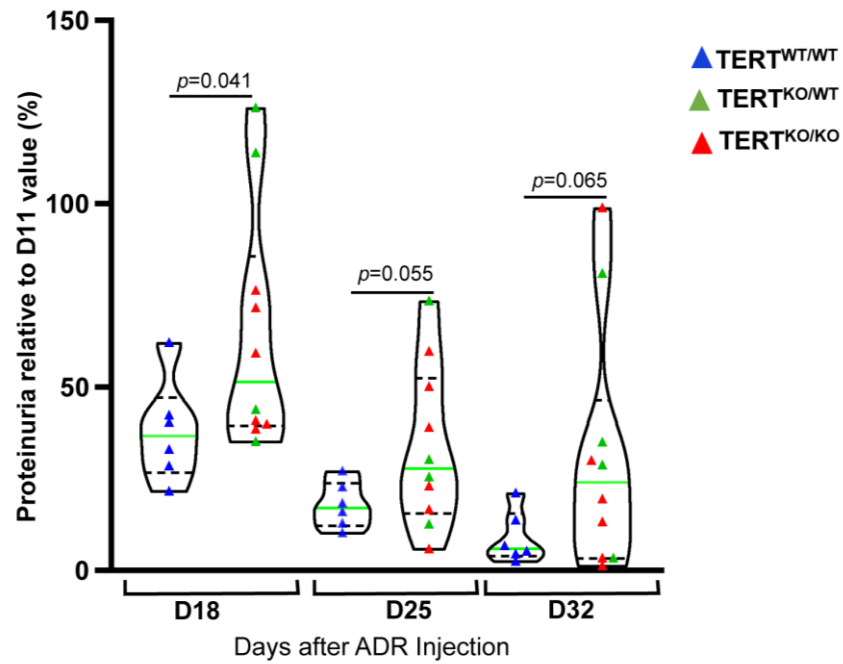

**Supplementary Figure 5: TERT deficiency interferes with the kinetic of kidney filtration function recovery following ADR-induced injury.** Analysis by Bradford assay of proteinuria after ADR injection of control mice ( $TERT^{WT/WT}$ , blue triangles), and TERT knockout heterozygote ( $TERT^{KO/WT}$ , green triangles), and homozygote ( $TERT^{KO/KO}$ , red triangles) mice. Proteinuria levels relative to day 11 (D11) values are represented for each individual animal. Mean value for each group is shown as a green line.  $p$  values obtained by t-test for TERT knockout versus control mice are shown.

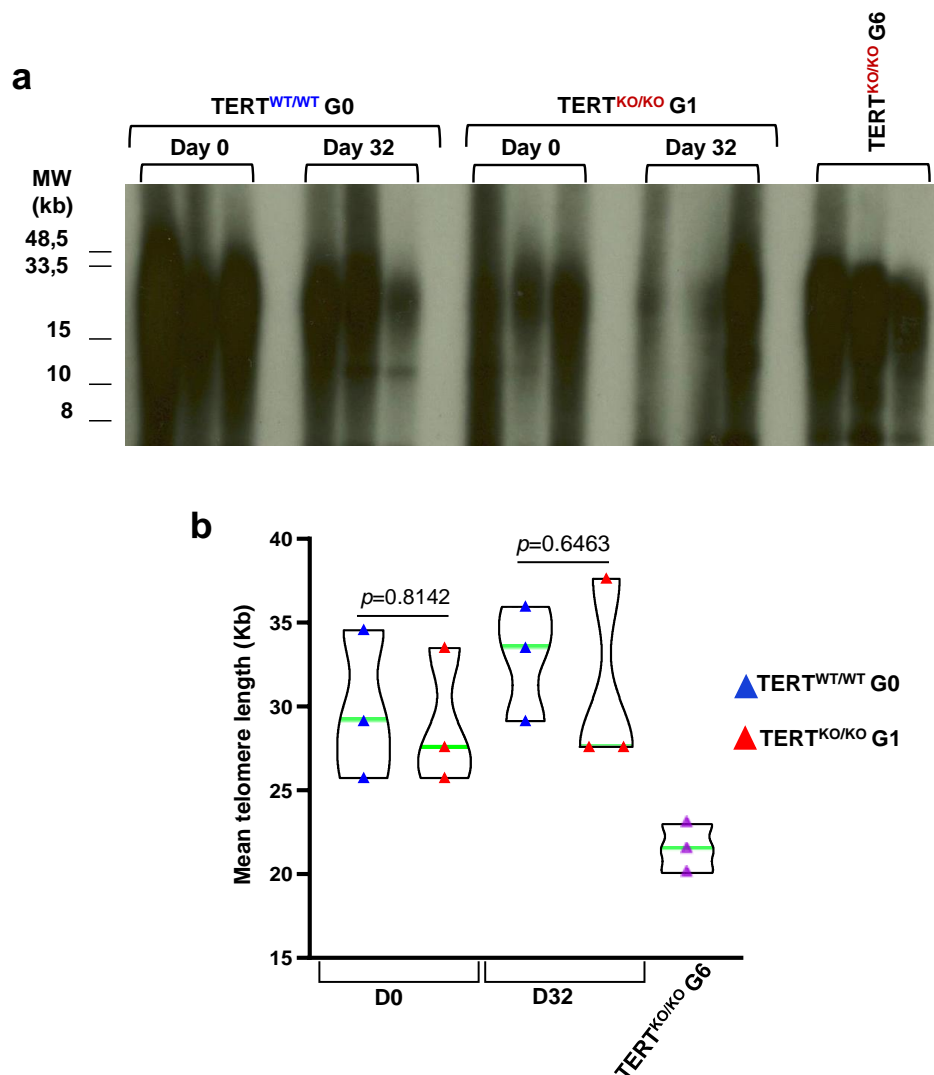

**Supplementary Figure 6: Mean telomere length does not shorten following ADR-induced injury in kidney of TERT<sup>WT/WT</sup> and TERT<sup>KO/KO</sup> mice. (a)** Telomere length analysis by Terminal Restriction Fragment (TRF) analysis on whole kidneys from three TERT<sup>WT/WT</sup> (generation 0, G0), and three TERT<sup>KO/KO</sup> (generation 1, G1) mice before ADR injection (day 0, D0) or 32 days after ADR injection (day 32, D32). TERT<sup>KO/KO</sup> mice that were interbred for 6 generations (G6) were used to assess the magnitude of telomere shortening in kidney of those mice that display the degenerative phenotypes characteristic of telomere dysfunction. **(b)** Quantification of data in **(a)**. Mean telomere length is represented for each individual animal. Mean value for each group is shown as a green line. *p* values obtained by t-test for TERT knockout versus control mice are shown.

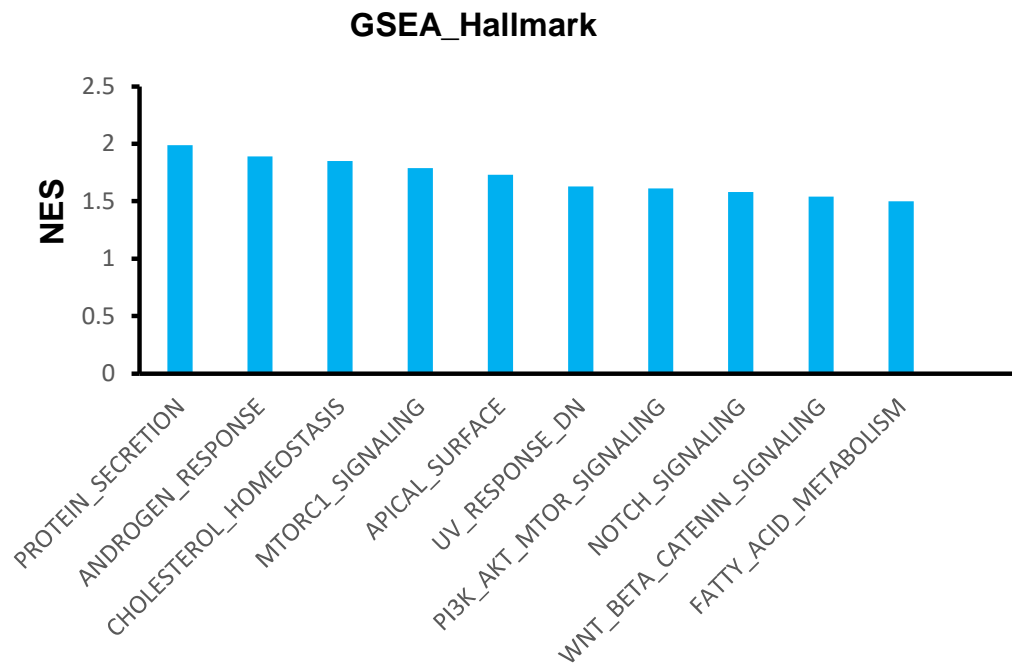

**Supplementary Figure 7: Signaling pathways found enriched in kidneys of TERT<sup>WT/WT</sup> mice when compared to TERT<sup>KO/KO</sup> mice in saline conditions.** Top 10 gene signatures identified by Gene Set Enrichment Analysis (GSEA) (Hallmark) in kidney of TERT<sup>WT/WT</sup> mice when compared to kidney of TERT<sup>KO/KO</sup> mice in control saline condition (NaCl). NES stands for normalized enrichment score.

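Of the 59 lists fixed before the data were examined, none passed camera's test between TERT KO/KO and TERT WT/WT kidneys in saline. The lowest adjusted p, 0.063, was shared by 3 lists. Genes of cholesterol synthesis had a median log2 fold change of -0.25 in TERT KO/KO mice, that is, they were higher in TERT WT/WT mice, with the enzymes Sqle at -0.80 and Hsd17b7 at -0.57. Genes of the cell cycle had a median of 0.23 and genes of oxidative phosphorylation one of 0.14. The mitochondrial share of counts was 16.7, 25.4 and 20.3% in TERT KO/KO saline replicates 1, 2 and 3. It was 14.0 to 17.8% in the TERT WT/WT saline libraries, and whether it bears on the oxidative phosphorylation list was not tested. With an estimated correlation the adjusted p was 0.97 for each of the 3. Without the library labelled TERT KO/KO ADR replicate 2, 8 lists passed, with an adjusted p of 6.09e-06 for cholesterol synthesis, 7.52e-05 for thick ascending limb markers, 0.00168 for distal convoluted tubule markers and 0.0418 for the unfolded protein response, all lower in TERT KO/KO mice. It was 0.0452 for each of the mTORC1 list, which was lower too, and the cell cycle, oxidative phosphorylation and activation of matrix metalloproteinases, which were higher. The cell cycle list also passed without TERT WT/WT saline replicate 3 or 4 (0.0217 and 8.92e-04), and oxidative phosphorylation without TERT KO/KO saline replicate 2 or TERT WT/WT saline replicate 1 (0.0118 and 0.0156). Platelet and red cell genes passed without TERT KO/KO saline replicate 1 or 3 or TERT WT/WT saline replicate 3 (0.0411, 0.00507 and 0.0157). The supplementary figure itself ranks Hallmark gene sets by GSEA, and the lists here are separate selections of genes with similar themes.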

| DEG in <b>TERT<sup>WT/WT</sup></b> _ADR | log2FoldChange | padj              | DEG in <b>TERT<sup>KO/KO</sup></b> _ADR | log2FoldChange | padj     |
|-----------------------------------------|----------------|-------------------|-----------------------------------------|----------------|----------|
| MMP-27                                  | 6.3301         | 1.0654E-05        | MMP-27                                  | 6.8684         | 5.04E-05 |
| <b>MMP-24</b>                           | <b>3.2709</b>  | <b>0.00046</b>    | <b>MMP-24</b>                           | -              | -        |
| MMP-19                                  | 2.2253         | 1.3732E-05        | MMP-19                                  | 7.5036         | 0.0001   |
| MMP-14                                  | 1.8554         | 1.531E-05         | MMP-14                                  | 2.0476         | 0.0105   |
| MMP-13                                  | -1.0075        | 0.00028           | MMP-13                                  | -1.6327        | 0.00018  |
| <b>MMP-12</b>                           | <b>2.4077</b>  | <b>4.1259E-06</b> | <b>MMP-12</b>                           | -              | -        |
| <b>MMP-10</b>                           | <b>7.0228</b>  | <b>7.2238E-08</b> | <b>MMP-10</b>                           | -              | -        |
| MMP-8                                   | 3.8173         | 0.0025            | MMP-8                                   | 4.0622         | 0.0318   |
| MMP-7                                   | 6.1097         | 0.0001            | MMP-7                                   | 3.4872         | 4.71E-05 |
| <b>MMP-3</b>                            | <b>3.3613</b>  | <b>3.9151E-06</b> | <b>MMP-3</b>                            | -              | -        |

**Supplementary Figure 8: TERT deletion prevents upregulation of several MMPs upon glomerular repair following ADR-induced injury.** Tables showing all the MMPs found as deregulated genes (DEG) 18 days after ADR-injection in kidneys of TERT<sup>WT/WT</sup> mice (left) and of TERT<sup>KO/KO</sup> mice (right). Deletion of endogenous TERT prevents upregulation of MMP-24, MMP-12, MMP-10 and MMP-3 (bold) observed in normal regenerative conditions. For note, no MMPs are found deregulated in saline condition (NaCl) in kidneys of TERT<sup>KO/KO</sup> compared to TERT<sup>WT/WT</sup> mice.

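The tables of Supplementary Figure 8 list the metalloproteinase genes that DESeq2 called after ADR, each with its log2 fold change. Fitted again from the counts, Mmp19, which belongs to the same family, had a log2 fold change of 2.23 in TERT WT/WT mice (standard error 1.28, adjusted p = 0.335 from edgeR) and of 7.45 in TERT KO/KO mice (standard error 1.69, adjusted p = 0.0536). The TERT KO/KO mean was 51.5 ± 86.2 CPM (SD, n = 3), which rests on the library labelled TERT KO/KO ADR replicate 2. Without it the log2 fold change of Mmp19 was 2.52 in TERT KO/KO mice (adjusted p = 0.00993) and 2.22 in TERT WT/WT mice (adjusted p = 0.00225). In TERT KO/KO mice Mmp19 was also called without TERT KO/KO ADR replicate 1 or 3 (0.0137 and 0.0299). Those fits keep the library labelled TERT KO/KO ADR replicate 2 and gave log2 fold changes of 8.00 and 8.03. Mmp8, the neutrophil collagenase, had values of 3.67 (adjusted p = 0.0618) in TERT WT/WT and 3.90 (adjusted p = 0.0786) in TERT KO/KO mice. It was called in TERT WT/WT mice without the library labelled TERT KO/KO ADR replicate 2 (0.0166) or TERT WT/WT ADR replicate 1 (0.0372), and in TERT KO/KO mice without TERT KO/KO ADR replicate 3 (0.0299). Mmp7, known as matrilysin, had 3.43 in TERT KO/KO mice (adjusted p = 0.0869).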

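Between TERT KO/KO and TERT WT/WT mice after saline, none of 19 metalloproteinase genes passed edgeR's test, over all genes or when adjusted over the list alone, and neither did the list by camera (median log2 fold change 0.07, adjusted p = 0.767). The Reactome set Activation of Matrix Metalloproteinases did not pass either (adjusted p = 0.484), but was higher in TERT KO/KO mice without the library labelled TERT KO/KO ADR replicate 2 (0.0452). Mmp2, the most abundant of those named here, was at 15.6 ± 0.911 CPM (SD, n = 3) in TERT KO/KO and at 13.8 ± 0.485 CPM (SD, n = 4) in TERT WT/WT mice. Its log2 fold change was 0.17 with a standard error of 0.47, and that of Mmp13 was 0.07 with a standard error of 0.22. Mmp10 had 1 count in TERT KO/KO saline replicate 2 and 0 in the other saline libraries, and Mmp27 had none in any of them, so that a decrease in these genes could not be seen.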

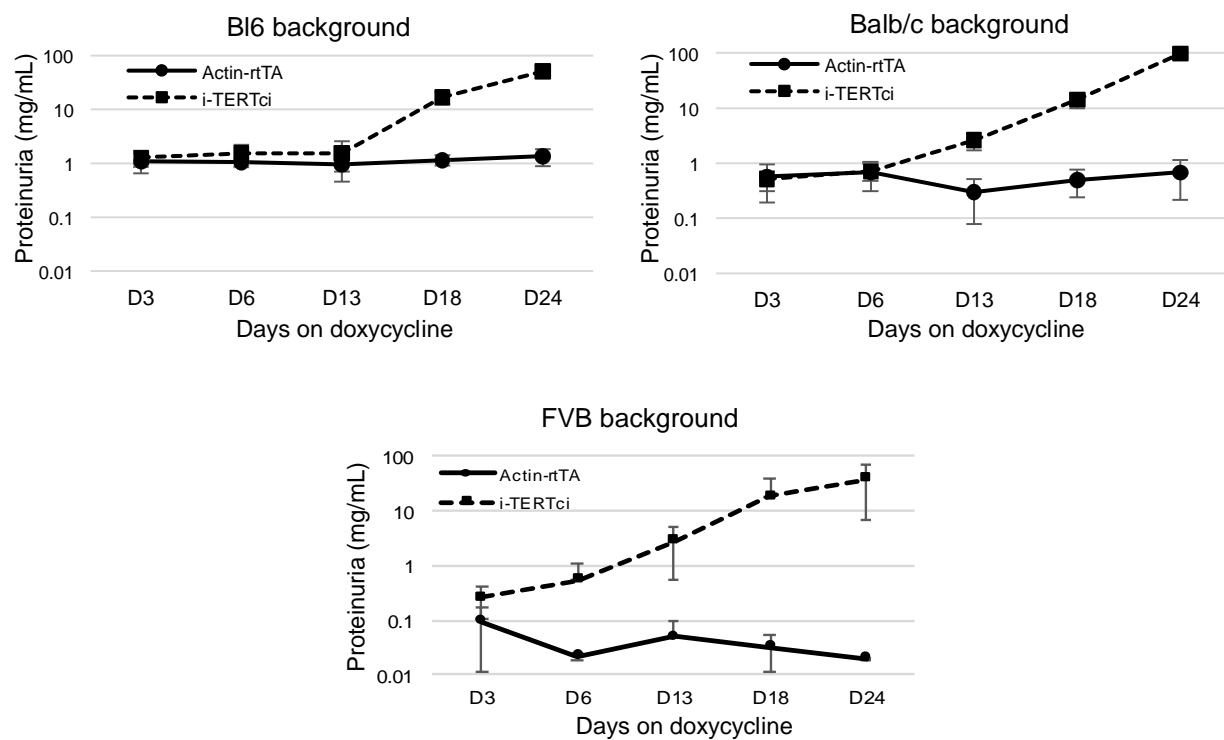

**Supplementary Figure 9: Conditional overexpression of telomerase in adult mice induces kidney filtration dysfunction independently of mice genetic background.** Kinetic analysis by Bradford assay of proteinuria in urine samples collected from single transgenic actin-rtTA+ ( $n=3$ ) and i-TERT<sup>ci</sup> ( $n=3$ ) mice in BL6 background (N1, top left), Balb/c background (N1, top right) and in FVB background (N3, bottom) treated with doxycycline for 24 days. Data are represented as mean  $\pm$  SEM.

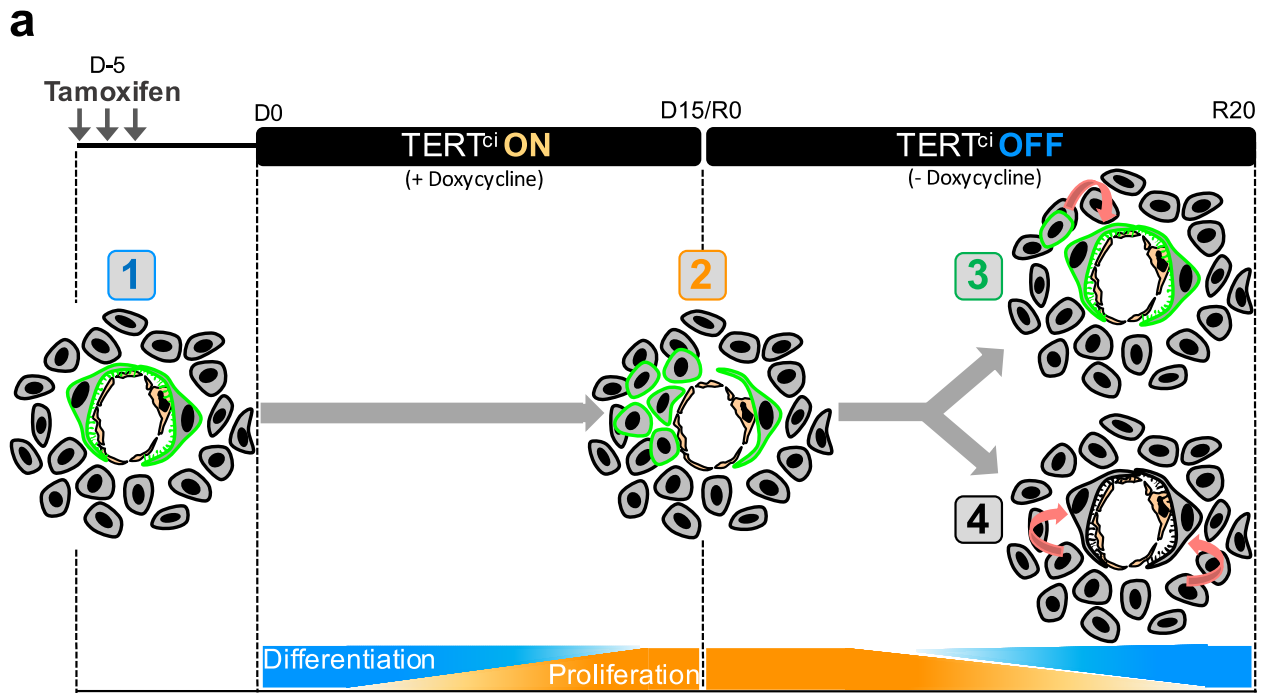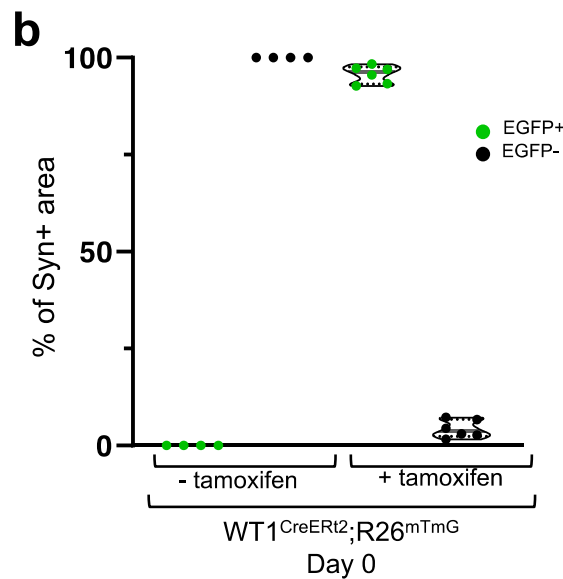

**Supplementary Figure 10: Podocyte lineage tracing experiment upon TERT<sup>ci</sup>-induced podocyte renewal.** (a) Tamoxifen was injected in WT1<sup>CreERT2</sup>;R26<sup>mTmG</sup>;i-TERT<sup>ci</sup> mice before starting the experiment to induce permanent EGFP tagging of mature podocytes (1). Podocytes were then activated by TERT<sup>ci</sup> induction (TERT<sup>ci</sup> ON) (2), and the mice were subsequently submitted to a reversal period (TERT<sup>ci</sup> OFF) during which proteinuria gradually regressed. Prevalence of EGFP signal within differentiated podocytes was then assessed at the end of the reversal period. We reasoned that if we would observe no significant variation in the proportion of EGFP-tagged podocytes after reversal, then we could conclude that newly generated podocytes derived from initially tagged podocytes that have been transiently activated by TERT<sup>ci</sup> (3). On the other hand, if we would observe differentiated podocytes that do not display EGFP after reversal, then we could conclude that these newly generated podocytes did not derive from initially tagged podocytes (4). (b) Percentage of Synaptopodin area that stain EGFP positive in mice treated (+tamoxifen) or not (-tamoxifen) with tamoxifen at day 0. For each animal, all the glomeruli (about 150) on the whole kidney section were analyzed. Data are shown for each animal. Results show that tamoxifen administration in WT1<sup>CreERT2</sup>;R26<sup>mTmG</sup> control mice induces efficient EGFP tagging of mature podocytes with 95.7% of the Synaptopodin positive (Syn+) area that show EGFP signal.

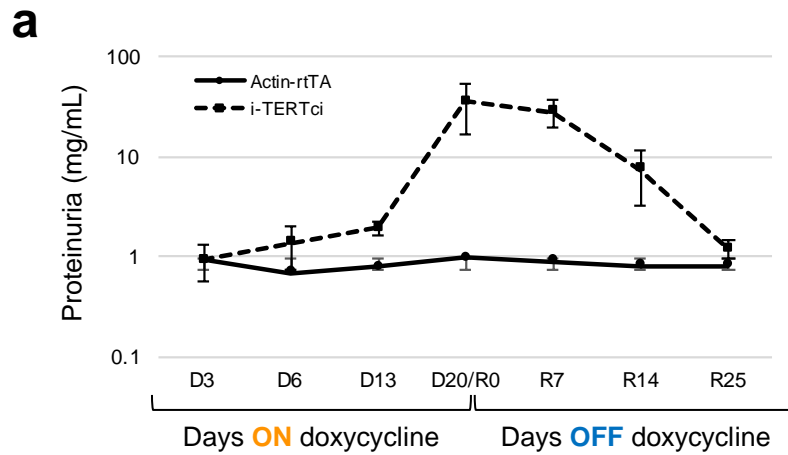

**b**

|                       | actin-rtTA+ control mice | i-TERT <sup>ci</sup> mice |
|-----------------------|--------------------------|---------------------------|
| Reversal Day 8 (R8)   | 8178                     | 10815                     |
| Reversal Day 15 (R15) | 4588                     | 8880                      |

**Supplementary Figure 11: Dynamic of cell proliferation upon proteinuria remission in i-TERT<sup>ci</sup> mice.** **(a)** Kinetic analysis by Bradford assay of proteinuria from single transgenic actin-rtTA+ ( $n=3$ ) and i-TERT<sup>ci</sup> ( $n=3$ ) mice treated with doxycycline for 20 days (D20), then reversed for 25 days (R25). Data are represented as mean  $\pm$  SEM. **(b)** Average number of EdU+ cells on an entire kidney section for each group of mice ( $n=4$  for actin-rtTA+ control mice and  $n=3$  for i-TERT<sup>ci</sup> mice).

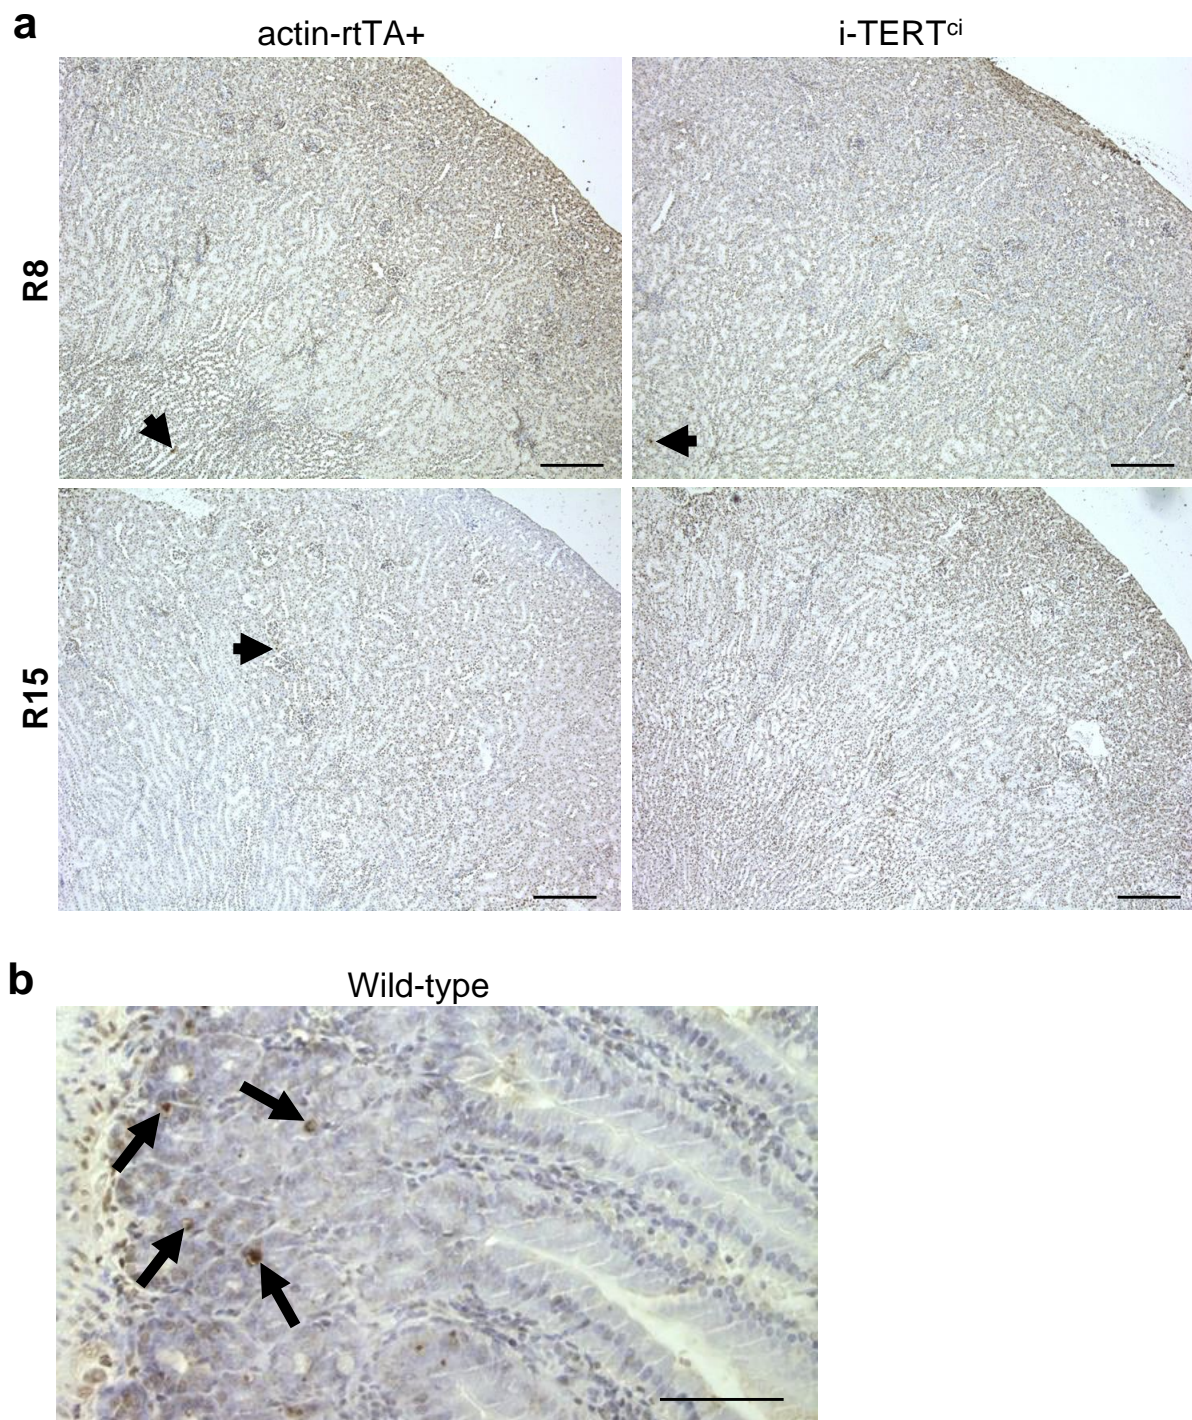

**Supplementary Figure 12: TERT<sup>ci</sup>-induced regeneration is not accompanied by apoptosis induction in kidney. (a)** TUNEL assay in kidney sections from single transgenic actin-rtTA+ and i-TERT<sup>ci</sup> mice treated with doxycycline for 20 days, and then reversed for 8 (R8) or 15 (R15) days. Scale bar = 300µm. No significant increase of TUNEL+ cells (black arrows) is observed in kidneys of i-TERT<sup>ci</sup> mice at both time points. **(b)** Staining of intestine from a wild-type mouse was used as a positive control for the TUNEL assay. Scale bar = 100µm.

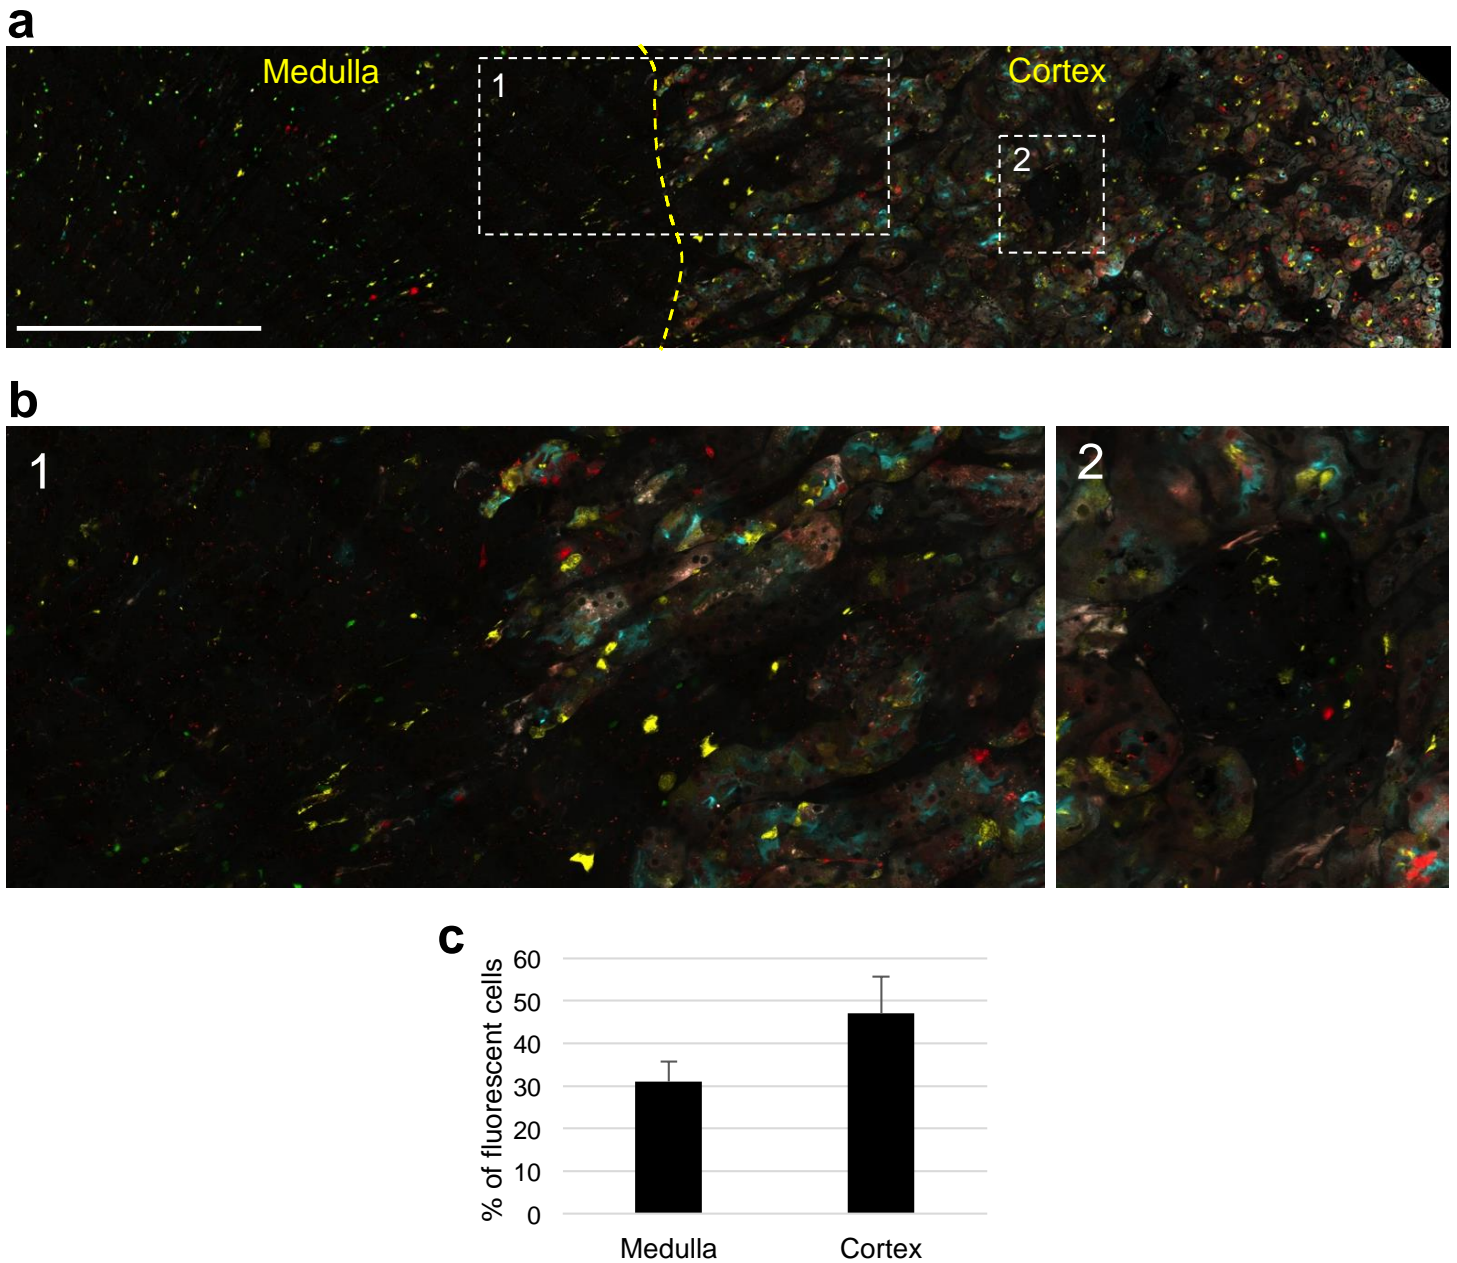

**Supplementary Figure 13: Administration of suboptimal doses of tamoxifen in  $UBC^{CreERt2};R26^{Confetti}$  mice induces random and partial recombination of the Confetti cassette within the adult kidney. (a)** Imaging of semi-thick kidney sections from  $UBC^{CreERt2};R26^{confetti}$  control mouse collected 5 days after the last tamoxifen injection. Scale bar = 500 $\mu$ m. **(b)** Magnifications of demarcated areas 1 and 2 highlighted in (a) showing lower efficiency of recombination in medullary tubules (1) and in glomeruli (2) when compared to cortical tubules. **(c)** Quantification of data in (a). Percentage of cells within the medulla and within the cortex that harbor expression of a fluorescent protein ( $n=3$ ). Data are represented as mean  $\pm$  SEM.

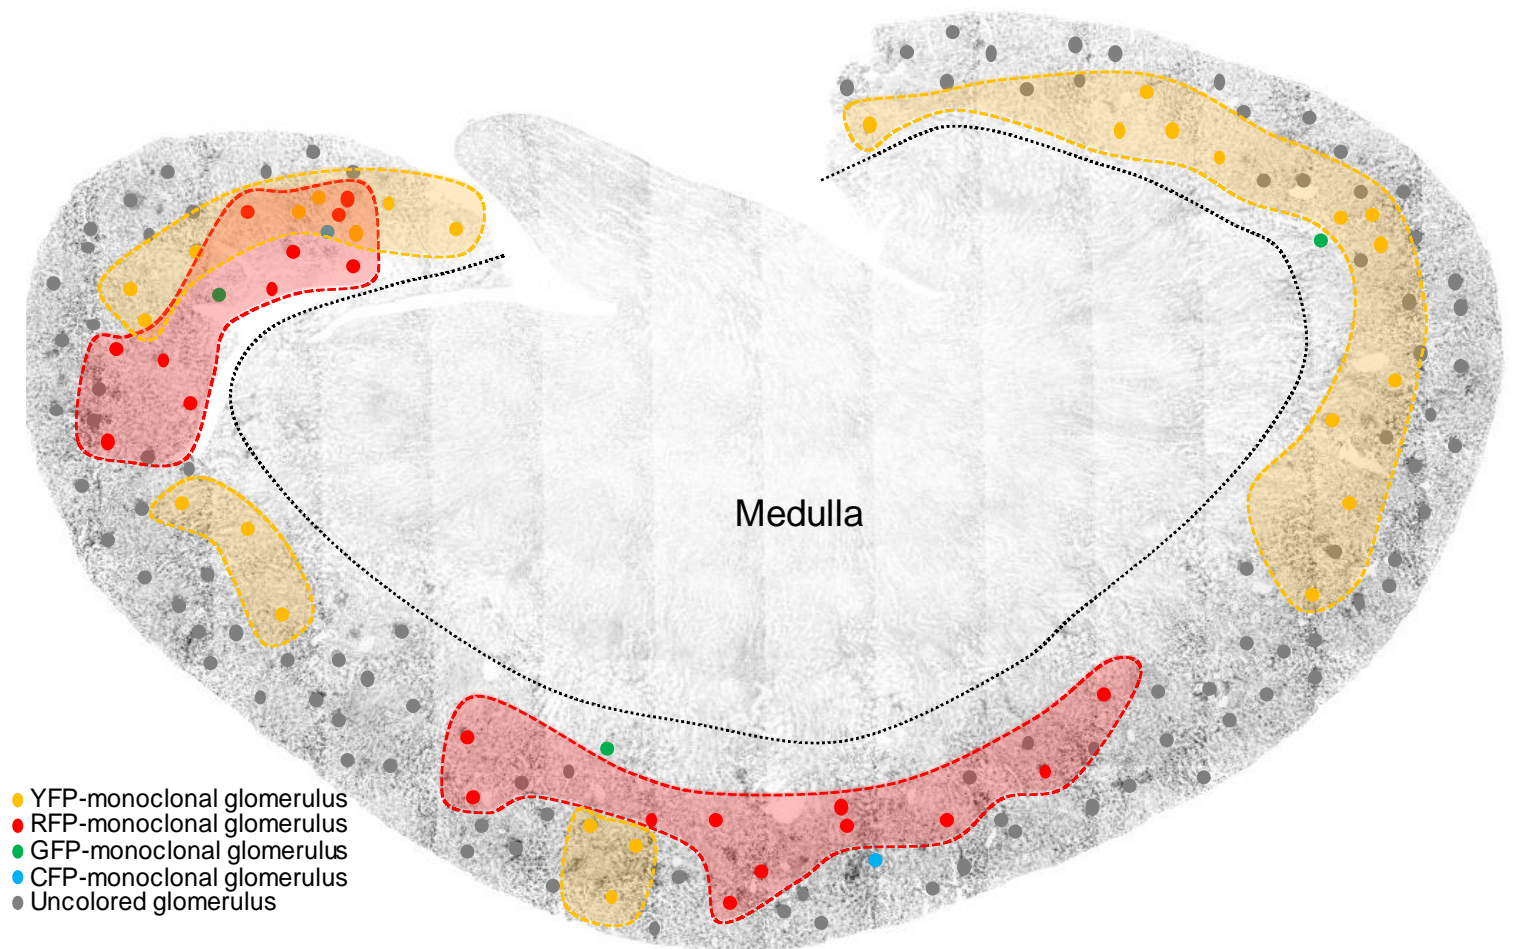

**Supplementary Figure 14: Monoclonal glomeruli are color-clustered in territories within whole kidney sections.** Representation of clonal glomeruli location within a semi-thick kidney section of a  $UBC^{CreERT2};R26^{confetti};i-TERT^{ci}$  mouse collected 30 days after removing doxycycline. While the color-balance varies between individuals, a similar pattern of color- clusters glomeruli was observed in the 2 other  $UBC^{CreERT2};R26^{confetti};i-TERT^{ci}$  mice examined.

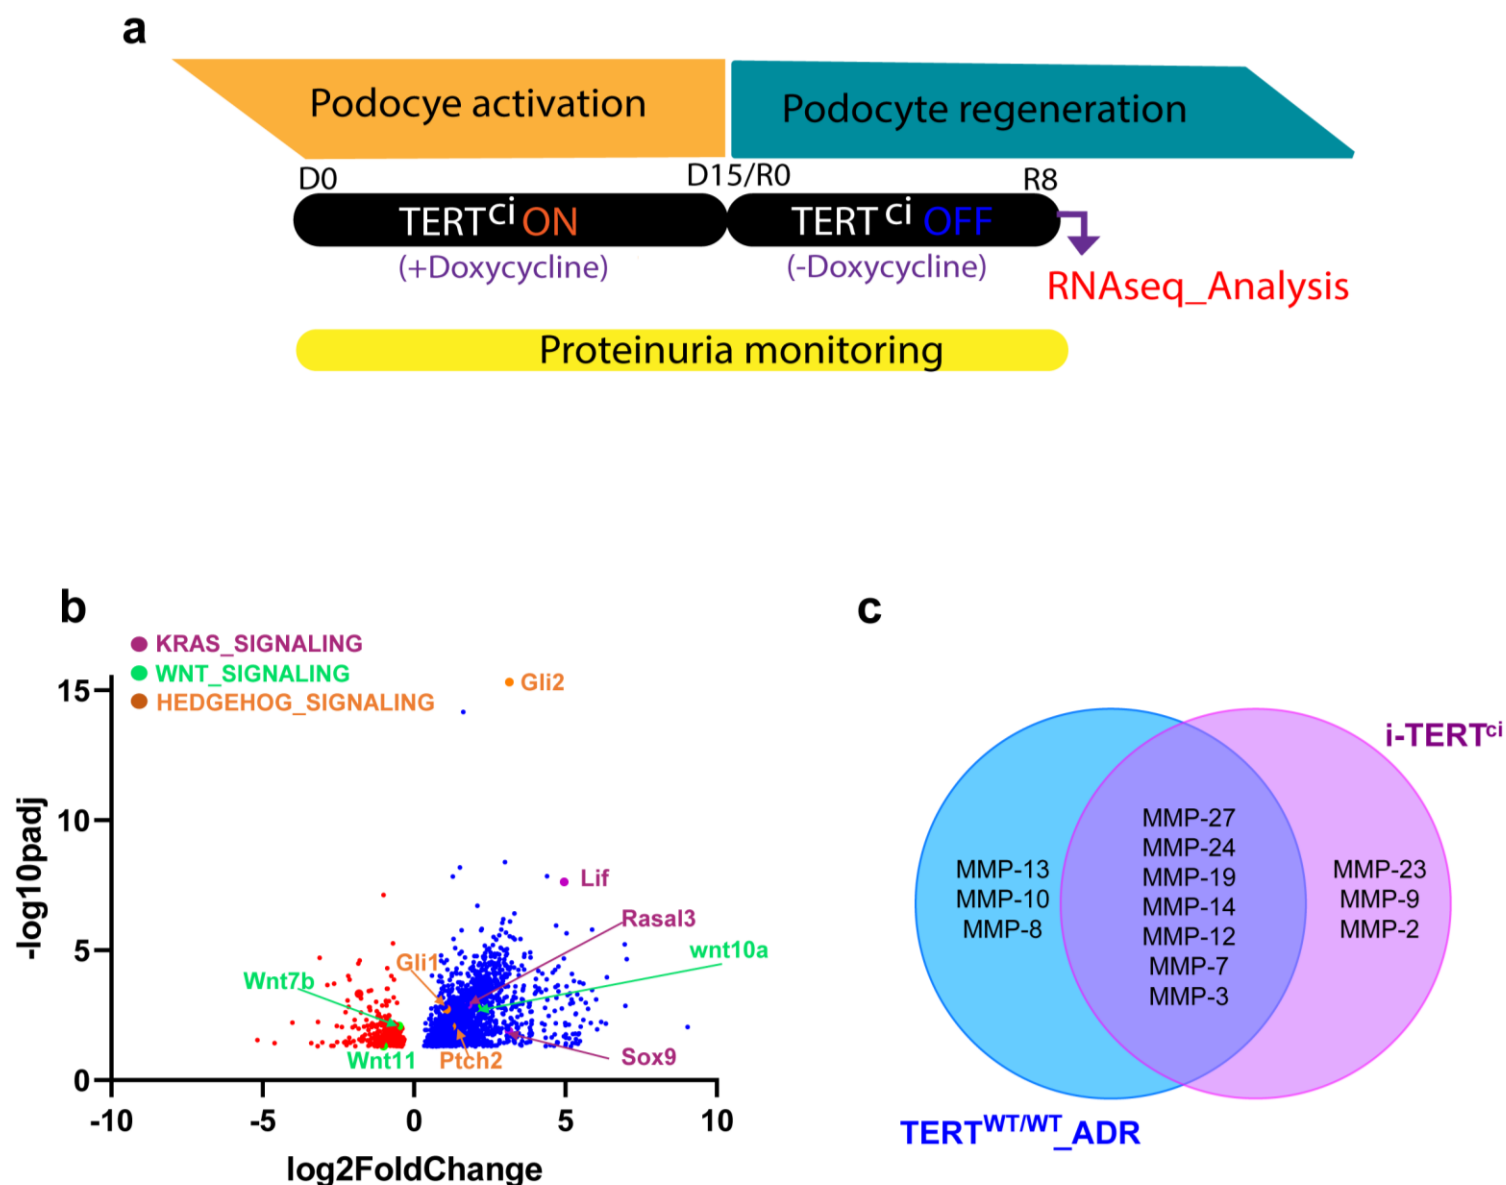

**Supplementary Figure 15: Characterization of the molecular signature of TERT<sup>ci</sup>-induced glomerular renewal.** (a) Schematic representation of transient TERT<sup>ci</sup> overexpression experiment performed for RNAseq analysis of twwhole kidney. Kidneys were collected at reversal day 8, a time point associated to 40% ( $\pm$  5%) of proteinuria improvement. (b) Volcano plot showing differentially expressed genes (DEG) in kidneys from i-TERT<sup>ci</sup>\_R8 mice compared to actin-rtTA+\_R8 control mice. DEGs with adjusted p-value  $\leq$  0.05 are colored based on their expression. Blue and red dots indicate significantly up- and down-regulated genes respectively. Three representative genes associated to KRAS, WNT and HEDGEHOG signaling pathways are highlighted as magenta, green and orange dots respectively. (c) Venn diagram showing all MMPs found differentially expressed upon glomerular repair following ADR-induced injury in TERT<sup>WT/WT</sup> mice (blue) and following a TERT<sup>ci</sup> pulse in i-TERT<sup>ci</sup>\_R8 mice (pink).

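The genes highlighted in the volcano plot had these log2 fold changes in i-TERTci against actin-rtTA+ kidneys. Sox9, a transcription factor of injured and regenerating tubules, was at 9.80 ± 9.47 CPM (SD, n = 3) in i-TERTci and at 1.09 ± 0.624 CPM (SD, n = 4) in control mice, a log2 fold change of 3.17 (standard error 0.79, adjusted p = 0.0845 from edgeR). Rasal3, a gene of hematopoietic cells, had a log2 fold change of 1.81 (adjusted p = 0.078) and the ligand Wnt11 of -0.98 (adjusted p = 0.141). DESeq2 called these, with adjusted p of 0.0111 for Sox9, 9.68e-04 for Rasal3 and 0.0407 for Wnt11. In the Venn diagram's other comparison, ADR in TERT WT/WT mice, Sox9 rose by 3.98 (adjusted p = 0.0124). It did not pass there without ADR replicate 2 or 3 (0.0706 and 0.0531) or saline replicate 2, 3 or 4 (0.0533, 0.0559 and 0.0556). Mmp13 had a log2 fold change of 0.18 in i-TERTci (standard error 0.44, adjusted p = 0.844), Mmp3 of 2.25 (0.68, 0.115) and Mmp19 of 1.84 (0.52, 0.101). Without i-TERTci replicate 2, edgeR called Mmp3 (0.00242) and Mmp19 (0.00245) in i-TERTci. It also called Sox9 (0.00166), Rasal3 (6.85e-04) and Wnt11 (0.0237) there.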

## SUPPLEMENTARY METHODS

**FACS sorting of podocytes from ADR-injected WT1<sup>CreERT2</sup>;R26<sup>mTmG</sup> mice.** Three months old, female WT1<sup>CreERT2</sup>;R26<sup>mTmG</sup> BALB/c N10 mice were injected for 3 consecutive days with intraperitoneal injection of (Z)-4-Hydroxytamoxifen (4OHT, Sigma, Ref# H7904 ; 1.5 mg in corn oil). Seven days after the last tamoxifen injection, the mice received an intra-venous (IV) injection of ADR or saline as described above. Five days after IV injection, glomeruli were prepared as described by Takemoto et al., Am J Pathol, 2002. with slight adaptations. Briefly, intracardiac perfusion of heparin (100U/mL, Sigma, Ref# H6279), followed by perfusion of Dynabeads diluted in HBSS (Hanks' Balanced Salt Solution, Lifetech, Ref# H6648) was performed on anesthetized mice. Harvested kidneys were then minced into 1 mm<sup>3</sup> pieces with a scalpel, and incubated in enzymatic digestion buffer (1 mg/mL collagenase IV, 0.2 mg/mL DNase I in HBSS) for 30 min at 37°C with gentle agitation. After digestion, all steps were carried out at 4°C or on ice. The digested kidneys were pressed through a 100µm cellstrainer. After spinning down the flow through, the pellet containing glomeruli was resuspended in 5mL HBSS, inserted into a magnetic particle concentrator, and the separated glomeruli were washed twice with HBSS. Glomeruli were then resuspended in 1 mL of enzymatic digestion buffer, and incubated for 30 min at 37°C with gentle agitation, and regular shearing was performed using a 25G needle. Single cells were then collected by centrifugation at 350g for 5 min at 4°C and resuspended in SEPBS (2% Fetal Bovine Serum, 2mM EDTA in PBS). The GFP+ cells were then sorted using a FACS Aria III Cell Sorter (BD Bioscience), and the cells were harvested in RNA protect Cell Reagent (Qiagen, Ref# 76526). An average of 150,000 podocytes per mouse was obtained.

### Detection of mRNA expression level using the Biomark<sup>TM</sup> HD System Analysis.

*Reverse Transcription using the Fluidigm Reverse transcriptase.* Extracted RNA were reverse transcribed using the Reverse Transcription Master Mix kit according to the manufacturer's instructions (catalog number # PN 100-6297). *cDNA pre-amplification step.* cDNAs were preamplified using the Preamp Master Mix kit (Fluidigm, cat. no. PN 100-5744) according to the manufacturer's instructions, combining 1ul of each 100 µM stock DELTAgene Assay, in a final volume of 200 µL. Thermal cycling conditions were: 95°C for 2 min followed by 15 cycles of 95°C for 15 s, 60°C for 2 min. After each preamplification reaction, samples were diluted 1:20 by adding 93 µL nuclease-free water. *Real time qPCR using Biomark<sup>TM</sup> HD System.* PCR was performed following Gene Expression using Delta Gene Assays protocol (Fluidigm PN 100-7717 B1). The pre-sample mix was prepared by mixing 2 µL SsoFast Evagreen Supermix with low ROX (2X) (Bio-Rad PN 1772-5211) and 0.2 µL Flexis Delta Gene Sample Reagent (Fluidigm PN 100-7673) and 1.8 µL preamplified cDNA to a final volume of 4 µL and then loaded into the Biomark<sup>TM</sup> IFC controller HX and transferred to the Biomark<sup>TM</sup> HD apparatus. Thermal cycling conditions were as follows: 50°C for 120 s, 95°C for 600 s followed by 40 cycles of 95°C for 15 s, 60°C for 1min. *Data analysis.* Real-time PCR data have been analyzed by the 2<sup>-ΔΔCT</sup> using HPRT as normalizer.

**TUNEL assay.** TUNEL analysis was performed on 5µm paraffin sections using TUNEL apoptosis detection kit (Millipore, Ref# S7100). Slides were deparaffinized, treated with proteinase K, quenched in 3% hydrogen peroxide and incubated with terminal deoxynucleotidyl transferase to label fragmented DNA with UTP-digoxigenin. Finally, sections were incubated with HRP-conjugated digoxigenin-specific antibody and visualized by chromogenic detection and hematoxylin counterstain.

**Terminal Restriction Fragment (TRF) assay.** Isolated DNA (6 ug for each sample) was digested overnight at 37°C using 80 units of *MboI* and *AluI* restriction enzymes (New England Biolabs). Those enzymes are frequent cutter and only digest non telomeric DNA, leaving telomeres intact. Digested DNA was then separated on a 1% agarose gel at 6V/cm for 13h with switch times ramped from 1 to 25 seconds (CHEF-DR® III Pulsed Field Electrophoresis System, BioRad 170-3690). The agarose gel was then washed with 0.25M HCl for 30 minutes for depuration, then twice with 0.5M NaOH (Sigma S8045) plus 1M NaCl (Promega H5273) for 20 minutes for denaturation, then twice with 1M Ammonium Acetate (Sigma A7262) for 20 minutes for neutralization. DNA was subsequently transferred from gel to a positively-charged nylon membrane (Amersham Hybond N+, GE HealthCare Life Sciences, RPN2222B) overnight in 20X SSC buffer (Euromedex, EU0300-C). The transferred DNA was fixed by UV crosslinking at 1200J. The cross-linked

membrane was then hybridized with the  $^{32}\text{P}$ -labelled telomeric probe overnight at 50°C. After hybridization the membrane was washed with buffer 1 (2X SSC) for 10 minutes at 50°C, then with buffer 2 (2X SSC, 1% SDS) for 30 minutes at 50°C, then twice with buffer 3 (0,2X SSC, 1% SDS) for 30 minutes each at 50°C. Telomere signals were detected following exposition to a phosphor screen for 6 hours, using a Phosphoimager system (GE Typhoon FLA 9500).

# Supplementary material for: Telomerase is required for glomerular renewal in kidneys of adult mice
**Source:** NPJ Regen Med. 2022 Feb 11;7:15. doi: 10.1038/s41536-022-00212-z
**Supplement:** Supplementary file 2 — REPORTING SUMMARY

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a Confirmed
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☐ ☒ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection no software was used

Data analysis Gene set enrichment analysis (GSEA), Database for Annotation, Visualization, and Integrated Discovery (DAVID), Reactome pathway analysis, FIJI

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study have been deposited in NCBI's Gene Expression Omnibus (GEO) repository and are accessible through GEO Series accession number GSE190978.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190978>

The access to the data is currently private, and we will make it public as soon as we get the green light from you.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Initial experiments were performed on 10 male + 10 female mice.<br>Due to high reproductibility of the results, subsequent experiments were performed on 3 to 4 mice per group, or maximum 10 when reviewers required it. |
| Data exclusions | no data were excluded from analysis                                                                                                                                                                                       |
| Replication     | All the mouse experiments described in this manuscript have been performed multiple times with different experimenters within those last 5 years, and were extremely reproducible.                                        |
| Randomization   | Mice were allocated in groups based on their genotype. Control and experimental mice all followed the same treatments.                                                                                                    |
| Blinding        | All quantification and image analysis were performed blinded.                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Progen, Ref# 65194; Spring Bioscience, Ref# M3062; AbCam, Ref# ab89901; Aves Labs, Ref# GFP-1020; Santa Cruz Biotechnology, Ref# sc-515770; Santa Cruz Biotechnology, Ref# sc-9882; Santa Cruz Biotechnology, Ref# sc-25287; Santa Cruz Biotechnology, Ref# sc-271022; Sigma, Ref# AB3553; Vector Laboratories, Ref# B1325 |
| Validation      | All the antibodies used in this manuscript have been previously validated in the literature                                                                                                                                                                                                                                |

### Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | laboratory mice, both sexes, 2-4 months old                                                                                                                                                                                                                                                                                               |
| Wild animals            | the study did not involve wild animals                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | the study did not involve samples collected from the field                                                                                                                                                                                                                                                                                |
| Ethics oversight        | All mice were treated in accordance with the Institutional Animal Care and Use Committee approved guidelines at the Université Côte d'Azur (UCA, Nice, France) (CIEPAL-AZUR Agreements NCE/2012-32, NCE/2015-237#05225.03, APAFIS#2590-2015102215087555v3, APAFIS#16319-2018071917443610v2, and APAFIS#15232-2018051116515863-M20210803). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

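RNA of whole kidneys was sequenced in 20 mice, 7 in the i-TERTci experiment (4 actin-rtTA+ and 3 i-TERTci mice at R8) and 13 in the ADR experiment (4 TERT WT/WT saline, 3 TERT WT/WT ADR, 3 TERT KO/KO saline and 3 TERT KO/KO ADR mice). Per the paper's methods, the authors checked paired-end reads with FastQC, clipped adapters with Trimmomatic and aligned the reads with STAR to mm10. The values deposited by the authors are unnormalized counts per gene, as whole numbers, with 1 column per mouse. The paper's text does not name the counting tool, the annotation release or the strand setting. The totals ran from 39323498 to 48399322 counts per library with a median of 45705605.5, and 21092 to 25991 genes had a count. Of the 55471 gene identifiers, 54487 matched GENCODE M21 with the same version, 55144 matched without the version and 327 did not match. Symbols and coordinates were taken from that annotation, which the authors did not name.

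Each experiment was fitted on its own with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled with TMM factors, and the robust quasi-likelihood F test was used with 1 coefficient per group. P values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05. The comparisons were i-TERTci with actin-rtTA+ mice, ADR with saline in each genotype, TERT KO/KO with TERT WT/WT mice in saline and after ADR, the difference of the 2 ADR effects, and the difference between the i-TERTci effect and the ADR effect in TERT WT/WT mice, which was fitted on all 20 libraries. Standard errors are those of the fitted log2 fold changes, and means and SDs are of TMM-normalized CPM. Values of single libraries on marker lists are CPM without TMM factors, with 0.1 added before log2. No value was averaged over libraries before a test.

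Gene lists were written before the data were examined, for pathways the paper discusses and for cell types a kidney sample can hold, and Reactome sets were taken from the reference. They were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over 59 lists in each comparison, and again with an estimated correlation. The Hallmark and Gene Ontology collections were not at hand, so GSEA and DAVID were not repeated. Over-representation in Reactome sets was tested with one-sided Fisher's exact tests among the tested genes with a Reactome annotation.

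Genes are named in the text by a rule set before the data were examined. It took every gene that the paper names for these samples, up to 4 genes with the smallest p from each list reported, and the 5 largest rises and falls among called genes with a mean of at least 1 CPM and no overlap between the libraries of the 2 groups. The values in the paper's tables of metalloproteinases had been seen by then. Where a group had no count, the fold change is a lower bound against a floor of 3 counts per library.

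The alternatives were median-ratio factors, no filter or a filter at a mean of 1 CPM, DESeq2 1.42.0, limma voom with sample quality weights, the replicate number as a block, the 2 compared groups alone, all 20 libraries in 1 fit, fry, fgsea 1.28.0, and each library left out in turn. Those added after the data were seen are leaving out the library labelled TERT KO/KO ADR replicate 2 in comparisons it is not part of, DESeq2 on the compared groups alone with and without that library, the newer quasi-likelihood method of edgeR, and genes near Tert at an unadjusted p under 0.05. The tests were tried on simulated counts with 2, 4, 8 and 16-fold changes in 200 genes. Of 2-fold changes, 36.0% were recovered at the size of the i-TERTci comparison, 24.0% for ADR in TERT WT/WT, 32.0% for ADR in TERT KO/KO mice and 0% for the difference of the ADR effects. Shares recovered in simulated counts need not hold where mice of a group respond unequally. Samples of other assays in the paper have no sequencing file and were left out. Results on items withheld for evaluation are not reported here. No library was left out of the analysis as first set.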

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

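The tests that weigh explanations in this part were chosen after the results were seen, as was the list of hepatocyte and Kupffer cell genes. The lists tested with camera were fixed before the data were examined, as was leaving out each library in the difference of the ADR effects.

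The library labelled TERT KO/KO ADR replicate 2 stands apart, with Alb at 261230 and Ahsg at 23068 CPM, against at most 82.9 and 9.15 CPM in the other 12 libraries. Its 44 hepatocyte and Kupffer cell genes had a median 10.96 log2 units above the other 12 libraries, although 19 of the 44 averaged at least 1 CPM in those and 3 are also in lists written for kidney injury. Its tubule and podocyte markers lay at -5.73 against the other TERT KO/KO ADR libraries, which argues against a kidney library with a minor share of other RNA, and the median hepatocyte gene of the other 5 ADR libraries was at -0.0531 against saline, which argues against a response to ADR. RNA from liver is a candidate explanation that these tests leave open, with Clec4f, a gene of Kupffer cells, at 3604 counts against at most 6, and adrenal, muscle and adipocyte lists at -0.12, -0.44 and -1.08. Whether the tube, the tissue or the label was exchanged cannot be read from counts, and no biological explanation other than ADR was tested.

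Gli2 was higher in the 3 i-TERTci libraries. Its effect in i-TERTci exceeded its effect after ADR by 3.65 (standard error 0.70), 5.23 standard errors. Over all genes this difference did not pass (adjusted p = 0.99992). Gli2 was picked for its rise in i-TERTci, and the mice of the 2 experiments differ in background. An injury response shared with ADR is therefore left undecided. The 12 other genes tested within 1 Mb had a median log2 fold change of 0.0922 (-0.25 to 1.09), which argues against a change of the whole region. In i-TERTci replicate 2 the fibroblast list was 0.51 above the controls while Gli2 had 204 counts against at most 41, and the list was 1.41 and 1.47 above in replicates 1 and 3, so a larger share of stromal cells is left undecided. An effect of TERTci itself and the insertion site of a transgene were not tested and stay open.

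I-TERTci replicate 2 lies near the controls on the first principal component. Its Tert level in CPM was 7.07 times that of the highest control, which argues against a label exchanged with a control library. Its total count was 1.01 times the lowest of the other 6, which argues against lower depth. A weaker or later response of this mouse was not tested and stays open.

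Dixon's test set apart 1 library in 5 of 103 groups of 4 values (4.85%), and chance alone gives about 1 in 20. Mki67 was at 4.31 CPM in actin-rtTA+ replicate 1, against 5.64 to 5.86 CPM in the others. The fibroblast list was at -0.38 in the same library, against 0.09 to 0.16. Mmp13 was at 2.47 CPM in TERT WT/WT saline replicate 3, against 1.96 to 1.98 CPM. Synpo was at 102 CPM in TERT WT/WT saline replicate 1, against 89.6 to 90.8 CPM, and its cholesterol synthesis list at -0.0786, against 0.0228 to 0.0289.

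The difference between the ADR effects of the 2 genotypes passed camera's test in 11 lists, none with an estimated correlation (adjusted p = 0.902). Higher in TERT KO/KO mice were cholesterol synthesis (adjusted p = 4.54e-06, and 8.97e-04 without the library labelled TERT KO/KO ADR replicate 2), fatty acid oxidation (4.89e-05, and 1.51e-04), MYC targets (2.62e-04, and 0.0151) and the unfolded protein response (0.00185, and 0.339). Lower were assembly of collagen fibrils (0.00793, and 0.372), platelet and red cell genes (0.0204, and 6.30e-04), B and plasma cell markers (0.0312, and 2.61e-07) and collagen formation (0.0378, and 0.339). At an adjusted p of 0.0468, collagen genes (0.787), collecting duct principal cell markers (0.0523) and metalloproteinase inhibitors (0.497) were lower too, with the values without that library in parentheses.

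Leaving out other libraries also undid calls among these 11 lists. Platelet and red cell genes had an adjusted p of 0.0552 and 0.163 without TERT KO/KO ADR replicates 1 and 3, and B and plasma cell markers 0.328 and 0.129. The latter had 0.0508 without TERT WT/WT ADR replicate 2 and 0.0551 and 0.0513 without TERT WT/WT saline replicates 1 and 3. Collagen formation had 0.0552 and 0.12 without TERT WT/WT ADR replicates 2 and 3, and 0.0726 without TERT WT/WT saline replicate 1. Collagen genes had 0.0502 without TERT KO/KO ADR replicate 1, 0.0758, 0.0508 and 0.0671 without TERT KO/KO saline replicates 1, 2 and 3, 0.0683 and 0.171 without TERT WT/WT ADR replicates 2 and 3, and 0.1 and 0.065 without TERT WT/WT saline replicates 1 and 2. Collecting duct markers had 0.114, 0.0508 and 0.0539 without TERT KO/KO saline replicates 1, 2 and 3, 0.0738 and 0.0715 without TERT WT/WT ADR replicates 1 and 3, and 0.1 and 0.0547 without TERT WT/WT saline replicates 1 and 2. Metalloproteinase inhibitors had 0.12, 0.0508 and 0.0833 without the same TERT KO/KO saline replicates, 0.0683 and 0.19 without TERT WT/WT ADR replicates 2 and 3, and 0.1 and 0.0547 without TERT WT/WT saline replicates 1 and 2.

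Cell cycle genes passed camera's test in i-TERTci (adjusted p = 3.24e-17) and after ADR in TERT WT/WT (6.16e-37) and TERT KO/KO mice (1.50e-39). With an estimated correlation the adjusted p were 0.311, 0.392 and 0.4 in the same order. The paper's text does not describe these genes in its sequencing data. Hmox1, which the paper's text does not name, had a log2 fold change of 1.65 in i-TERTci.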

How the results depend on the processing

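Over the alternatives, 236 of 380 values of main results kept their side of the threshold or stayed within 1.5 times, 24 became weaker, 34 stronger and 86 counts moved. Of 735 values of the lists selected for this count, 629 kept their side and 2 reversed, and of 5414 values of named genes 4613 did. The alternatives with TERT KO/KO ADR replicate 2 left out of comparisons it is not part of, with DESeq2 on the compared groups alone and with the newer edgeR method were chosen after the data were seen. The cause was not tested for any change below.

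With DESeq2 the called genes were 1995 in i-TERTci, 2264 and 1811 for ADR in TERT WT/WT and TERT KO/KO mice, 2 between the genotypes in saline and 121 after ADR, 71 for the difference of the ADR effects and 7 for that between i-TERTci and ADR. With limma voom they were 6048, 9038, 1305 and 1874 for the first 4 of these, and 2077 for the last. In i-TERTci they were 0 with median-ratio factors, 23 with no filter, 0 with the stricter filter and 618 with all 20 libraries. With no filter they were 580 and 163 for ADR in TERT WT/WT and TERT KO/KO mice, and with the replicate block 61 and 22, where 1 list was called in saline. With the 2 compared groups alone they were 3917 and 1, and 2 in saline. DESeq2 on those groups gave 5118, 789, 430 in saline and 27 after ADR, and 2716 in TERT KO/KO mice and 41 after ADR with TERT KO/KO ADR replicate 2 left out. DESeq2 without that library gave 131 for the difference of the ADR effects, and the newer edgeR method gave 551 for ADR in TERT KO/KO mice.

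Genes called in both genotypes after ADR were 693 with DESeq2, 525 with DESeq2 on the compared groups and 728 without TERT KO/KO ADR replicate 2. Those called in i-TERTci and after ADR in TERT WT/WT mice were 937, 1468 and 1. Genes near Tert had an exact p of 0.0149 with DESeq2 and 3.79e-05 at an unadjusted p under 0.05.

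With an estimated correlation camera called 0 lists in i-TERTci, after ADR in either genotype and in the difference of the ADR effects. The adjusted p for EMT genes was 0.311 in i-TERTci, 0.442 in TERT WT/WT and 0.715 in TERT KO/KO mice. With fry, which does not compare a list with the other genes, 0, 15, 7 and 0 lists were called. EMT genes were at 0.0545 in i-TERTci and 0.395 in TERT KO/KO mice with fry. In saline 2 lists were called with the stricter filter and 6 with fgsea.

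For the Reactome sets Immune System, Innate Immune System, Extracellular matrix organization and Integrin cell surface interactions, the exact p with DESeq2 was 1.13e-26, 1.14e-11, 1.14e-20 and 5.10e-15 in i-TERTci and 8.54e-12, 1.43e-04, 0.00694 and 0.00158 in TERT KO/KO mice. There DESeq2 on the compared groups gave exact p of 6.58e-06, 0.0473, 0.0273 and 0.0408, and 2.49e-07, 4.73e-04, 5.87e-08 and 8.69e-09 with TERT KO/KO ADR replicate 2 left out. Against all tested genes Immune System had an exact p of 2.42e-04.

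Leaving out each library in turn gave 0 to 4325 called genes in i-TERTci (4325 without i-TERTci replicate 2), 82 to 5164 for ADR in TERT WT/WT mice (82 without TERT WT/WT ADR replicate 2, 5164 without TERT KO/KO ADR replicate 2), and 0 to 2499 in TERT KO/KO mice (0 without TERT KO/KO saline replicate 1, 2499 without TERT KO/KO ADR replicate 1). It gave 0 to 1 in saline, 0 to 489 between the genotypes after ADR (489 without TERT KO/KO ADR replicate 3) and 0 to 4 between i-TERTci and ADR. Lists called were 0 to 8 in saline and 6 to 24 in the difference of the ADR effects. In the ADR experiment these fits keep TERT KO/KO ADR replicate 2, except the fit that leaves it out. For ADR in TERT KO/KO mice the adjusted p was 5.97e-12 to 0.344 for EMT genes, and 0.00494 to 0.619 in the difference of the ADR effects. The 2 reversals among the selected lists were in podocyte markers, at 0.00254 to 0.922 in i-TERTci (0.00254 without i-TERTci replicate 1, and 0.00903 without i-TERTci replicate 2, which was not a reversal) and 0.024 to 0.764 in the difference of the ADR effects (0.024 without TERT KO/KO ADR replicate 2). Other lists reversed too, such as cell cycle genes between i-TERTci and ADR, lower at 0.0148 and higher at 3.86e-04 without i-TERTci replicate 2, and cholesterol synthesis after ADR in TERT KO/KO mice, higher at 0.234 without passing and lower at 3.80e-04 without TERT KO/KO ADR replicate 2. The exact p for the 4 Reactome sets, in the order above, was 1.42e-40 to 1, 1.53e-13 to 1, 2.22e-24 to 1 and 4.86e-13 to 1 in i-TERTci. It was an exact p of 1.64e-28 to 0.299, 3.31e-12 to 0.707, 1.26e-13 to 0.335 and 1.20e-08 to 0.253 in TERT WT/WT mice. For ADR in TERT KO/KO mice the exact p was 3.32e-12 to 1, 6.26e-04 to 1, 1.21e-05 to 1 and 1.90e-05 to 1.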

Differences from the paper's values

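The paper's count of differentially expressed genes in i-TERTci at R8 is 1877, and edgeR called 1. Of the 14 alternatives set before the data were examined, DESeq2, the paper's tool, falls within 1.5 times of the paper's value (1995). The other 13 do not, at 0 with median-ratio factors, 23 with no filter, 0 with the stricter filter, 6048 with limma voom, 1 with the replicate block, 618 with all 20 libraries, 0 without actin-rtTA+ replicate 1, 2 or 3, 2 without actin-rtTA+ replicate 4, and 1, 4325 and 3 without i-TERTci replicates 1, 2 and 3.

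In Fig. 7d, read by eye, the paper's minus log10 p for Immune System after ADR in TERT WT/WT mice is about 18, against 11.0, and 2 alternatives fall within, DESeq2 (23.9) and a background of all tested genes (19.3), of the 9 set before the data were examined. The paper's value for Innate Immune System there is about 10, against 4.06, with DESeq2 (8.92), the wider background (8.30) and leaving out TERT WT/WT ADR replicate 1 (11.5) within and the other alternatives not. For Extracellular matrix organization it is about 1.6, against 3.58, and none falls within, with DESeq2 at 5.04.

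In i-TERTci the value here is 0 for all 4 sets, since 1 gene was called. The paper's value in Fig. 7d, read by eye, is about 17 for Immune System, and no alternative falls within, with DESeq2 at 25.9 and 39.8 without i-TERTci replicate 2. It is about 9.7 for Innate Immune System, where DESeq2 (10.9) and leaving out i-TERTci replicate 2 (12.8) fall within. For Extracellular matrix organization it is about 12, and none falls within (DESeq2 19.9, and 23.7 without that replicate). For Integrin cell surface interactions it is about 12, where DESeq2 (14.3) and leaving out that replicate (12.3) fall within and the others do not. G:Profiler corrects its p by its own method, which was not applied here.

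The paper states that MMP-24 and MMP-12 are raised after ADR in TERT WT/WT mice. They had adjusted p of 0.0663 and 0.078 from edgeR, and were called by DESeq2 (0.0144 and 0.0104), without TERT WT/WT ADR replicate 1 (0.019 and 0.0258) and without the library labelled TERT KO/KO ADR replicate 2 (0.0158 and 0.023), an alternative chosen after seeing the values. It states that MMP-24, MMP-12, MMP-10 and MMP-3 are not raised in TERT KO/KO mice. DESeq2 over the 13 libraries called Mmp10 and Mmp12 there (0.01 and 0.0133). With edgeR Mmp10 was called without the library labelled TERT KO/KO ADR replicate 2 (0.00601) and Mmp12 without TERT KO/KO ADR replicate 1 (0.0273). The difference between the ADR effects of the genotypes was called by edgeR for none of the 4. It states that MMP-23, MMP-9 and MMP-2 are raised in i-TERTci. Their adjusted p were 0.0896, 0.132 and 0.0758 from edgeR, and DESeq2 (0.0153, 0.027 and 4.54e-05) and leaving out i-TERTci replicate 2 called them.

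The paper states that TERT deficiency precludes proper EMT activation after ADR. Here the EMT genes passed in both genotypes (0.00406 in TERT KO/KO mice). In TERT KO/KO mice they did not without TERT KO/KO ADR replicate 3 (0.344) or with an estimated correlation (adjusted p = 0.715). With fry, which does not compare a list with the other genes, the adjusted p there was 0.395. Passing in both genotypes does not test for a weaker response. The difference of the ADR effects on EMT genes pointed lower in TERT KO/KO mice and did not pass (adjusted p = 0.124 from camera). It passed without TERT KO/KO ADR replicate 3 (0.00494) or TERT WT/WT ADR replicate 1 (0.00632), but with TERT KO/KO ADR replicate 2 kept. Without the library labelled TERT KO/KO ADR replicate 2 it did not. The paper reports minimal changes between the genotypes in saline, and proposes that TERT deficiency perturbs mTORC1, Wnt and Notch signaling there. None of these lists passed (0.182, 0.654 and 0.284), and mTORC1 did without the library labelled TERT KO/KO ADR replicate 2 (0.0452), chosen after seeing the values. It states that Wnt signaling is enriched in i-TERTci, where the Wnt list had an adjusted p of 0.725 and the Notch list did not pass (0.0568). The Hedgehog list passed (0.0405), but not with an estimated correlation. It did not pass without i-TERTci replicate 2 (0.188) or actin-rtTA+ replicate 2 (0.118) either. None of the 3 Reactome sets of these pathways passed (0.825 for Wnt, 0.833 for Hedgehog and 0.272 for Notch). The lists are not the Hallmark sets that the paper used.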

Other observations

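The counts of genes near Tert below and the comparisons of sample splits were set before the data were examined, except the count at an unadjusted p, chosen after the result was seen.

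Proximal tubule markers were lower as a list in all 3 injury comparisons, with a median log2 fold change of -0.73 in i-TERTci (adjusted p = 3.20e-07, and adjusted p = 0.377 with an estimated correlation), -0.97 after ADR in TERT WT/WT mice (2.46e-06, and adjusted p = 0.442 with an estimated correlation) and -1.07 in TERT KO/KO mice (1.13e-04, and adjusted p = 0.709 with an estimated correlation), with no single marker passing over all genes. The last value includes the library labelled TERT KO/KO ADR replicate 2, without which it was -0.76 (adjusted p = 1.59e-05). After ADR in TERT WT/WT mice 18 markers fell and 1 rose without that library, with Slc27a2, Slc3a1, Gatm and Hnf4a at 0.0219, 0.0264, 0.0164 and 0.0112, and these 4 also fell without TERT WT/WT ADR replicate 1 (0.00615, 0.00204, 0.00973 and 0.0311). In i-TERTci 17 fell and 2 rose without i-TERTci replicate 2, and in TERT KO/KO mice Gatm fell without TERT KO/KO ADR replicate 1 (0.0297). Genes of oxidative phosphorylation were lower too, at -0.49 in i-TERTci (1.37e-11, and adjusted p = 0.327 with an estimated correlation), -0.34 in TERT WT/WT (3.07e-08, and adjusted p = 0.455 with an estimated correlation) and -0.54 in TERT KO/KO mice (6.77e-09, and adjusted p = 0.709 with an estimated correlation). T and NK cell markers had a median of 1.42 in i-TERTci (3.63e-10, and adjusted p = 0.311 with an estimated correlation), with 21 of 28 higher when adjusted over the list alone. Among called genes with a mean of at least 1 CPM and no overlap between the groups after ADR in TERT WT/WT mice, Il1f6 (9.51), Saa1 (7.36), Fosl1 (7.00) and Krt20 (6.93) had the largest rises, and Rnf24 (-2.56), Prok1 (-2.01) and Cacna2d2 (-1.87) the largest falls. None of these 7 passed without TERT WT/WT ADR replicate 2 (0.0587 to 0.208) or 3 (0.0508 to 0.194) or TERT WT/WT saline replicate 3 (0.0528 to 0.142) or 4 (0.0524 to 0.119). Without saline replicate 2 only Rnf24 did (the others 0.057 to 0.103), and without saline replicate 1 Saa1, Fosl1, Prok1 and Cacna2d2 did not (0.0939, 0.0544, 0.0673 and 0.0552).

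After ADR, TERT KO/KO and TERT WT/WT kidneys differed in 0 genes by edgeR, with 2735 at an unadjusted p under 0.05 and 121 called by DESeq2 and 0 by limma voom with sample quality weights, and 14 without the library labelled TERT KO/KO ADR replicate 2 and 489 without TERT KO/KO ADR replicate 3. Of 59 lists 16 passed, none with an estimated correlation (lowest adjusted p = 0.82), with cholesterol synthesis at 1.24 (6.02e-06), which had an adjusted p of 0.602 without the library labelled TERT KO/KO ADR replicate 2, and B and plasma cell markers at -0.68 (0.012, and 1.50e-10 without it, but 0.476 and 0.123 without TERT KO/KO ADR replicates 1 and 3).

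Between TERT KO/KO and TERT WT/WT mice in saline edgeR called 0 of 130 genes within 10 Mb of Tert and 0 of 18404 elsewhere, so that the two-sided Fisher's exact test (p = 1) compares nothing. With DESeq2's calls it was 1 of 245 (0.408%) against 1 of 32438 (0.00308%, exact p = 0.0149). At an unadjusted p under 0.05, 14 of 130 (10.8%) against 544 of 18404 (2.96%) differed (exact p = 3.79e-05).

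Other splits of the same libraries were fitted in the same way. For ADR in TERT WT/WT mice, chance can be excluded for the count of genes, with 894 called and at most 0 in the other splits (1 of 35 as large). It cannot be excluded for the 1 gene in i-TERTci (3 of 35, highest other 1). Where 0 genes were called every split has as many, so that the splits test nothing, which holds for TERT KO/KO against TERT WT/WT in saline (35 of 35, 0 called and at most 1), the difference of the ADR effects (50 of 50 drawn of 700, 0 and 9), that between i-TERTci and ADR (40 of 40 drawn of 1225, 0 and 1) and TERT KO/KO against TERT WT/WT after ADR (10 of 10, 0 and 1042). For genes at an unadjusted p under 0.05, chance can be excluded for ADR in TERT WT/WT mice (4087, 1 of 35 as large, highest other 3052). It cannot be excluded in i-TERTci (3972, 2 of 35, 4370), in saline (558, 4 of 35, 1424), for the difference of the ADR effects (2388, 5 of 50, 3099) or for that between i-TERTci and ADR (569, 17 of 40, 2193). For the lists the splits cannot decide in i-TERTci (2 of 35, 42 and 42) or after ADR in TERT WT/WT mice (6 of 35, 35 and 39). The other splits with as many lists keep the i-TERTci libraries, or at least ADR replicates 2 and 3, on the same side. They so carry part of the real difference. The same holds for the i-TERTci split with 4370 genes, which keeps replicates 1 and 3 together. The 10 splits of ADR in TERT KO/KO mice are too few for a share under 0.05, with 295 genes and at most 0 in the others (1 of 10) and 26 lists and at most 33 (5 of 10), as are the 10 between the genotypes after ADR. The split with 1042 genes puts TERT KO/KO ADR replicates 1 and 2 and TERT WT/WT ADR replicate 1 against the other 3, and points to a structure of the samples. Apart from TERT KO/KO ADR replicate 2, which had 2 counts of Nphs1 and few of other kidney markers, the split follows the level of Nphs1. Whether Nphs1 and the 1042 genes share a cause was not tested. Nphs1 had 1283 counts in TERT WT/WT ADR replicate 1, against 167 and 168 in replicates 2 and 3 and 1224 to 1680 after saline, and 1233 in TERT KO/KO ADR replicate 1, against 776 in replicate 3 and 1120 to 1379 after saline. Dixon's test was not run on groups of 3. Col1a1 in TERT WT/WT ADR replicate 1, at 7921 counts, was above the 1416 to 2308 of the TERT WT/WT saline libraries, so that this library does not lie with them throughout.

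Replicate numbers do not pair the libraries, with correlations between same-numbered libraries of -0.357 to 0.184, and of 24 pairs of libraries within groups none was identical.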
